# Global gene expression changes of *in vitro* stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas

**DOI:** 10.1186/1478-811X-10-43

**Published:** 2012-12-20

**Authors:** Alexandra Schrader, Katharina Meyer, Frederike von Bonin, Martina Vockerodt, Neele Walther, Elisabeth Hand, Antje Ulrich, Kamila Matulewicz, Dido Lenze, Michael Hummel, Arnd Kieser, Michael Engelke, Lorenz Trümper, Dieter Kube

**Keywords:** Gene expression pattern, Lymphoma, Pathway activation

## Abstract

**Background:**

Aggressive Non-Hodgkin lymphomas (NHL) are a group of lymphomas derived from germinal centre B cells which display a heterogeneous pattern of oncogenic pathway activation. We postulate that specific immune response associated signalling, affecting gene transcription networks, may be associated with the activation of different oncogenic pathways in aggressive Non-Hodgkin lymphomas (NHL).

**Methodology:**

The B cell receptor (BCR), CD40, B-cell activating factor (BAFF)-receptors and Interleukin (IL) 21 receptor and Toll like receptor 4 (TLR4) were stimulated in human transformed germinal centre B cells by treatment with anti IgM F(ab)_2_-fragments, CD40L, BAFF, IL21 and LPS respectively. The changes in gene expression following the activation of Jak/STAT, NF-кB, MAPK, Ca^2+^ and PI3K signalling triggered by these stimuli was assessed using microarray analysis. The expression of top 100 genes which had a change in gene expression following stimulation was investigated in gene expression profiles of patients with Aggressive non-Hodgkin Lymphoma (NHL).

**Results:**

αIgM stimulation led to the largest number of changes in gene expression, affecting overall 6596 genes. While CD40L stimulation changed the expression of 1194 genes and IL21 stimulation affected 902 genes, only 283 and 129 genes were modulated by lipopolysaccharide or BAFF receptor stimulation, respectively. Interestingly, genes associated with a Burkitt-like phenotype, such as *MYC, BCL6 or LEF1, were affected by* αIgM*.* Unique and shared gene expression was delineated. NHL-patients were sorted according to their similarity in the expression of TOP100 affected genes to stimulated transformed germinal centre B cells The αIgM gene module discriminated individual DLBCL in a similar manner to CD40L or IL21 gene modules. DLBCLs with low module activation often carry chromosomal *MYC* aberrations. DLBCLs with high module activation show strong expression of genes involved in cell-cell communication, immune responses or negative feedback loops. Using chemical inhibitors for selected kinases we show that mitogen activated protein kinase- and phosphoinositide 3 kinase-signalling are dominantly involved in regulating genes included in the αIgM gene module.

**Conclusion:**

We provide an *in vitro* model system to investigate pathway activation in lymphomas. We defined the extent to which different immune response associated pathways are responsible for differences in gene expression which distinguish individual DLBCL cases. Our results support the view that tonic or constitutively active MAPK/ERK pathways are an important part of oncogenic signalling in NHL. The experimental model can now be applied to study the therapeutic potential of deregulated oncogenic pathways and to develop individual treatment strategies for lymphoma patients.

## Lay abstract

Aggressive Non-Hodgkin lymphomas (NHL) are a heterogeneous group of lymphomas derived from germinal centre B cells. 30% of NHL patients do not respond to treatment. Current criteria to distinguish individual NHL subtypes such as morphology, immunophenotype, and genetic abnormalities do not allow reliable subtype categorization and prediction of treatment response for NHL cases. The pathological mechanisms behind this heterogeneity are poorly understood. Thus there is a need of new and additional methods for stratifying NHL.

The purpose of our studies is to estimate the extent to which distinct signal transduction pathways could be responsible for the differences in gene expression that distinguish individual lymphomas. We postulate that signals associated with the immune response can resemble pathways activated in distinct NHL subtypes.

To gain closer insight into the relevance of distinct cell signaling networks to NHL subtypes, we stimulated human transformed germinal centre B cells with factors known to modify B cell signalling, or which are involved in B cell microenvironment or lymphoma pathogenesis. We discovered that coherent gene expression patterns, related to distinct in vitro stimuli, characterize individual NHLs. Exemplified by an αIgM stimulation we identified signalling pathways dominantly involved in regulating this consistent global gene expression pattern.

We provide an *in vitro* model system of pathways activated in transformed B cells which allows a better understanding of the global expression changes observed in particular lymphoma subgroups. This model can be used in the future to study the therapeutic potential of oncogenic pathway activation and to develop individual treatment strategies for patients.

## Background

Mature aggressive Non-Hodgkin lymphomas (NHL) are a heterogeneous group of lymphomas most often derived from B cells during the germinal centre B cell reaction [1-3]. Approximately 30 percent of patients with NHL classified as diffuse large B cell lymphoma (DLBCL) do not respond to treatment [4,5]. The criteria currently used to distinguish between Burkitt lymphoma (BL) and DLBCL, is based on differences in morphology, immunophenotype, and genetic abnormalities. These are not reliably reproducible and most importantly the pathological mechanisms behind these criteria are poorly understood [3]. NHL cells proliferate actively and retain many of the immunophenotypic characteristics of germinal centre B lymphocytes. However, they are monoclonal tumour B cells, and display characteristic nonrandom chromosomal abnormalities. Cellular genes thus can be placed under the control of heterologous promoter or enhancer elements and may switch off cellular growth regulation. In contrast, specific combinations of signals for short or long term stimulation are provided to germinal centre B (GC B) cells through externally derived signals obtained from cells in the microenvironment [1,6].

In peripheral secondary lymphoid organs B cells encounter foreign antigens. Antigen-stimulated B cells can in turn form germinal centres. In the microenvironment of germinal centres B cells need to interact with other cells, such as T cells, tingible body macrophages, follicular dendritic and reticular cells [1]. Signal transduction pathways initiated through the BCR determine the fate of B cells in dependence of BCR affinity to antigen, concomitant engagement of coreceptors and the differentiation stage of B cells [7]. GC B cells undergo apoptosis if not rescued through GC survival signals. However, unresolved chromosomal translocations and/or permanently deregulated autocrine or paracrine stimulations counteracting these processes can lead to transformation of GC B cells [1]. Within the GC B cell reaction or maintenance of mature B cells additional factors are involved including IL21, CD40L (TNFSF5 / CD154) or tumour necrosis factor superfamily member 13b (BAFF / TNFSF13b / CD257) [2,4-6,8]. In addition, there is evidence for an involvement of pattern recognition receptors in these processes [8]. It is well know from different cell systems that after treating cells with the mentioned stimuli a number of pathways are activated. This includes IL21-mediated modulation of janus-kinase (Jak) and signal transducer and activator of transcription (STAT) or mitogen activated kinases (MAPK)1/2 (Erk1/2) [8]. Furthermore, canonical and non-canonical nuclear factor-кB (NF-кB), MAPK8/9 (JNK1/2), MAPK14 (p38a) signalling is affected through CD40L, non-canonical NF-кB by BAFF, canonical NF-кB by LPS [8-12]. In addition Ca^2+^, phosphoinositide 3 kinase (PI3K), Erk1/2, canonical NF-кB, JNK1/2, p38a signalling can be initiated by B cell receptor activation [2,13-16]. In addition, aberrant signalling caused by a defined set of mutations or autocrine and paracrine loops for these pathways have been reported to be important for B cell lymphoma initiation or maintenance [2,11,17-19].

Recent large-scale gene expression profiling of NHL tumour samples revealed a molecular definition for BL, by describing a specific signature. This signature was used to model an index of ‘Burkitt-likeness’ (mBL-index) and to distinguish BLs from DLBCLs [20,21]. A fundamental question from these studies is the extent to which different pathways could be responsible for the differences in gene expression that distinguish individual DLBCL. We hypothesized that gene transcription networks affected by immune response associated signals resemble oncogenic pathway activity in DLBCL.

So far two major molecular patterns for DLBCLs are described: so called activated B cell (ABC) like lymphoma and germinal centre B cell (GC B) like lymphoma. They can be complemented by for example host response, stromal or even NF-кB specific gene expression signatures [22-25]. Recent combinations of *in vitro* cell interventions with systems biology allowed the prediction of potential oncogenic pathways involved in B cell transformation [26-28]. Furthermore, *in vitro* studies showed that combined STAT3 and NF-кB pathway activities are central to ABC-like lymphoma cells [22,29,30]. In addition, there is evidence that aberrant Toll like receptor (TLR) and BCR signalling may be involved affecting PI3K and/or MAPK/Erk signalling in addition to NF-кB [13,18,31,32]. These data are based mainly on interventions of constitutively activated pathways by knockdown experiments and mutational analysis [2,13,18].

To get more insight into cell signalling networks and their presence in individual human NHL, we utilized human transformed GC B cells. We demonstrate that B cell specific stimuli can be used to identify gene expression changes. This allows a “switch“ in gene expression from a steady state level characteristic of BL towards that of DLBCLs. Representative sets of genes (gene modules) are used to describe individual lymphomas. DLBCLs are heterogeneous in the appearance of the magnitude of their gene module activation ranging between “off” and “on”. Our data support the view that, for example, tonic and/or activated mitogen activated protein kinase- and phosphoinositide 3 kinase pathway components are part of a signalling network that distinguishes individual DLBCL. Furthermore, a useful *in vitro* model system to test for individual treatment strategies is offered.

## Results and discussion

### Global gene expression changes in human transformed germinal centre B cells stimulated with B cell specific paracrine stimuli

In order to achieve global gene expression changes to describe major pattern of gene expression and to identify pathway activity in aggressive NHL we used as our model system, the BL2 cell line, which is derived from germinal centre B cells [33-35]. BL2 cells were stimulated using CD40L, BAFF, IL21, αIgM F(ab)_2_ fragments or lipopolysaccharide (LPS) as described in Material and Methods section (Additional file 1: Supplementary Materials and Methods). These stimuli were chosen, because they are well known mediators of signalling in B cells, involved in GC B cell microenvironment and involved in B cell lymphoma initiation or maintenance [2,11,17-19]. Following stimulation, we wanted to identify gene expression changes which reflect pathways involved in ligand specific signal transduction and pathways potentially active in aggressive NHL. Time points of stimulations were chosen to achieve a signal strong enough to be detected as gene expression change at the whole genome level. Probes of three independent biological experiments were hybridized to U133 plus 2.0 microarrays. 

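Of these arrays, 9 are analysed here, from cells under 3 conditions. BL2 is an established human Burkitt lymphoma line, which the paper uses as a model of transformed germinal centre B cells. CD40L is the ligand with which helper T cells engage the receptor CD40 on B cells, and LPS is a glycolipid of the outer membrane of bacteria that is sensed through a Toll-like receptor. Cells were left untreated or were stimulated for 6 hrs with 200 ng/ml CD40L or with 1 μM LPS. Each of 3 experimental batches gave 1 array per condition (n = 3 arrays per condition). The arrays of αIgM, IL21 and BAFF treated cells are not analysed here.
The authors corrected the background, normalised the probe intensities by variance stabilisation and summarised each probe set by median polish, so the deposited values are on a generalised log2 scale. On this scale differences between dim probe sets understate their fold change. The levels ran from 5.46 to 14.8, with array medians between 6.42 and 6.48. Across probe sets, the replicates of a condition correlated at 0.994 to 0.997. For each probe set, log2 fold changes against the control were fitted here with limma, with the condition and the batch as terms, over 54613 probe sets, and p-values were adjusted after Benjamini and Hochberg. The fit left 4 residual degrees of freedom, so the number of arrays limits the precision of each value. Permuting 3 arrays against 3 cannot give an exact p below 0.1, so single genes are reported with limma's adjusted p. Unless stated otherwise, errors of log2 fold changes are standard errors of this fit and errors of levels are SDs (n = 3). Gene lists were tested with limma's camera, which compares the genes of a list with all other genes at a preset correlation. Every call made by camera was lost when the correlation was estimated from these 9 arrays instead. This loss does not reflect correlation alone. For NF-κB target genes after CD40L the estimate, 0.0166, was near the preset 0.01, yet camera's unadjusted p rose from 3.72e-10 to 0.00442. For the SLAM family after CD40L the estimate was negative (−0.0989), yet this p rose from 0.00357 to 0.0383. Other lists had higher estimates, up to 0.454 for hypoxia-inducible genes. For some lists fry is given as well, which tests whether the genes of a list move on balance and does not compare them with other genes. Samples of 1 batch were treated as paired, because the paper's methods model the batches.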

Differentially expressed genes were identified using linear models as implemented in the Bioconductor package LIMMA [36]. False discovery rates of differentially expressed genes were calculated according to the Benjamini and Hochberg in a paired-test as described in the Material and Methods section.

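After CD40L, 2027 probe sets naming 1320 genes were higher than in control cells and 1022 probe sets naming 677 genes were lower, at an adjusted p of at most 0.05 from limma. After LPS, 637 probe sets (456 genes) were higher and 487 (346 genes) were lower. Most changes were small. The median size of a called log2 fold change was 0.31 for the higher and 0.32 for the lower probe sets after CD40L, and 0.32 and 0.33 after LPS. At least 2-fold changes were seen for 26 higher and 8 lower probe sets after CD40L, and for 1 higher and 1 lower after LPS. Over all probe sets, the changes in different batches correlated at a mean of 0.389 after CD40L and 0.271 after LPS. At an unadjusted p under 0.05, 5604 probe sets were higher and 2995 lower after CD40L, and 3858 and 2497 after LPS.
The counts depended on the arrays in the fit. Without the batch term they were 884 higher and 562 lower after CD40L, and 156 and 166 after LPS. Without replicate 1, CD40L gave 881 higher and 449 lower probe sets and LPS gave 160 and 154. Without replicate 2, CD40L gave 1203 higher and 1302 lower probe sets and LPS gave 582 and 600, so that most calls were lower after either stimulus. Without replicate 3 the number of lower ones was 467 after CD40L, and LPS gave 147 higher and 115 lower. Leaving out the CD40L array of replicate 1 gave 1254 higher and 607 lower probe sets, that of replicate 2 gave 812 higher, and that of replicate 3 gave 604 lower. Leaving out the LPS array of replicate 1, 2 or 3 gave 169, 229 and 185 higher and 184, 186 and 233 lower probe sets. Quantile normalization on top of the authors' values changed the share of higher probe sets among the CD40L calls from 66.5% to 50.2%. Among the LPS calls it changed this share from 56.7% to 47.1%, so that most were lower.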

Genes with the greatest change in expression and with an adjusted p value ≤ 0.05 in response to each stimulus were chosen for further analysis (Table 1 and Additional file 2: Table S1, Additional file 3: Table S2, Additional file 4: Table S3, Additional file 5: Table S4, Additional file 6: Table S5). The top 100 differentially expressed genes are depicted as heatmaps in Figure 1**.** To our knowledge the only comparable data set available is from human transformed germinal centre B cells (Ramos) which were cultivated on a CD40L expressing feeder cell line for 24 hours [37]. Despite the different experimental conditions, BL2 cells showed similar gene expression changes after exposure to recombinant CD40L for 6 hours (Additional file 7: Figure S1). In contrast, global gene expression changes after B cell receptor activation, for BAFF, LPS or IL21 stimulation have been described using different microarray-platforms. Therefore, a quantitative comparison is difficult. Furthermore, different cell lines or leukocyte cell subsets from a different origin, for example splenic murine B cells or bursal chicken B cells were analysed. A selection of available data is summarized in Additional file 8: Supplemental 1.

**Table 1:** Differential expression in human transformed germinal centre B cells in response to B cell-specific stimulations

	**α-IgM**	**CD40L**	**IL21**	**LPS**	**BAFF**
Upregulated genes	3039	689	463	114	69
Downregulated genes	3557	496	439	169	39
Total number of genes affected	6596	1194	902	283	129

BL2 cells stimulated through αIgM treatment, by CD40L, IL21, BAFF or LPS. RNA was hybridized onto U133A 2.0 plus Arrays. Differentially expressed genes between stimulated and control cells were identified using linear models as implemented in the bioconductor package LIMMA [36]. False discovery rates for lists of differentially expressed genes were calculated according to Benjamini and Hochberg [38]. Genes were ranked according to their p-value for differential expression from the microarray experiments (adj. P value ≤ 0.05).

**Figure 1:**
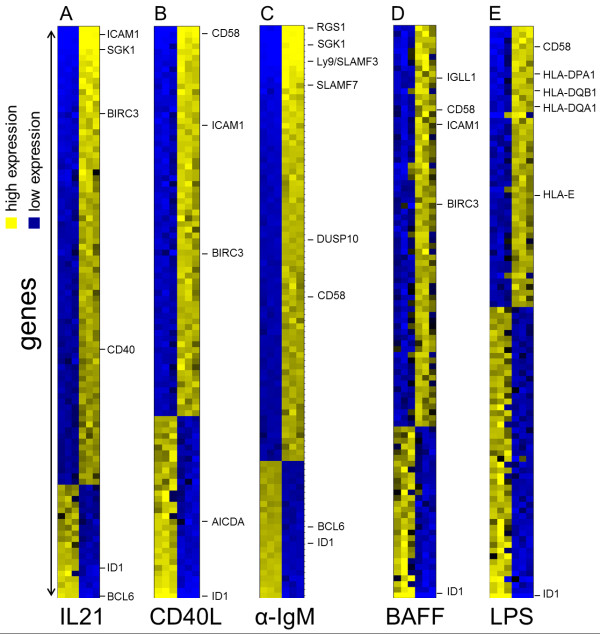
**Identification of IL21, CD40L, αIgM, BAFF and LPS regulated genes in transformed human germinal centre B cells using microarrays.** BL2 cell were stimulated with αIgM F(ab)_2_ fragments (3 hrs) (**A**), IL21 (2 hrs) (**B**), CD40L (6 hrs) (**C**), LPS (6 hrs) (**D**) and BAFF (9 hrs) (**E**). RNAs from these cells were used for gene expression profiling on Affymetrix HGU-133 plus 2.0 microarray chips. The heatmaps show the most highly changed gene expression (TOP100) (adj. p-value ≤ 0.05) in response to each stimulus. Each row in the heatmaps represents a gene and each column represents a microarray sample. Yellow and blue indicate high and low expression, respectively. Control probes (left column) are shown in comparison to stimulated probes (right column). Additional details are summarized within Table 3 and suppl. Tables 1–5.

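Among genes with the largest rise after CD40L were LINC00158, a long noncoding RNA, ELL2, an elongation factor of RNA polymerase II that is used in antibody secreting cells, BTN2A2, a butyrophilin of the immunoglobulin superfamily, and DOCK10, an exchange factor for small GTPases. LINC00158 had the lowest adjusted p of the 9 arrays' comparisons. Its level was 6.50 ± 0.044 (SD, n = 3) in control cells and 8.29 ± 0.13 after CD40L, a log2 fold change of 1.79 (standard error 0.061, adjusted p = 2.51e-10). The log2 fold changes of ELL2, BTN2A2 and DOCK10 were 1.47 (standard error 0.069, adjusted p = 8.72e-09), 1.25 (standard error 0.059, adjusted p = 8.72e-09) and 1.20 (standard error 0.062, adjusted p = 1.8e-08). Falls after CD40L were led, next to ID1, by HMCES, which shields abasic sites in DNA, with −1.43 (standard error 0.10, adjusted p = 2e-07). DEPTOR, an inhibitor of the mTOR kinase, fell by 1.16 on the log2 scale (adjusted p = 9.87e-08). CAB39L, a partner of the kinase LKB1, fell by 1.09 (adjusted p = 7.83e-08). DOCK10 and DEPTOR have 2 probe sets each, of which 1 passed the test.
After LPS the largest rise was that of IFIT3, an interferon-induced gene, from 6.45 ± 0.069 to 7.50 ± 0.052, a log2 fold change of 1.05 (standard error 0.070, adjusted p = 1.95e-06). ACTR3, a subunit of the Arp2/3 complex that nucleates actin, had a log2 fold change of 0.83 (adjusted p = 8.33e-05), CREM, a transcription factor of the cAMP response, 0.80 (adjusted p = 0.000427), and IKBKE, a kinase of the IκB kinase family, 0.72 (adjusted p = 8.33e-05). Of their probe sets, 2 of 5 of ACTR3, 3 of 6 of CREM and 2 of 2 of IKBKE were higher. LPS also raised NEIL2, a DNA glycosylase, with 0.73 (adjusted p = 0.00198), a call that was lost without replicate 3 (0.80, adjusted p = 0.0656). RGS18, a regulator of G-protein signalling, fell by 0.85 (adjusted p = 1.72e-05) and TMT1A, the METTL7A of older annotations, by 0.80 (adjusted p = 8.32e-06). All p-values are limma's.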

### Gene set enrichment analyses of global gene expression changes in transformed germinal centre B cells

Molecular functions, biological processes, cellular components and pathways affected by distinct stimuli were characterized by gene ontology (GO) based gene set enrichment analyses (Additional file 9: Supplemental 2).

αIgM activated genes are linked to MAP kinase activity, phosphatase activity and transmembrane transporter activity. The biological processes affected can be summarized as regulation of immune responses, MAP kinase activity, and programmed cell death, regulation of metabolic processes (glucose / carboxylic acid / organic acid/amino acid transport) or cell cycle and stress responses.

IL21 activated genes are enriched for gene sets associated with responses to virus and other organisms and cytokine production including type I interferon biosynthetic processes. Furthermore, as for αIgM activated genes, IL21 affected gene sets are involved in regulation of programmed cell death. The involvement of IL21 activated genes on cytokine signalling could also explain its relation to IкB kinase/NF-кB cascade and NF-кB import into nucleus, gene sets characteristic for Toll like receptor pathways, Jak/STAT and chemokine signalling pathway, but also pathways in cancer are enriched. IL21 suppressed genes are characteristic for nucleotidyltransferase activity, cytoskeletal protein or phospholipid binding thus affecting cell shape, morphogenesis or chemotaxis.

BAFF activated genes are involved in metabolic processes of amino acids and chromatin remodelling, whereas downregulated genes are part of lipoprotein metabolic process, protein amino acid acylation.

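Several genes of antigen presentation through MHC class I rose after CD40L. Of 20 such genes on a list partly chosen by the study, 10 were higher and none was lower in limma (13 higher when adjusted over the list alone), and the list's median log2 fold change was 0.23. TAP1, one part of the transporter that carries peptides into the endoplasmic reticulum, had a log2 fold change of 0.79 (standard error 0.061, adjusted p = 6.71e-07). TAPBP, which tethers class I molecules to that transporter, had 0.62 (standard error 0.078, adjusted p = 0.000127), and the class I gene HLA-F had 0.75 (standard error 0.056, adjusted p = 5.12e-07). Camera gave the list an adjusted p of 5.3e-11 (adjusted p = 0.14 with an estimated correlation), and fry an adjusted p of 0.00387. The list is not independent evidence of its direction, because the study took part of it from these arrays.
Small GTPases and their regulators went both ways. Of 161 genes, 14 were higher and 5 lower (20 and 8 when adjusted over the list alone), and camera did not set the list apart from other genes (adjusted p = 0.728). Camera tests for a common direction, so a list that moves both ways can change without passing it. The lists of small GTPases, phospholipases and repressors used here are not the gene ontology sets of the paper's enrichment analysis. Besides DOCK10, RASSF2, which carries a domain that binds RAS proteins, rose with a log2 fold change of 0.84 (standard error 0.067, adjusted p = 1e-06). RASSF6, of the same family as RASSF2, fell by 0.77 on the log2 scale (adjusted p = 1.1e-06).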

The CD40L mediated gene expression changes positively affect MHC class I receptor activity and thus antigen processing and presentation of peptide antigen, the regulation of membrane potential, small GTPase mediated signal transduction as well as metabolic processes. In contrast, CD40L suppressed genes are involved in phospholipase activity or negative regulation of transcription.

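Of 36 phospholipase genes, 1 was higher and 2 were lower after CD40L in limma, with the same counts when adjusted over the list alone. PLD4, a phospholipase D family member, fell by 0.40 on the log2 scale (adjusted p = 0.00205), and PLCG2, the phospholipase C that acts below the B cell receptor, by 0.33 (adjusted p = 0.0019). PLCB1, a phospholipase C activated by G proteins, had a log2 fold change of 0.39 (standard error 0.063, adjusted p = 0.00124). The list's median log2 fold change was 0.00058 and its mean −0.024, and camera, with a direction of down, gave an adjusted p of 0.237.
Of 49 transcriptional repressors and corepressors, 3 were higher and 9 lower (8 and 11 when adjusted over the list alone). SATB1, an organiser of chromatin loops, fell by 0.73 on the log2 scale (standard error 0.069, adjusted p = 5.91e-06). The zinc finger repressors ZEB2 and ZEB1 had log2 fold changes of 0.51 (adjusted p = 0.0027) and 0.43 (adjusted p = 0.000254). Camera called the list lower with an adjusted p of 0.0153 (adjusted p = 0.539 with an estimated correlation). Fry gave an adjusted p of 0.0803, and camera's call was also lost without replicate 3 (adjusted p = 0.169), without control replicate 3 (0.161) and without CD40L replicate 3 (0.067).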

### Gene expression changes in transformed germinal centre B cells of selected microarray results and validation by quantitative real-time PCR

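PECAM1, an adhesion molecule of leukocytes and endothelium, and CD86, a costimulatory ligand of CD28, were both lower after CD40L and after LPS. The level of PECAM1 was 7.54 ± 0.040 (SD, n = 3) in control cells, 7.02 ± 0.086 after CD40L and 7.06 ± 0.043 after LPS, with adjusted p-values of 3.83e-05 and 0.000363 from limma. CD86 was at 8.54 ± 0.057, 7.90 ± 0.024 and 8.15 ± 0.059 (adjusted p = 4.44e-06 and 0.00183). CD1C, which presents lipids to T cells, had log2 fold changes of −0.035 (adjusted p = 0.92) after CD40L and 0.15 (adjusted p = 0.53) after LPS.
On a list of 27 adhesion and costimulation genes, partly chosen by the study and so not independent evidence, 5 genes were higher and 4 lower after CD40L (6 and 5 when adjusted over the list alone). ALCAM, a ligand of CD6, rose with a log2 fold change of 0.77 (standard error 0.061, adjusted p = 8.5e-07), as did TNFSF4, the ligand of OX40, with 0.72 (standard error 0.056, adjusted p = 8.9e-07). ICAM2, a ligand of LFA-1, fell by 0.52 (adjusted p = 0.000122). The list's median log2 fold change was −0.034 and its mean 0.082, and camera, with a direction of up, gave an adjusted p of 0.949, while fry called it higher (adjusted p = 0.0354). After LPS, 3 members were higher and 2 lower (4 and 4 over the list alone). Of 10 SLAM family genes, also partly chosen by the study, none was higher and 2 were lower after CD40L (3 when adjusted over the list alone), SLAMF6 among them with −0.49 (standard error 0.062, adjusted p = 0.000122). Camera called this list lower with an adjusted p of 0.0104 (adjusted p = 0.14 with an estimated correlation, 0.00387 from fry). It also called the list lower after CD40L than after LPS (median difference −0.067, adjusted p = 0.00929, adjusted p = 0.243 with an estimated correlation). Fry did not (0.0586). SLAMF1 had a log2 fold change of −0.047 (adjusted p = 0.817) after CD40L.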

Stimulation of BL2 cells led to changes in the expression of genes involved in cell-cell communications, including changes in *HLA, PECAM, CD1, CD86* or members of the signalling lymphocyte activation molecule family (SLAMF). Interestingly, expression of the *HLA* group of genes was positively regulated as a result of all stimulations. 

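The class I genes HLA-B, HLA-C and HLA-E, which present peptides to cytotoxic T cells or, for HLA-E, to NK cell receptors, rose after both stimuli. HLA-E went from 9.27 ± 0.18 (SD, n = 3) in control cells to 10.11 ± 0.078 after CD40L and 9.80 ± 0.057 after LPS, with adjusted p-values of 7.56e-07 and 0.000341 from limma. HLA-B had log2 fold changes of 0.83 (standard error 0.066, adjusted p = 9.95e-07) after CD40L and 0.51 (standard error 0.066, adjusted p = 0.000556) after LPS. The values of HLA-C were 0.69 (standard error 0.065, adjusted p = 5.75e-06) and 0.49 (standard error 0.065, adjusted p = 0.000704). The direct difference between CD40L and LPS was 0.32 (adjusted p = 0.0484) for HLA-B, 0.30 (adjusted p = 0.0637) for HLA-E and 0.20 (adjusted p = 0.496) for HLA-C. After LPS, 8 of the 20 class I presentation genes were higher and none was lower (10 and 2 when adjusted over the list alone), with a median log2 fold change of 0.17. Camera gave an adjusted p of 7.2e-07 for LPS (adjusted p = 0.291 with an estimated correlation, 0.0439 from fry). In the direct comparison of the 2 stimuli the list lay higher after CD40L by camera (median difference 0.12, adjusted p = 1.46e-11, adjusted p = 0.243 with an estimated correlation) but not by fry (0.0649), and 2 of its genes passed the test singly (8 when adjusted over the list alone). These probe sets can also detect transcripts of related HLA genes.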

IL21 affects, for example *HLA-B, -C* and *-E* expression. The greatest upregulation was observed for *HLA-DPA1, -DQA1* and -*DQB1* following BAFF, CD40L and αIgM treatment. Furthermore, *CIITA* was activated by CD40L and αIgM. 

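Among class II genes, whose products present peptides to helper T cells, HLA-DPA1, HLA-DQA1 and HLA-DQB1 rose about 2-fold after CD40L. The level of HLA-DPA1 went from 8.29 ± 0.28 (SD, n = 3) to 9.40 ± 0.20, a log2 fold change of 1.11 (standard error 0.11, adjusted p = 1.07e-05). HLA-DQA1 went from 6.72 ± 0.11 to 7.82 ± 0.083 and HLA-DQB1 from 9.78 ± 0.22 to 10.78 ± 0.10, with adjusted p-values of 9e-08 and 5.46e-07 from limma. After LPS the log2 fold changes were 0.82 (adjusted p = 0.000758) for HLA-DPA1, 0.71 (adjusted p = 5.78e-05) for HLA-DQA1 and 0.72 (adjusted p = 0.000124) for HLA-DQB1. These values of HLA-DPA1 are of its probe set of largest change, and 2 others had 0.41 and 0.49 after CD40L. After LPS these 2 had 0.23 (adjusted p = 0.0755) and 0.22 (adjusted p = 0.0882) and did not pass limma's test. The LPS call of HLA-DPA1 was lost without replicate 3 (0.83, adjusted p = 0.0613).
On a list of 18 class II genes, partly chosen by the study and so not independent evidence, 11 were higher and 1 lower after CD40L (12 and 1 when adjusted over the list alone), with a median log2 fold change of 0.46. HLA-DOA and HLA-DMB, which regulate the loading of peptides, had 0.89 (adjusted p = 5.36e-06) and 0.75 (adjusted p = 1.27e-05), while HLA-DOB, the partner of HLA-DOA, fell by 0.31 (adjusted p = 0.00546). Camera gave an adjusted p of 1.77e-12 for CD40L (adjusted p = 0.14 with an estimated correlation), and fry 0.00417. LPS raised 7 of these genes and lowered 1 (11 and 1 over the list alone), with a median of 0.25. For LPS camera gave an adjusted p of 1.8e-09 (adjusted p = 0.236 with an estimated correlation), and fry 0.0439. Set directly against LPS, CD40L gave a median difference of 0.23 (adjusted p = 2.73e-13 from camera, adjusted p = 0.243 with an estimated correlation, 0.0727 from fry), with 4 genes higher and none lower (12 higher over the list alone).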

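CIITA, the transactivator on which expression of class II genes depends, was at 6.91 ± 0.078 (SD, n = 3) in control cells and 7.70 ± 0.13 after CD40L, a rise of 1.73-fold. The log2 fold change was 0.79 (standard error 0.059, adjusted p = 5.32e-07) in limma, and CIITA was higher in all 3 batches. RFX5, which binds class II promoters and recruits CIITA, rose with a log2 fold change of 0.81 (standard error 0.058, adjusted p = 4.03e-07). After LPS the log2 fold changes were 0.40 (adjusted p = 0.00157) for CIITA and 0.39 (adjusted p = 0.00157) for RFX5. CIITA was higher after CD40L than after LPS by 0.39 (standard error 0.059, adjusted p = 0.00438).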

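The level of ICAM1 was 7.58 ± 0.22 (SD, n = 3) in control cells, 8.57 ± 0.18 after CD40L and 8.03 ± 0.19 after LPS. CD40L gave a log2 fold change of 1.00 (standard error 0.064, adjusted p = 1.34e-07) and LPS one of 0.45 (standard error 0.064, adjusted p = 0.00112), both from limma, and the gene was higher in all 3 batches with either stimulus. It was higher after CD40L than after LPS by 0.54 (standard error 0.064, adjusted p = 0.000494). The batches differed in their own levels of ICAM1, and the LPS call was lost without the batch term (adjusted p = 0.165) and with the batch as a random effect (0.0944), while the CD40L call was kept in both.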

Expression of the *ICAM1* gene, which encodes a protein involved in cellular adhesion and costimulatory signalling and leukocyte trans-endothelial migration, is activated by all the stimuli used (Table 2 and Additional file 2: Table S1, Additional file 3: Table S2, Additional file 4: Table S3, Additional file 5: Table S4, Additional file 6: Table S5). IL21- treatment has the highest impact on *ICAM1* activation [39]. 

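CD58 had the second largest rise of a named gene after CD40L. Its level went from 8.44 ± 0.17 (SD, n = 3) in control cells to 10.06 ± 0.14, which is 3.07-fold, with a log2 fold change of 1.62 (standard error 0.089, adjusted p = 3.51e-08) in limma. LPS raised CD58 1.78-fold, to 9.28 ± 0.13, with an adjusted p of 0.000145. The direct difference between the stimuli was 0.79 (standard error 0.089, adjusted p = 0.000336), and its call was lost without replicate 3 (0.80, adjusted p = 0.0931). The probe set shares sequence with other transcripts by its design, so part of its signal may be of another origin. Of the 5 probe sets of CD58, 3 were higher after CD40L and 3 after LPS, and none was lower after either.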

CD58, a ligand of CD2, is activated by CD40L and αIgM treatment [40].

**Table 2:** Gene expression changes in human transformed germinal centre B cells of selected microarray results

***Gene symbol***	***log***_***2***_***FC***					***Suggested function or pathway***
	**a-IgM**	**CD40L**	**IL21**	**BAFF**	**LPS**	
***CIITA***	0,79	0,81	-	-	-	Antigen presentation
***HLA-B***	0,32	0,83	0,26	0,57	0,51	Antigen presentation
***HLA-C***	0,34	0,71	0,28	0,52	0,5	Antigen presentation
***HLA-DPA1***	0,81	0,62	-	-	0,84	Antigen presentation
***HLA-DQA1***	1,54	1,13	-	0,75	0,74	Antigen presentation
***HLA-DQB1***	2,2	0,99	-	0,77	0,72	Antigen presentation
***HLA-E***	-	-	0,64	-	0,54	Antigen presentation
***BCL11A***	−0,82	-	−0,34	-	-	apoptosis
***BCL2***	1,63	-	-	-	-	apoptosis
***BCL2A1***	4,3	-	1,93	-	-	apoptosis
***BCL2L1***	0,41	-	0,89	-	-	apoptosis
***BCL2L11***	0,43	-	0,44	-	-	apoptosis
***BCL2L12,***	0,34	-	-	-	-	apoptosis
***CFLAR***	−0,43	0,74	0,54	0,45	-	apoptosis
***FAS***	0,91	0,83	0,89	-	-	apoptosis
***MCL1***	0,57	-	1,01	-	-	apoptosis
***CD1C***	2,67	-	-	-	-	Cell-cell communication, immune response
***CD58***	1,94	1,52	-	-	0,84	Cell-cell communication, immune response
***CD86***	1,16	−0,54	-	-	−0,34	Cell-cell communication, immune response
***ICAM1***	0,75	1,01	2,91	0,65	0,48	Cell adhesion
***PECAM***	−0,31	−0,56	-	-	−4,9	Cell adhesion
***SLAMF1***	0,47	-	-	-	-	Cell-cell communication, immune response
***SLAMF3***	4,14	−0,36	-	-	−0,42	Cell-cell communication, immune response
***SLAMF6***	−1,1	−0,48	−0,65	-	-	Cell-cell communication, immune response
***SLAMF7***	2,07	-	-	-	-	Cell-cell communication, immune response
***DUSP10***	2,17	-	0,89	-	-	Phosphatase activity, Negative regulation of MAPK
***DUSP2***	2,99	-	1,09	-	-	Phosphatase activity, Negative regulation of MAPK
***DUSP22***	0,74	0,98	-	-	0,53	Phosphatase activity, Negative regulation of MAPK
***RGS1***	5,5	-	-	-	-	Negative regulation of G-protein couppled receptors
***CXCL10***	-	0,4	1,63	-	-	chemokine
***CCR7***	3,6	-	0,57	-	-	Chemokine receptor
***CXCR5***	0,38	-	1,14	-	-	Chemokine receptor
***BCL6***	−2,03	−0,48	−1,94	-	-	Gene regulation, B cell differentiation
***BCOR***	−0,69	-	-	-	-	Gene regulation
***GCET2***	−0,95	−0,45	-	-	-	Gene regulation, B cell differentiation
***ID1***	−2,12	−2,04	−1,53	−2,1	−1,9	Gene regulation
***ID2***	0,74	-	-	-	-	Gene regulation
***ID3***	0,72	−1	−1,58	−0,56	−0,82	Gene regulation
***ID4***	−2,71	−0,83	−0,78	0,91	−0,79	Gene regulation
***IRF4***	1,53	0,46	2,14	-	0,58	Gene regulation, B cell differentiation
***LMO2***	1,45	-	0,53	-	-	Gene regulation, B cell differentiation
***PRDM1***	-	-	0,47	-	-	Gene regulation, B cell differentiation
***AICD***	−0,76	−0,34	0,82			Somatic hypermutation and class switch recombination
***AXIN1***	0,4	-	-	-	-	Wnt pathway
***BCL9***	−0,44	-	-	-	-	Wnt pathway
***DVL1***	−0,3	-	-	-	-	Wnt pathway
***FLI1***	−0,6	-	-	-	-	Wnt pathway
***FRAT1***	−0,37	-	-	-	-	Wnt pathway
***FRAT2***	−0,96	-	-	-	-	Wnt pathway
***FRZB***	−0,72	−0,39	-	-	-	Wnt pathway
***FZD2***	−0,56	−0,29	-	-	−0,28	Wnt pathway
***FZD3***	−0,81	-	-	-	-	Wnt pathway
***FZD6***	0,32	-	−0,3	-	-	Wnt pathway
***Kremen2***	-	0,35	-	-	-	Wnt pathway
***LEF1***	−0,85	-	-	-	−0,37	Gene regulation, Wnt pathway
***Myc***	−0,72	-	-	-	-	Gene regulation, Wnt pathway
***PYGO1***	1,13	-	-	-	-	Wnt pathway
***RAG2***	−0,55					VDJ-recombination
***TCF7***	-	0,44	-	-	-	Wnt pathway
***TLE3***	−0,66	−0,48	-	-	−0,35	Wnt pathway
***WNT10***	−1,37	-	-	-	-	Wnt pathway
***WNT3***	0,4	-	-	-	-	Wnt pathway
***WNT5a***	−0,72	0,93	-	-	-	Wnt pathway
***WNT5B***	-	0,5	-	-	-	Wnt pathway

A specific regulation of genes encoding for proteins involved in cellular adhesion and costimulatory signalling, cell-cell communications or antigen presentation and immunomodulation, cytotoxicity, humoral immunity, autoimmunity, cell survival, lymphocyte development, and cell adhesion, chemokine pathways, apoptosis or Wnt-signaling and GC B cell reaction regulation is revealed. Data are presented as log_2_FC from one probe set. Additional details are found in Additional file 2: Table S1, Additional file 3: Table S2, Additional file 4: Table S3, Additional file 5: Table S4, Additional file 6: Table S5.

SLAMF-associated proteins are important immunomodulatory receptors with roles in cytotoxicity, humoral immunity, autoimmunity, cell survival, lymphocyte development, and cell adhesion [41]. Whereas *SLAMF1*, *3* and *7* are strongly upregulated by BCR crosslinking, *SLAMF6* is inhibited. This inhibition is most prominent in response to αIgM. In contrast, CD40L treatment is associated with a decreased *SLAMF3* expression.

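LY9, the gene of SLAMF3, fell after CD40L by 0.35 on the log2 scale (standard error 0.058, adjusted p = 0.00145 from limma), from 7.09 ± 0.071 to 6.74 ± 0.028 (SD, n = 3), and was lower in all 3 batches. After LPS its log2 fold change was −0.41 (standard error 0.058, adjusted p = 0.00117), a call that was lost without replicate 3 (−0.40, adjusted p = 0.056). The difference between CD40L and LPS was 0.061 (adjusted p = 0.999). Its level in control cells lay little above the median level of all genes, 6.78, where the scale understates fold changes.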

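CD40L raised the chemokine genes CCL5, CCL17 and CXCL10, which attract T cells, and lowered ACKR3, the gene of CXCR7, a receptor that takes up CXCL12. The log2 fold change of CXCL10 was 0.38 (standard error 0.055, adjusted p = 0.000379) in limma and that of ACKR3 −0.43 (standard error 0.065, adjusted p = 0.000691). Of the 3 probe sets of ACKR3, only this 1 was lower after CD40L. ACKR3 was also lower after CD40L than after LPS, by 0.36 (difference −0.36, adjusted p = 0.0176). CCL5 had 0.27 (standard error 0.064, adjusted p = 0.0172) and CCL17 0.30 (standard error 0.075, adjusted p = 0.0275), and CCL5, CCL17 and CXCL10 lay between 5.97 and 6.45 in control cells, below the median level of all genes, where the scale understates fold changes. The brightest probe set of CCL5 did not pass the test (0.13, adjusted p = 0.377). The call of CCL5 was lost without replicate 1 (0.33, adjusted p = 0.0647), replicate 3 (0.22, 0.151), control replicate 3 (0.21, 0.106), CD40L replicate 2 (0.24, 0.121) or CD40L replicate 3 (0.26, 0.0944). That of CCL17 was lost without the batch term (adjusted p = 0.0709) or with a random one (0.0546), and without replicate 1 (0.26, 0.12), replicate 3 (0.28, 0.193), control replicate 3 (0.25, 0.12), CD40L replicate 1 (0.21, 0.232) or CD40L replicate 3 (0.31, 0.106).
On a list of 23 chemokines and their receptors, partly chosen by the study and so not independent evidence, 4 genes were higher and 1 lower after CD40L (5 and 1 when adjusted over the list alone), and camera gave an adjusted p of 0.376 and fry, with a direction of up, 0.0149. CCR10, a receptor of skin and mucosal homing, was among them with 0.27 (adjusted p = 0.018). After LPS none of these genes passed limma's threshold (1 higher when adjusted over the list alone), with 3 higher and 2 lower at an unadjusted p under 0.05.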

Defined elements of the chemokine system are specifically affected: IL21 upregulates *CCR7, CXCR5* and *CXCL10,* CD40L modulates the expression of *CCL5* (increased), *CCL17* (increased), *CXCR7* (decreased) and *CXCL10* (increased), whereas αIgM treatment affects *CCR7* (increased), *CXCR7* (decreased) and *CXCL10* (increased). 

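CCR7, a receptor that guides B cells towards T cell zones, was higher after CD40L, with a level of 8.05 ± 0.13 against 7.61 ± 0.35 (SD, n = 3) in control cells and a log2 fold change of 0.43 (standard error 0.074, adjusted p = 0.00189) in limma. Control levels differed between batches, and the call was lost without the batch term (adjusted p = 0.212), with the batch as a random effect (0.139) and without replicate 3 (0.30, adjusted p = 0.0572). After LPS the log2 fold change was −0.17 (adjusted p = 0.376), and CCR7 was higher after CD40L than after LPS by 0.60 (standard error 0.074, adjusted p = 0.000722). CXCR5, the receptor of B cell follicle homing, had a log2 fold change of −0.16 (adjusted p = 0.159) after CD40L, which passed the threshold with quantile normalization (−0.21, adjusted p = 0.0261).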

The chemokine receptor CCR7, involved in germinal centre B cell homing is affected by CD40L but much stronger through αIgM [42]. CCR7 plays a pivotal role in homing of tumour cells into lymphoma-supporting niches in secondary lymphoid organs [43]. The chemokine *CXCL10* is involved in chemotaxis for monocytes and T lymphocytes and has been reported to play an important role in the pathogenesis of tissue necrosis and vascular damage [44].

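ID1 had the largest fall of all probe sets after either stimulus. Its level was 9.02 ± 0.15 (SD, n = 3) in control cells, 7.01 ± 0.072 after CD40L and 7.12 ± 0.11 after LPS, so that treated cells kept 0.249 and 0.268 of the control level. The log2 fold change after CD40L was −2.01 (standard error 0.078, adjusted p = 7.98e-10) in limma, and the fall after LPS had an adjusted p of 3.67e-09. CD40L and LPS differed by −0.11 (adjusted p = 0.999).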

The expression of the inhibitor of DNA binding 1 (*ID1*) is inhibited in response to IL21, CD40L, αIgM, BAFF or LPS treatment. The Id proteins are inhibitors of the basic-helix-loop-helix (bHLH) transcription factors [45]. In the B cell lineage, the *ID1* gene is usually expressed in pro-B cells and down regulated during differentiation [46]. Interestingly, inhibitors of DNA binding 1, 3 or 4 are inhibited by several stimulations. 

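ID1, ID2, ID3 and ID4 all fell after CD40L. ID2 had a log2 fold change of −0.54 (standard error 0.082, adjusted p = 0.000725) in limma, and its call was lost without the batch term (adjusted p = 0.0839). Of 17 inhibitor of DNA binding and BMP-SMAD genes, partly chosen by the study and so not independent evidence, none was higher and 9 were lower after CD40L (1 and 9 when adjusted over the list alone). SMAD1, which carries signals of BMP receptors into the nucleus, fell by 1.18 on the log2 scale (standard error 0.059, adjusted p = 1.72e-08), and BMP7, a ligand of these receptors, by 0.73 (adjusted p = 3.7e-05). After LPS, 7 genes of the list were lower and none was higher, also when adjusted over the list alone, with SMAD1 at −0.59 (adjusted p = 9.37e-05) and BMP7 at −0.40 (adjusted p = 0.0166). Camera gave adjusted p-values of 2.45e-09 for CD40L (adjusted p = 0.14 with an estimated correlation) and 2.61e-10 for LPS (adjusted p = 0.158 with an estimated correlation). Fry gave adjusted p-values of 0.00387 and 0.0149. SMAD1 was lower after CD40L than after LPS (difference −0.59, standard error 0.059, adjusted p = 9.83e-05). In that direct comparison camera called the list lower after CD40L (median difference −0.059, adjusted p = 0.0114, adjusted p = 0.51 with an estimated correlation). Fry did not (0.463).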

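The level of ID3, an inhibitor of E proteins, was 11.50 ± 0.093 (SD, n = 3) in control cells, 10.52 ± 0.11 after CD40L and 10.69 ± 0.26 after LPS. It fell by 0.98 on the log2 scale after CD40L (standard error 0.076, adjusted p = 6.83e-07 from limma) and by 0.81 after LPS (adjusted p = 5.76e-05), in all 3 batches.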

*ID3* expression is activated by αIgM, whereas the other stimuli are leading to an inhibition of *ID3*. 

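ID4 was at 9.62 ± 0.23 (SD, n = 3) in control cells, 8.78 ± 0.15 after CD40L and 8.84 ± 0.10 after LPS. The log2 fold changes were −0.84 (standard error 0.069, adjusted p = 1.55e-06) and −0.78 (standard error 0.069, adjusted p = 4.84e-05) in limma, and the stimuli differed by −0.059 (adjusted p = 0.999).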

*ID4* expression is not affected by IL21, whereas in all other cases it is inhibited.

The expression of BCL6, which is a central GC B cell reaction regulator, is inhibited in response to all stimuli [47]. However, the greatest effect was seen following treatment of cells with IL21 and αIgM. Furthermore, BCL6 interacting proteins, BCOR or BCL11A are also affected, by αIgM or CD40L treatment. 

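BCL6 was lower after CD40L, at 10.80 ± 0.026 against 11.27 ± 0.10 (SD, n = 3) in control cells, which is a log2 fold change of −0.47 (standard error 0.063, adjusted p = 0.00021) in limma. After LPS it was at 10.96 ± 0.10, a log2 fold change of −0.31 (standard error 0.063, adjusted p = 0.0144). Of the 3 probe sets of BCL6, 2 were lower after CD40L and 1 after LPS. The direct difference between CD40L and LPS was −0.16 (adjusted p = 0.827). BCL6 was lower in all 3 batches with both stimuli. The LPS call was lost without the batch term (adjusted p = 0.0566) and without replicate 1 (−0.38, adjusted p = 0.0599), replicate 3 (−0.26, 0.209), control replicate 3 (−0.26, 0.0762), LPS replicate 2 (−0.27, 0.133) or LPS replicate 3 (−0.29, 0.126).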

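BCOR, a corepressor that binds BCL6, had a log2 fold change of 0.13 (standard error 0.11, adjusted p = 0.659) after CD40L and was higher in 1 of 3 batches, so it did not pass limma's test. BCL11A, a zinc finger factor of B cell development, had 0.20 (standard error 0.062, adjusted p = 0.0782) and was higher in all 3 batches. It passed the test without control replicate 3 (0.27, adjusted p = 0.0205). Of 4 BCL11A probe sets, 2 were higher after CD40L, with log2 fold changes of 0.31 (adjusted p = 0.0302) and 0.33 (adjusted p = 0.0385). After LPS neither gene passed the test (0.052 (adjusted p = 0.936) for BCOR and 0.16 (adjusted p = 0.288) for BCL11A).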

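CXCL10, a chemokine induced by interferons, went from 6.26 ± 0.089 (SD, n = 3) in control cells to 6.65 ± 0.045 after CD40L, while BCL6 fell in the same cells. After LPS it was at 6.36 ± 0.088, a log2 fold change of 0.093 (adjusted p = 0.586) in limma. CXCL10 was higher after CD40L than after LPS by 0.29 (standard error 0.055, adjusted p = 0.0242).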

Interestingly, this *BCL6* downregulation is accompanied by increased expression of *CXCL10* comparable to that described by Shaffer and colleagues [48]. In addition, *IRF4* is upregulated in response to all stimuli although for BAFF this was not significant. 

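The level of IRF4 was 10.24 ± 0.23 (SD, n = 3) in control cells, 10.70 ± 0.088 after CD40L and 10.82 ± 0.17 after LPS. Both rises passed limma's test, with log2 fold changes of 0.46 (standard error 0.077, adjusted p = 0.00176) and 0.58 (standard error 0.077, adjusted p = 0.000766), and the stimuli differed by −0.12 (adjusted p = 0.999). Of the 3 probe sets of IRF4, only this 1 was higher after either stimulus.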

Termination of the GC reaction requires IRF4 as well as the transcriptional repressor Blimp1. IRF4 acts as a crucial transcriptional ‘switch’ in the generation of functionally competent plasma cells [49]. However, BLIMP1 (*PRDM1*) is only affected by IL21 (Additional file 3: Table S2) [50]. In addition, *LMO2* (LIM domain only 2) is activated by αIgM and IL21, a factor which also plays a central and crucial role in hematopoietic development and is highly conserved [51]. 

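PRDM1, measured by the brightest of its 3 probe sets, had log2 fold changes of 0.019 (adjusted p = 0.948) after CD40L and 0.058 (adjusted p = 0.854) after LPS in limma. Its other probe sets had log2 fold changes of 0.23 (adjusted p = 0.0399) and 0.17 (adjusted p = 0.131) after CD40L. Of 12 plasma cell genes, 2 were higher and 1 lower after CD40L (2 and 2 when adjusted over the list alone), with a median log2 fold change of 0.0076. ELL2 and IRF4 were the higher ones, and CD27, a receptor of memory and plasma cells, fell by 0.59 (adjusted p = 5.13e-05). LPS gave 2 higher and 1 lower genes, the same counts when adjusted over the list alone. Camera gave adjusted p-values of 0.949 after CD40L and 0.676 after LPS.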

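GCSAM, the current symbol of GCET2, encodes an adaptor of germinal centre B cells and fell by 0.46 on the log2 scale after CD40L (standard error 0.056, adjusted p = 8.99e-05 from limma), from 9.28 ± 0.059 to 8.82 ± 0.12 (SD, n = 3). LMO2 had a log2 fold change of 0.093 (adjusted p = 0.634). Other germinal centre genes fell as well. IRF8, a transcription factor of this stage, had a log2 fold change of −0.92 (standard error 0.070, adjusted p = 5.67e-07), the adaptor STAP1 −0.68 (adjusted p = 3.27e-05), the ectoenzyme CD38 −0.65 (adjusted p = 9.61e-06) and MYBL1 −0.62 (adjusted p = 0.000419). SPIB, an ETS factor of B cells, rose with 0.56 (adjusted p = 0.00117). On the list of 22 germinal centre genes, partly chosen by the study and so not independent evidence, 1 was higher and 8 were lower after CD40L (2 and 9 when adjusted over the list alone). After LPS none was higher and 9 were lower (2 and 12 over the list alone), with STAP1 at −0.56 (adjusted p = 0.000716) and MYBL1 at −0.56 (adjusted p = 0.00324). Camera gave adjusted p-values of 1.26e-05 for CD40L (adjusted p = 0.14 with an estimated correlation) and 3.17e-07 for LPS (adjusted p = 0.158 with an estimated correlation). Fry gave adjusted p-values of 0.0053 and 0.0198.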

HGAL (*GCET2*) acting in concert with for example LMO2 or Bcl6 is suppressed by αIgM and CD40L treatment [52]. Interestingly, the expression of both AICD and RAG2 is inhibited by αIgM treatment.

Regarding the GO-analysis, genes involved in programmed cell death mainly affected by CD40L, αIgM and to some extend also by IL21. Thus, we observed changes in gene expression for example for *BCL2, BCL2A1* (BFL)*, BCL2L1* (BclXl), *BCL2L11* (BIM), *BCL2L12, CFLAR, FAS* or *MCL1)*.

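Of 31 genes of the BCL2 family and of death receptors, partly chosen by the study and so not independent evidence, 4 were higher and 6 lower after CD40L in limma (8 and 7 when adjusted over the list alone). After LPS 4 were higher and 4 lower (5 and 6 over the list alone). BID, which links death receptors to mitochondria, rose after CD40L with a log2 fold change of 0.51 (standard error 0.061, adjusted p = 7.85e-05). BNIP3L, a mitochondrial protein of mitophagy, fell by 0.65 (adjusted p = 0.000821), and APAF1, the scaffold of the apoptosome, by 0.31 (adjusted p = 0.00813). The list had no common direction. Its median log2 fold change after CD40L was 0.012 and its mean 0.014, while camera's direction was down. Camera gave adjusted p-values of 0.949 for CD40L and 0.818 for LPS.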

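CFLAR and FAS rose after CD40L. CFLAR, which blocks caspase activation at death receptors, went from 8.53 ± 0.061 (SD, n = 3) to 9.27 ± 0.21, with a log2 fold change of 0.74 (standard error 0.077, adjusted p = 1.62e-05) in limma. Of the 14 probe sets of CFLAR, 7 were higher after CD40L and none was lower. FAS, a death receptor, went from 6.24 ± 0.18 to 7.02 ± 0.083 (0.79 (standard error 0.064, adjusted p = 1.25e-06)). Neither passed the test after LPS (0.16 (adjusted p = 0.451) for CFLAR and 0.22 (adjusted p = 0.0953) for FAS), and CD40L exceeded LPS by 0.58 (adjusted p = 0.00136) for CFLAR and 0.56 (adjusted p = 0.000341) for FAS. Another probe set of FAS, the brightest, passed it after LPS (0.26, adjusted p = 0.0474). Without control replicate 1, FAS passed the test after LPS (0.29, adjusted p = 0.0478). BCL2A1, a prosurvival member of the BCL2 family, rose after CD40L with 0.42 (standard error 0.070, adjusted p = 0.00161). MCL1, another prosurvival member, fell by 0.31 on the log2 scale (adjusted p = 0.00287), a call that was lost without replicate 3 (−0.28, adjusted p = 0.0561). Of its 6 probe sets, only this 1 was lower after CD40L.
The log2 fold changes of BCL2, BCL2L11, BCL2L1 and BCL2L12 after CD40L were 0.24 (adjusted p = 0.0601), −0.20 (adjusted p = 0.0543), 0.056 (adjusted p = 0.764) and −0.10 (adjusted p = 0.614). BCL2 passed the test without replicate 2 (0.29, adjusted p = 0.0204) and without control replicate 2 (0.29, 0.00905). Of 7 probe sets of BCL2L11, which encodes the proapoptotic BIM, 1 was lower (−0.34, adjusted p = 0.0219). The one given here passed the test with quantile normalization (−0.26, adjusted p = 0.00652), without replicate 2 (−0.24, 0.0369) and without control replicate 2 (−0.24, 0.0262).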

Gene expression changes in response to IL21, CD40L, αIgM, BAFF and LPS were also measured by quantitative real time PCR (Figure 2). 

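On the arrays, ICAM1 and CD58 rose, and ID1 and BCL6 fell, with both stimuli. MYC was at 12.70 ± 0.18 (SD, n = 3) in control cells, with log2 fold changes of 0.034 (adjusted p = 0.891) after CD40L and −0.060 (adjusted p = 0.841) after LPS in limma. DUSP22, a dual specificity phosphatase, rose after CD40L from 8.95 ± 0.18 to 9.91 ± 0.11, a log2 fold change of 0.96 (standard error 0.072, adjusted p = 5.46e-07), and after LPS with 0.52 (adjusted p = 0.000966). The difference between CD40L and LPS was 0.44 (adjusted p = 0.00889). DUSP10, which acts on stress-activated kinases, fell by 0.38 after CD40L (adjusted p = 0.00238), and its call was lost without the batch term (adjusted p = 0.0532). Of the 2 probe sets of DUSP10, only this 1 was lower. DUSP2 and DUSP5 had 0.091 (adjusted p = 0.658) and −0.12 (adjusted p = 0.46) after CD40L, and SLAMF7 had −0.11 (adjusted p = 0.396). RGS1, a regulator of G-protein signalling, varied between control arrays, with a level of 6.80 ± 0.85 there, 6.47 ± 0.10 after CD40L and 6.21 ± 0.11 after LPS. Its log2 fold changes were −0.32 (adjusted p = 0.581) and −0.59 (adjusted p = 0.267), and it passed the test after LPS without control replicate 3 (−0.93, adjusted p = 0.0309). The qRT-PCR values themselves are not analysed here.

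**Figure D1:**
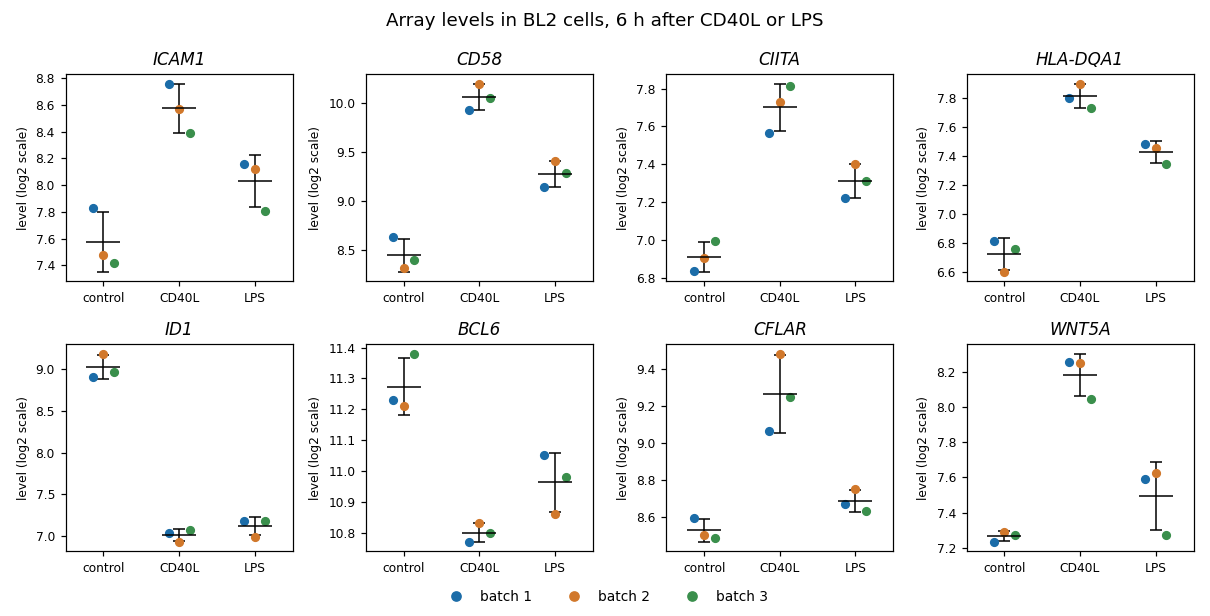
Levels on a log2 scale (vertical axis) of 8 genes in control, CD40L and LPS treated BL2 cells (horizontal axis). Each point is 1 array, coloured by batch, and the bars show the mean ± SD of 3 arrays. ID1 falls from a mean of 9.02 to 7.01 after CD40L and 7.12 after LPS, while the CD58 arrays of CD40L treated cells all lie above those of LPS treated and control cells.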

As exemplified for *ICAM1, CD58, CCR7, CXCL10, ID1, BCL6, MYC, RGS1, DUSPs* and *SLAMF* members (Figure 2A-O) an overall good agreement of qRT-PCR data with the microarray data is observed.

**Figure 2:**
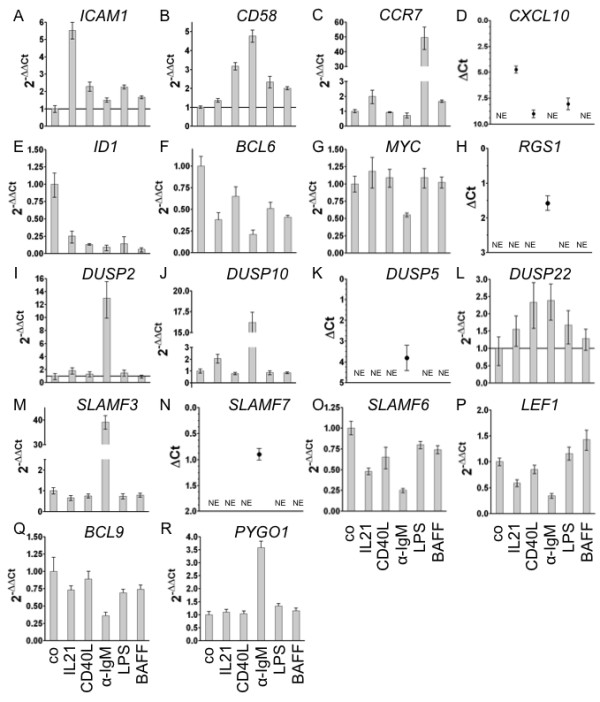
**Expression of a selection of genes after stimulation in transformed human germinal centre B cells as detected by qRT-PCR.** BL2 cells were stimulated as described in Figure 2. One representative experiment out of two is shown. All samples were analysed in triplicates. Expression of *ICAM1*, *CD58*, *CCR7*, *CXCL10*, *ID1, BCL6*, *MYC*, *RGS1*, *DUSP2, -10, -5, -22, SLAMF −3, -7, -6, LEF1*, *BCL9*, *PYGO1* is shown as 2^-ΔΔCT^ or ΔCT values, relative to abl housekeeper expression and compared to unstimulated control. *CXCL10* (D), *RGS1* (H), *DUSP5* (K) and *SLAMF7* (N) show no detectable expression in unstimulated cells (basal ΔCt > 10). Therefore, expression is depicted as ΔCt values. N.E. = Not Expressed.

### Elements of the Wnt pathway are affected by in vitro interventions

*LEF1* was recently defined as a signature gene in defining the index of Burkitt-likeness [20]. Thus, we investigated changes in the expression of Wnt-pathway components. Interestingly, αIgM stimulation led to reduced *LEF1* expression (Figure 2P). The same was observed for *BCL9. PYGO1* expression was elevated in response to BCR activation. This was verified by qRT-PCR analysis**.** Comparable to the stimulation effect on *LEF1* expression, we verified the dominant effect of αIgM treatment on *BCL9 (down) and PYGO1 (up)* (Figure 2Q, R). Furthermore, *AXIN1, FZD2, 3, 6, FRAT1, 2* or *DVL1, FLI1, TLE3, FRZB, WNT3, 5A, 10* were changed to a lesser extent by αIgM. This is an important observation because Wnt5a produced by follicular dendritic cells affects the B cell differentiation program of germinal centre B cells [53]. 

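TLE3, a corepressor of the Groucho family that binds TCF/LEF factors, fell after LPS by 0.36 on the log2 scale (standard error 0.055, adjusted p = 0.00213 from limma), from 7.77 ± 0.037 to 7.41 ± 0.032 (SD, n = 3), and the call was lost without replicate 3 (−0.34, adjusted p = 0.0733). LEF1, a DNA-binding effector of Wnt signals, fell by 0.35 after LPS (adjusted p = 0.00382), by 1 of its 3 probe sets. This call was lost without replicate 1 (−0.34, 0.091) or replicate 3 (−0.32, 0.103). Of 18 Wnt genes of Table 2, a list the study chose and so no independent evidence, 3 were higher and 4 lower after LPS (6 and 7 when adjusted over the list alone), and camera gave an adjusted p of 0.339, which passed without replicate 2 (0.0405) and without control replicate 2 (0.028). Of 28 further Wnt pathway genes none passed limma's threshold after LPS, also over the list alone, with 2 higher and none lower at an unadjusted p under 0.05 (adjusted p = 0.867 from camera).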

The expression of *FZD6* and *WNT5a* are modulated by IL21 and *TLE3* by LPS. In addition, CD40L modulates the expression of *FRZB, KREMEN2, TCF7, TLE3* and *WNT5A***(**Table 2**)**. Therefore, we conclude that αIgM stimulation affects major signature genes such as MYC and LEF1 defining the index of Burkitt-likeness [20].

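WNT5A, a ligand of noncanonical Wnt signalling, rose after CD40L from 7.27 ± 0.030 to 8.18 ± 0.12 (SD, n = 3), a log2 fold change of 0.92 (standard error 0.068, adjusted p = 5.32e-07) in limma. After LPS it had 0.23 (adjusted p = 0.116), which passed the test without control replicate 3 (0.32, adjusted p = 0.0211), while its brightest probe set passed in all arrays (0.31, adjusted p = 0.0124), and CD40L exceeded LPS by 0.69 (standard error 0.068, adjusted p = 9.06e-05). WNT5B rose with 0.48 (standard error 0.061, adjusted p = 0.000126) by 1 of its 3 probe sets. The others had 0.034 (adjusted p = 0.871) and −0.012 (adjusted p = 0.962). KREMEN2, a coreceptor of Wnt inhibitors of the Dickkopf family, rose with 0.32 (standard error 0.065, adjusted p = 0.00632), and FRZB, a secreted Wnt antagonist, fell by 0.38 (adjusted p = 0.0028). TLE3 fell by 0.48 (standard error 0.055, adjusted p = 4.33e-05), and LEF1 by 0.32 (adjusted p = 0.00318). Of the 3 probe sets of LEF1, only this 1 was lower. The call of KREMEN2 was lost without the batch term (adjusted p = 0.0555), without replicate 1 (0.30, 0.115) and without CD40L replicate 1 (0.28, 0.0645). That of FRZB was lost without replicate 1 (−0.29, 0.108), and that of LEF1 without replicate 1 (−0.28, 0.0993) or replicate 3 (−0.30, 0.0572).
Of the 18 Wnt genes of Table 2, chosen by the study and no independent evidence, 4 were higher and 6 lower after CD40L (6 and 7 when adjusted over the list alone). The list's median log2 fold change was 0.040 and its mean 0.016, and camera, with a direction of down, gave an adjusted p of 0.949. Of 28 Wnt pathway genes outside Table 2, only LRP5, a Wnt coreceptor, passed the test (0.27, adjusted p = 0.0139), also when adjusted over the list alone, and camera gave this list an adjusted p of 0.949.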

### IL21, CD40L, αIgM, BAFF and LPS affected gene expression changes: similarity and uniqueness

In order to describe similarities in gene expression the global responses to the stimuli were analysed by the *Ordered List approach* (Figure 3) [54]. In this approach, genes were ranked according to their fold change in response to respective stimulation. Pairwise comparisons of top and bottom ranks of lists representing IL21, CD40L, αIgM, BAFF and LPS responses were plotted. 

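CD40L and LPS moved many of the same probe sets in the same direction. In limma, 575 probe sets were higher and 432 lower after both, against 23.6 and 9.11 for independent lists of these sizes, and none moved in opposite directions (of 54613 tested, 74.2% had log2 fold changes of the same sign). Of the probe sets that LPS raised, 90.3% were also higher after CD40L, and of those it lowered, 88.7% were also lower. The reverse does not hold, as these 575 and 432 are the smaller part of the 2027 and 1022 probe sets that CD40L raised and lowered. HLA-DPA1, CD58 and RILPL2, a regulator of ciliary membrane traffic, were among the largest rises of both, and ID1, ID3 and HMCES among the largest falls.
Ranked by log2 fold change, the 956 highest probe sets of the 2 stimuli had 566 in common and the 956 lowest had 654, against 16.7 for independent lists. No probe set stood among the 956 at opposite ends. Both comparisons use the same 3 control arrays, which alone gives an overlap. In 100 simulations of unchanged groups against shared controls, the mean overlap was 176.3 at the high end (145 to 210) and 176.1 at the low end (at most 213). The correlation of the log2 fold changes across probe sets, which are not independent replicates, was 0.807 against 0.50 in the simulation. Their covariance was 0.00986 against a simulated 0.00203, a difference of 0.00783. The simulated share of equal signs was 66.7%. The 3 control arrays cannot be split into parts of at least 2, so part of the excess may come from the shared controls. The CD40L change of one batch and the LPS change of another share no control array. Their mean covariance was 0.00657 (0.00531 to 0.00806), which argues against chance values of the shared controls as the whole cause. A difference between untreated and treated cultures as such cannot be told apart from a shared response to the stimuli. No culture time is known here for the untreated cells.

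**Figure D2:**
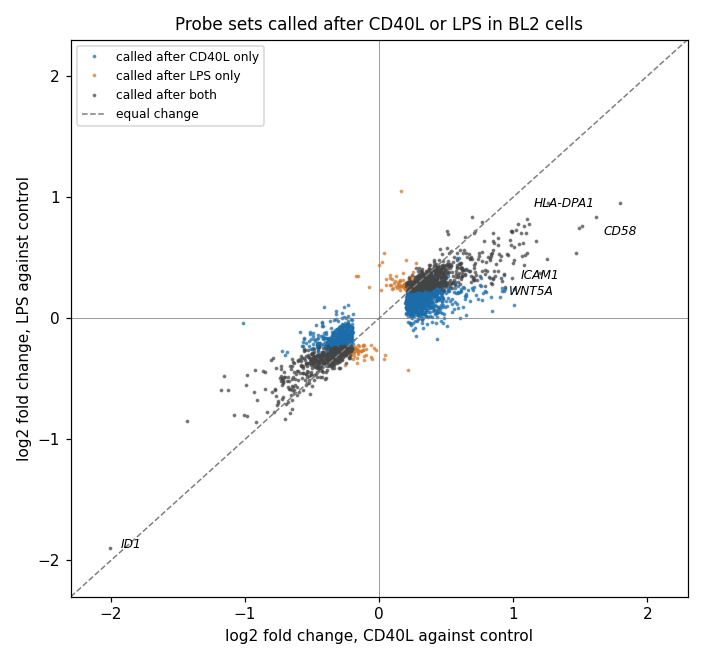
Log2 fold change after LPS (vertical axis) against that after CD40L (horizontal axis) of the probe sets called after either stimulus. Each point is 1 probe set, coloured by whether it was called after CD40L only, LPS only or both, and the dashed line marks equal change. The 575 probe sets higher and the 432 lower after both lie at the upper right and at the lower left, with ID1 at the far lower left.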

We observed a high overlap of genes responding in the same manner for each pairwise comparison (p < 0.005). This can be seen in Figure 3 by the difference between the blue line, representing the number of overlapping genes at the corresponding position of the gene lists given and the orange area giving the expected size of a random overlap. The gene lists are also compared in reversed order represented by the green line. The genes are summarized within the supplementary information (Additional file 10: Table S6, Additional file 11: Table S7, Additional file 12: Table S8, Additional file 13: Table S9, Additional file 14: Table S10, Additional file 15: Table S11, Additional file 16: Table S12, Additional file 17: Table S13, Additional file 18: Table S14, Additional file 19: Table S15). The strongest overlap was observed for IL21 and αIgM. This is somehow surprising since it was suggested that the shared NFкB driven gene expression changes mediated by LPS, CD40L, αIgM or BAFF would be dominant in defining the major pattern of gene expression changes. However, the strong overlap of IL21 with αIgM is also reflected in the GO analysis, showing that IL21 and αIgM gene expression changes are enriched for positive regulation of the IкB kinase/NF-кB cascade, RNA metabolic processes or immune system processes but also DNA-repair (Additional file 20: Supplemental 3). 

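NF-κB target genes rose on balance after both stimuli. Of 36 targets, 16 were higher and 4 lower after CD40L in limma (18 and 4 when adjusted over the list alone), with a median log2 fold change of 0.20. After LPS, 10 were higher and none was lower (12 higher over the list alone), with a median of 0.11. NFKB2, which encodes the precursor of p52 in the noncanonical pathway, rose after CD40L from 7.69 ± 0.22 to 8.70 ± 0.14 (SD, n = 3, adjusted p = 1.09e-07), and had 0.24 (adjusted p = 0.0701) after LPS. The inhibitor gene NFKBIE had 0.83 (adjusted p = 4.22e-07) after CD40L and 0.49 (adjusted p = 0.000336) after LPS, TNFAIP3, a feedback inhibitor, 0.63 (adjusted p = 5.69e-06) and 0.39 (adjusted p = 0.00192), and RELB, the partner of p52, 0.52 (adjusted p = 0.000569) and 0.43 (adjusted p = 0.00654). REL, a subunit of canonical NF-κB, fell after CD40L by 0.33 (adjusted p = 0.00369), and so did CD83, a surface marker of activated cells, by 1.02 (adjusted p = 9.52e-08), and IER3, an early stress gene, by 0.41 (adjusted p = 0.00575).
Camera gave adjusted p-values of 2.45e-09 for CD40L (adjusted p = 0.128 with an estimated correlation) and 3.17e-07 for LPS (adjusted p = 0.158 with an estimated correlation), and fry 0.00377 and 0.0149. The median after CD40L was 0.13 with quantile normalization (adjusted p = 6.45e-09 from camera), and the median after LPS was 0.073 without control replicate 3 (adjusted p = 1.29e-05). In the direct comparison 7 targets were higher after CD40L than after LPS and 2 lower (11 and 3 over the list alone), with a camera adjusted p of 0.000112 (adjusted p = 0.243 with an estimated correlation) and 0.0586 from fry. From the ordered lists, the paper states that IL21 and αIgM overlapped more than the stimuli it names as sharing NF-κB driven changes, and calls this surprising.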

The shared functions of CD40L and αIgM affected genes are for example characterized by immune response, antigen processing and presentation or positive regulation of B cell activation, BMP signalling pathway and phosphate metabolic processes.

**Figure 3:**
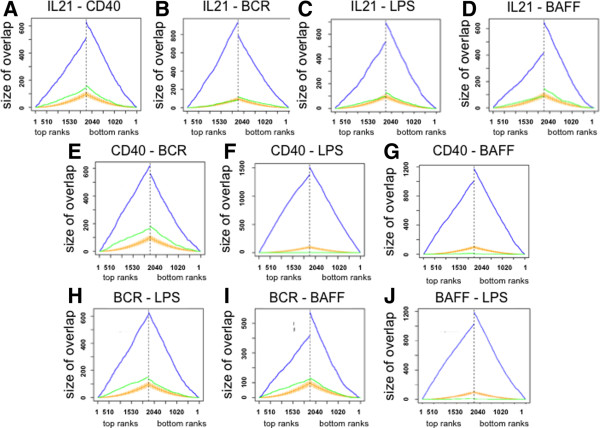
**Overlap in global gene expression of IL-21, CD40L, αIgM, BAFF and LPS affected genes.** BL2 cells were stimulated and data were processed as described in the text. The overlaps of differentially expressed gene lists at both ends were compared using the “Ordered List package” [55]. Genes affected by the stimuli assigned on top of each plot are compared. The gene lists are compared in the same (blue line) or reversed order (green line). The y-axis gives the size of the overlap in the number of genes of the top n-genes (x-axis) in both gene lists. The orange line gives the expected size of a random overlap, and the vertical orange lines indicate 95% probability intervals of random overlaps. All overlaps show a high statistical significance (α < 0.005). Additional details are summarized within Additional file 10: Table S6, Additional file 11: Table S7, Additional file 12: Table S8, Additional file 13: Table S9, Additional file 14: Table S10, Additional file 15: Table S11, Additional file 16: Table S12, Additional file 17: Table S13, Additional file 18: Table S14, Additional file 19: Table S15.

In addition, we describe genes that are specifically affected only by one of the utilized stimuli (uniqueness) (Additional file 21: Table S16). 

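Set directly against each other in limma, 164 probe sets (110 genes) were higher and 52 (35 genes) lower after CD40L than after LPS. Of the 2042 probe sets called after CD40L and not after LPS, 124 differed between the stimuli in this test, and of the 117 called only after LPS, 11 did. ELL2 had the largest measured excess of CD40L over LPS, 0.93 (standard error 0.069, adjusted p = 7.55e-06), followed by COL1A1 with 0.89 (adjusted p = 8.04e-06) and LINC00158 with 0.84 (adjusted p = 7.55e-06). COL1A1 is a collagen gene whose levels of 5.91 ± 0.077 in control cells and 6.02 ± 0.061 after LPS lay near the floor of the arrays. Its difference may therefore be understated, and its rank is uncertain. DOCK10 (0.83, adjusted p = 7.55e-06), NFKB2 (0.77, adjusted p = 1.57e-05), BTN2A2 (0.77, adjusted p = 8.04e-06) and CTSH, a lysosomal protease (0.69, adjusted p = 0.000111), were also higher after CD40L. On the LPS side were CD83, which fell after CD40L and had −0.041 (adjusted p = 0.905) after LPS (difference −0.98 (standard error 0.063, adjusted p = 3.33e-06)), and IFIT3, which had 0.17 (adjusted p = 0.244) after CD40L (difference −0.89 (standard error 0.070, adjusted p = 1e-05)). DEPTOR was lower after CD40L than after LPS by 0.68 (difference −0.68, adjusted p = 0.000156), a call that was lost without replicate 3 (−0.59, adjusted p = 0.0507).
At an unadjusted p under 0.05 the direct comparison had 1605 higher and 1114 lower probe sets. Its counts depended on single arrays. Without the batch term they were 64 and 9, without replicate 1 57 and 9, and without replicate 3 29 and 5. Without replicate 2 the lower count was 102, and without control replicate 2 the counts were 349 and 137. Leaving out the CD40L array of replicate 1, 2 or 3 gave 97, 79 and 64 higher and 14, 33 and 7 lower probe sets, and leaving out the LPS array gave 56, 89 and 58 higher and 10, 24 and 11 lower.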

Interestingly, those genes which are dominantly affected by αIgM treatment are part of biological processes such as nucleic acid binding, PI3K regulator activity, regulation of cell cycle or metabolic processes, Wnt receptor signalling pathways and response to hypoxia (Additional file 22: Supplemental 4).

Therefore, our data now provide a comprehensive collection of gene expression changes induced by different physiological stimuli. These data sets can be used for a better understanding of gene expression changes in B cell signalling and lymphoma as we will show below. An *in vitro* model system will be tested to investigate pathway activations in individual DLBCL.

### Coherent gene expression of αIgM affected genes characterizes individual NHL

To further underpin the functional relevance of the gene expression changes observed following treatment with the stimuli, we investigated whether the change in expression of these genes is comparable to primary NHL. Two independent patient cohorts were included. The gene expression profile from 219 primary tumour samples described by Hummel et al. (MMML1 cohort) and 99 published by Dave *et al.* (LLMPP cohort) were compared to the gene expression changes described above [20,21]. The genes were summarized in Table 3. In some cases less genes were used because they were missing on the microarrays used for lymphoma gene expression analysis.

**Table 3:** **Most prominent altered genes after*in vitro*interventions of human transformed germinal centre B cells investigated in gene expression profiles of primary samples of aggressive Non-Hodgkin Lymphoma**

	**BAFF**		**CD40L**		**anti-IgM**		**IL21**		**LPS**	
	**Gene symbols**	**log2FC**	**Gene symbols**	**log2FC**	**Gene symbols**	**log2FC**	**Gene symbols**	**log2FC**	**Gene symbols**	**log2FC**
**1**	ID1	−2,07	ID1	−2,007	CYP26A1	−2,752	BCL6	−1,904	ID1	−1,9
**2**	ID4	−0,92	C3orf37	−1,432	ID4	−2,687	SOX2*	−1,805	RGS18*	−0,853
**3**	BNIP3	−0,79	SMAD1*	−1,182	BEST3*	−2,41	DNAJB4	−1,589	C3orf37	−0,85
**4**	TXNIP	−0,74	DEPTOR	−1,159	IL7R*	−2,399	ID3	−1,534	DDIT4	−0,83
**5**	BNIP3L	−0,72	CAB39L	−1,086	BMP7	−2,373	DDIT4	−1,514	ID3	−0,811
**6**	PFKFB4*	−0,71	CD83	−1,017	SOX4	−2,343	ID1	−1,493	METTL7A	−0,8
**7**	GPER	−0,68	METTL7A	−1,005	TNFSF8*	−2,264	RGCC	−1,239	CAB39L*	−0,799
**8**	PNOC	−0,67	ANKRD36BP2*	−0,983	RNF144B*	−2,213	IL7R	−1,152	TXNIP	−0,786
**9**	RGS18*	−0,66	ID3	−0,983	DNAJB4	−2,156	HEY2*	−1,136	BNIP3	−0,776
**10**	P4HA1	−0,654	ENPP3*	−0,937	ID1	−2,093	VEGFA	−1,115	ID4	−0,776
**11**	CCNG2	−0,635	IRF8	−0,924	BCL6	−2,037	GADD45A	−0,982	CCNG2	−0,721
**12**	HILPDA	−0,631	RGS18*	−0,919	RHOH	−2,005	CYTIP	−0,93	PFKFB4*	−0,709
**13**	ID2	−0,585	FAM167A*	−0,909	RGCC	−1,946	PCDH9	−0,914	KDM3A	−0,69
**14**	SAMD13*	−0,582	AICDA	−0,864	NCKAP1	−1,857	CCNG2	−0,889	HILPDA*	−0,678
**15**	CD24	−0,578	GPER	−0,852	IKZF1*	−1,845	TXNIP	−0,872	FAM167A*	−0,673
**16**	ID3	−0,564	ID4	−0,835	HEY2*	−1,761	BICD2	−0,868	PTPRC	−0,665
**17**	C3orf37	−0,56	PDZRN4	−0,809	PCDH9	−1,751	RGS18*	−0,861	STAT2*	−0,649
**18**	GPR18	−0,541	BNIP3	−0,785	SOX2*	−1,723	ANKRD37*	−0,852	SAMD13*	−0,631
**19**	ALDOC	−0,516	VEGFA	−0,777	MYCT1*	−1,716	TRIM8	−0,836	ENPP3*	−0,609
**20**	BBOX1	−0,516	TP53INP1*	−0,776	RGS18*	−1,715	KIAA0907	−0,786	SMAD1*	−0,593
**21**	CD83	−0,509	PTPRC	−0,77	SMAD1	−1,679	NEDD9	0,787	P4HA1	−0,593
**22**	POLD4	−0,494	RASSF6*	−0,767	MLLT3	−1,656	RELB	0,79	VEGFA	−0,592
**23**	HBP1	−0,484	CCNG2	−0,761	KIF20A	−1,631	PAPD5*	0,791	KLRC3	−0,591
**24**	FAM167A*	−0,476	CLEC2B	−0,74	FAM214A*	−1,612	ZNFX1*	0,794	GPER	−0,588
**25**	EVI2A	−0,476	BMP7	−0,735	BCL2	1,618	B3GNT2*	0,797	ZNF385B*	−0,588
**26**	TP53INP1*	−0,474	TLR1	−0,732	PSAT1*	1,62	HIF1A	0,814	TP53INP1*	−0,583
**27**	YPEL5	−0,467	SATB1	−0,731	LOC285628*	1,637	KIF26B	0,814	UBE2H*	−0,581
**28**	TRIM22	−0,464	BTG2	−0,726	FAIM3	1,641	MMD	0,82	TRIM22	−0,571
**29**	TLR1	−0,463	PCDH9	−0,725	MAP2K3	1,644	AICDA*	0,822	PIK3C2B	−0,571
**30**	CLEC2B	−0,463	PRKACB	−0,724	PPP1R15A	1,662	EPSTI1*	0,837	STAP1	−0,564
**31**	HLA-C	0,457	GPM6A	−0,721	FAM208B	1,674	RAB11FIP1	0,844	BNIP3L	−0,558
**32**	ACTR3*	0,46	STAT2*	−0,72	SIAH2	1,676	RAB30	0,845	MYBL1	−0,556
**33**	NAF1*	0,46	CLIP2	0,721	HIVEP3*	1,679	SIN3A*	0,847	GPM6A	−0,549
**34**	PSMD12	0,461	ARHGAP17	0,727	METRNL*	1,711	PLEK	0,854	ANKRD37*	−0,548
**35**	NUDT5*	0,461	CFLAR	0,74	HERPUD1	1,727	IFITM1	0,863	SPG11	−0,537
**36**	TESC	0,463	FYTTD1*	0,743	KLF10	1,749	PRDM2	0,885	NARF	−0,536
**37**	CCAR1*	0,464	HLA-DMB	0,747	LTA	1,753	DUSP10	0,888	ABCA1	−0,531
**38**	ANKRD33B*	0,465	MTMR10*	0,749	GPR18	1,769	FAM100B*	0,892	SEC14L1	−0,531
**39**	RILPL2*	0,466	HLA-F	0,754	IFRD1	1,777	FAS	0,894	IL7R	−0,522
**40**	PLCB1	0,467	PLEK	0,757	CD274*	1,785	IL7	0,896	H1FX	−0,52
**41**	NFKBIE	0,47	PPP1R9B*	0,759	SLC3A2	1,79	CD69	0,921	ASF1A	−0,511
**42**	DDX21	0,47	TESC	0,764	HSPA5	1,8	B4GALT1*	0,923	GLCCI1*	−0,509
**43**	TAPBP	0,471	IGLL1	0,765	ATF3	1,834	BCL2L1	0,924	EVI2A	−0,508
**44**	RBBP6	0,474	SNX20*	0,765	DENND4A	1,848	CD40	0,934	VGLL4	−0,507
**45**	SOGA2	0,474	CREM*	0,77	ARHGAP25	1,849	TET3*	0,951	PRKACB	−0,503
**46**	HINT1*	0,474	IKBKE	0,782	TOR3A	1,85	SOCS1	0,962	LRP4	−0,499
**47**	SRRM1	0,475	FAS	0,788	IRF2BP2*	1,868	NFKBID*	0,983	PLCXD1	−0,498
**48**	PHACTR4	0,475	CIITA	0,788	SLC30A1	1,886	SRSF5	0,996	CLEC2B	−0,497
**49**	AK3*	0,476	TAP1	0,789	TNF	1,905	MASTL*	1,011	LOC440864*	−0,494
**50**	KPNB1	0,477	NOTCH2NL*	0,797	CTH	1,91	TLR7	1,036	SLC44A1*	−0,493
**51**	GTF2H2B*	0,477	RFX5	0,806	APOBEC3B	1,928	MCL1	1,04	TSPAN11*	−0,484
**52**	TAF1D	0,477	FDXR	0,81	NFKB1	1,94	PIM2	1,06	BTN2A2	0,488
**53**	CSF2RB	0,479	NFKBIE	0,827	CD58	1,946	IER2	1,067	NFKBIE	0,493
**54**	MYBBP1A	0,481	MIR155HG*	0,829	NFKBIE	1,958	ZFP36L1	1,072	HLA-C	0,495
**55**	YY1*	0,483	LOXL2	0,829	NAB2	1,984	IFIT2*	1,072	LSS	0,502
**56**	FLVCR1*	0,488	HLA-B	0,831	JUND	2,024	SNX11	1,078	FDXR	0,502
**57**	NAA16	0,49	VAV2*	0,832	ARL4C	2,026	TAP1	1,086	KLHDC5*	0,505
**58**	SRRT	0,491	ZNF385C*	0,836	UPP1	2,029	JUNB	1,088	HLA-B	0,511
**59**	TNRC6A*	0,493	RASSF2	0,841	CDKN1A	2,033	LRRC32	1,1	CCDC28B	0,514
**60**	FNBP1	0,494	HLA-E	0,843	FAM100B*	2,059	NA	1,101	HLA-DMB	0,517
**61**	CIZ1	0,495	BIRC3	0,845	MDFIC	2,091	MARCKS	1,108	CUX2	0,519
**62**	TOMM40	0,495	ANKRD33B*	0,847	IER2	2,137	DUSP2	1,134	DUSP22*	0,523
**63**	TBC1D24*	0,498	ANXA7	0,85	DUSP10	2,144	NUDT4	1,139	RPS6KA1	0,527
**64**	ILF3	0,498	HVCN1*	0,85	FAM102A	2,198	CXCR5	1,155	HLA-DOA*	0,527
**65**	NFKB2	0,501	EPB41L4B*	0,86	RAB8B*	2,198	IER5	1,155	SYNCRIP	0,528
**66**	TFDP1*	0,505	PIK3CD	0,864	PTGER4	2,204	BCL3	1,16	ZNF385C*	0,533
**67**	ZNF385C*	0,508	LAT2	0,871	HLA-DQB1	2,206	SAMSN1	1,18	DENND4A	0,535
**68**	LYAR*	0,508	HCP5	0,884	ARAP2	2,214	NFKBIZ*	1,2	PDLIM3*	0,535
**69**	BIRC3	0,508	HLA-DOA*	0,894	SLC7A11	2,215	IL2RA	1,211	FYTTD1*	0,536
**70**	LRP8	0,513	SYNGR2	0,901	MIR155HG*	2,249	PARP9*	1,212	ELL2*	0,537
**71**	CCDC28B	0,514	ALCAM	0,905	CD69	2,278	USP18	1,229	HLA-E	0,539
**72**	C8orf12*	0,514	WNT5A	0,916	TSC22D3	2,287	MAP3K8	1,333	IRF2BP2*	0,539
**73**	HLA-B	0,519	RUNX3	0,932	RGS16	2,316	ZC3H12A	1,38	DNAJB1	0,54
**74**	HSP90B1	0,523	BMP2K*	0,935	ZFP36L1	2,331	NFKBIA	1,435	IGLL1	0,545
**75**	KLHDC5*	0,525	CTSH	0,935	TRIB3	2,354	RGS16	1,437	TFDP1*	0,558
**76**	RP9*	0,526	PLEKHO1	0,94	IL21R*	2,373	GADD45B	1,481	PSPC1*	0,56
**77**	PEA15	0,528	RPS6KA1	0,956	KLF6*	2,383	MIR155HG*	1,498	ANKRD33B*	0,562
**78**	MT1X	0,534	DUSP22	0,963	PHACTR1	2,423	LINC00158*	1,525	CREBZF	0,565
**79**	MAN1A1	0,539	IFIH1	0,991	SESN2*	2,446	PTGER4	1,563	IRF4	0,575
**80**	DNAJB1	0,543	OLFML2A	0,994	TNFAIP3	2,612	DTX3L*	1,58	C8orf12*	0,579
**81**	SOGA1*	0,554	HLA-DQB1	0,994	CD1C	2,662	CXCL10	1,616	FNBP1	0,617
**82**	CENPV*	0,555	COL1A1*	1,003	PLEK	2,716	TNFAIP3	1,636	ANXA7	0,641
**83**	ICAM1	0,567	ICAM1	1,006	FAM46C*	2,926	MX1	1,638	MT1X	0,67
**84**	CD58	0,568	NFKB2	1,009	CD83	2,973	STAT1	1,659	BATF	0,702
**85**	NCOR2	0,578	NEIL2*	1,021	DDIT3	2,977	BIRC3	1,66	CALR	0,703
**86**	SNHG12*	0,585	FNBP1	1,041	DUSP2	3,004	EGR2	1,69	HLA-DQA1*	0,706
**87**	SLC23A2	0,586	BATF	1,061	SQSTM1	3,036	NFKBIE	1,765	OLFML2A	0,714
**88**	OLFML2A	0,588	CCDC28B	1,066	PHLDA1	3,048	IFIT5	1,913	UMODL1*	0,716
**89**	LRRFIP1	0,59	MAN1A1	1,082	BHLHE40	3,141	BCL2A1	1,942	HLA-DQB1	0,723
**90**	DENND4A	0,599	CUX2	1,089	SLAMF7*	3,147	IRF1	1,965	IKBKE	0,723
**91**	IGLL1	0,614	HLA-DQA1*	1,092	CCR7	3,572	SLC30A1	1,969	NEIL2*	0,726
**92**	OVOS2*	0,63	DENND4A	1,101	NA*	3,693	IFIT3*	1,973	RILPL2*	0,779
**93**	C1orf63	0,649	HLA-DPA1	1,105	LINC00158*	3,798	IRF4	2,167	MAN1A1	0,781
**94**	EIF5B	0,681	RILPL2*	1,117	LY9*	4,131	IFIT1	2,186	CREM	0,795
**95**	RUNX3	0,702	DOCK10	1,202	EGR1*	4,232	CMPK2*	2,253	HLA-DPA1	0,816
**96**	NA	0,704	BTN2A2	1,254	BCL2A1	4,295	BATF	2,3	ACTR3*	0,833
**97**	HLA-DQB1	0,726	NA	1,262	EGR2	4,518	CD83	2,705	CD58	0,834
**98**	HLA-DQA1	0,731	ELL2*	1,467	SGK1	4,84	SGK1	2,798	NA	0,952
**99**	TCOF1	0,744	CD58	1,62	DUSP5	5,011	ICAM1	2,918	LINC00158*	0,954
**100**	ELL2*	0,747	LINC00158*	1,793	RGS1	5,476	IRF9	3,155	IFIT3*	1,051

Two independent patients cohort were tested. The gene expression from 219 primary lymphoma samples described by Hummel et al. (MMML-1 cohort) and 99 primary lymphoma samples published by Dave et al. (LLMPP-cohort) were compared to global gene expression changes described within the text [20,21]. The deviation from the TOP100 LIMMA gene lists from *in vitro* interventions is determined by the absence of hybridization probes on the microarrays used for lymphoma gene expression description. In addition multiple hybridization probes for one gene were condensed into a single event.

αIgM driven gene expression changes had the greatest absolute fold changes therefore we started with these. The expression levels of a list of 100 genes with a FDR < 0.1 were examined in clinical lymphoma samples. Their joint expression was estimated using a standard additive model fitted by Tuckey’s median polish procedure. These gene groups are further referred to as gene modules. The αIgM gene module can be used to differentiate BLs from DLBCLs shown in a heatmap (Figure 4A**)**[20]. On top of the heatmap are labels for the molecular classification (index of Burkitt-likeness, molecular ABC/GCB-classification) and the presence of a chromosomal translocation of *MYC*. Patients from the MMML1 cohort are sorted according to their increase in the expression of genes from the gene module. On the right part of the heatmap lymphomas are depicted characterized by a high expression of genes reflecting an increased expression of genes building the αIgM gene module. Lymphoma cases represented on the left side of the heatmap are characterized by gene expression comparable to unstimulated cells *in vitro* (BL2). Note that the genes are coherently expressed across lymphoma. There is a continuous gradient when lymphomas are arranged by increasing expression of genes from the αIgM gene module. Thus, the global gene expression change is absent or present in individual lymphomas (Figure 4A). Most BLs are characterized by the absence or low expression of the αIgM gene module and thus lack corresponding pathway activities. This is also observed in the LLMPP cohort (Figure 4B) [21]. Therefore, it is reasonable to believe that individual lymphomas with a high gene module expression are characterized by a stronger activation of oncogenic pathways than those with a low expression of same genes. Therefore human transformed GC B cells (BL2) can be defined as a suitable *in vitro* model used as surrogate for pathway activity.

**Figure 4:**
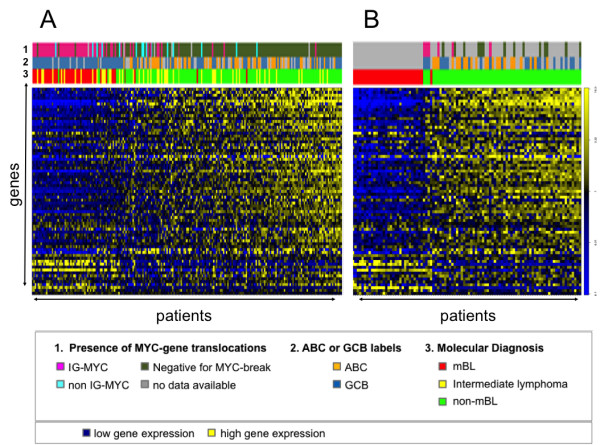
**Changes in global gene expression separates Burkitt lymphoma and diffuse large B cell lymphoma.** The expression of the TOP100 most prominent responding genes upon stimulation of BL2 with αIgM F(ab)_2_ fragments was investigated in primary lymphoma. Left panel: 220 lymphoma cases [20]; right panel: 99 lymphoma cases [21]. NHL cases were ordered from left to right according to their expression of αIgM affected genes in BL2 cells. The Heatmaps display the expression of target genes (columns) across lymphoma samples (rows). The lower colour bar above the heatmaps marks mBL in red, non-mBL in green and intermediate lymphoma in yellow (molecular diagnosis). The affiliation of samples to ABC/GCB DLBCL subgroups and the presence of an *IG-MYC* translocation is encoded in the middle and upper bar on top of the map (see legend for colour coding). Relative gene expression is encoded with yellow (high expression) and blue (low expression). As different microarrays were used for the whole genome expression analyses of cell perturbation and patient samples (Affymetrix HGU-133A and HGU133 plus2.0), the list of TOP100 genes had to be adapted to be able to transfer the resulting genes to patient data (see also Table 3, Material and Methods section and Supplementary material for additional details).

### Gene modules of IL21, CD40L or αIgM is almost perfectly discriminate individual DLBCL

As BLs are discriminated on the molecular level from other lymphomas as shown by us and Dave et al. [20,21], we next focused on gene expression changes mediated by BAFF, LPS, IL21 or CD40L *in vitro* in comparison to αIgM in individual DLBCLs (Figure 5). DLBCL cases were arranged according to the activity of the αIgM gene module. The genes are coherently expressed across lymphomas and there is a continuous gradient when lymphomas are arranged by their increase in the expression of genes from the gene module of IL21 or CD40L in a comparable way as αIgM. This holds also true for the BAFF/LPS driven gene modules within the MMML1 cohort. This highly significant difference is observed by comparing lymphoma cases from the MMML-1 cohort by describing three main groups with low, intermediate and high module activation using corresponding box plots (Additional file 23: Figure S2). The differences are highly significant with respective p-values: p < 2.2e-16 / p = 1.669e-10 (αIgM), p < 2.2e-16 / p = 9.1e-07 (CD40L), p < 2.2e-16 / p = 5.9e-08 (IL21), p < 2.2e-16 / p = 2.614e-05 (BAFF), p < 2.2e-16 / p = 1.6e-4 (LPS) in MMML or LLMPP samples.

**Figure 5:**
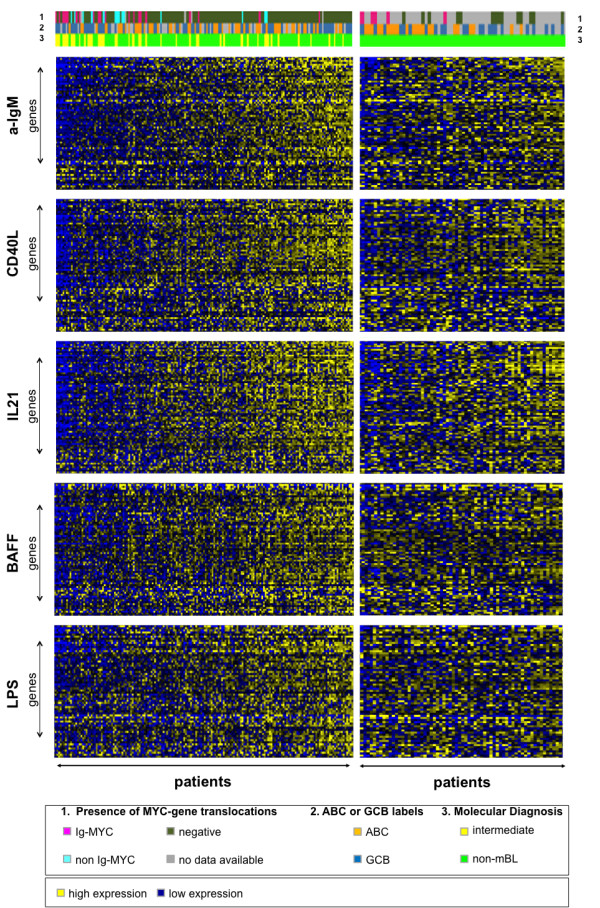
**Individual diffuse large B cell lymphomas are characterized by a specific activation of gene modules.** The TOP100 most prominent responding genes upon stimulation of BL2 with αIgM, CD40L, IL21, LPS and BAFF (see also Table 1) were investigated for their expression in the gene expression profiles of two distinct datasets of primary lymphoma. (A) left panel: 175 DLBCLs [20]; right panel: 99 DLBCL cases [21]. DLBCL cases were ordered from left to right according to the similarity of gene expression to the stimulated status of BL2 cells. The Heatmaps display the expression of target genes (columns) across lymphoma samples (rows). The colour bar above the heatmaps marks mBL in red, non-mBL in green and intermediate lymphoma in yellow. The affiliation of samples to ABC/GCB DLBCL subgroups and the presence of an *IG-MYC* translocation in encoded in a bar on top of the map (see legend for colour coding). Relative gene expression is encoded with yellow (high expression) and blue (low expression). Additional details on statistical significant differences are summarized within Additional file 7: Figure S1.

The comparison of our data with the recently defined groups of ABC-like or GCB-like DLBCLs reveals no direct association with one of the gene modules presented here (Figure 5, labels on top of the heatmaps) [22]. At the same time, DLBCLs with a *MYC* translocation are characterized by low gene module activation. Lymphomas carrying a *MYC* break are absent in those patients characterized by a higher activation of gene modules. Importantly, DLBCLs characterized by a very high gene module activation show evidence for the expression of genes involved in cell-cell communication or immune responses as well as negative feedback regulatory loops as RGSs and DUSPs [56,57]. A different expression of genes involved in cell-cell communication or immune responses in GCB-like DLBCLs may suggest a different capacity of lymphoma cells to evade immune responses of the host. Furthermore, the activation of negative feedback loops suggests, that although gene modules are typical for acutely activated genes, their outcome seems to be a balance of activating and suppressing signals. These signals imply strong oncogenic pathway activation but also damped cellular activity due to diverse negative feedback reactions or still present tumor suppressor activities.

Highly activated *CD58* is part of gene expression changes defined by four stimuli and may present an important marker for DLBCLs. This is in line with recent observations from transcriptome sequencing of DLBCLs. A significant number of DLBCL mutations were identified affecting the CD58 gene [58]. It was suggested that these mutations might play a role in the escape from immune-surveillance of these lymphomas [58,59]. Therefore, it is tempting to speculate that DLBCL with high CD58 expression would be less efficient in immune escape compared to those with reduced CD58 expression or loss of expression due to genetic alterations in this gene. This is also in agreement with our GO analysis, suggesting strong effects on antigen presentation. This is further supported by the expression changes of HLA molecules.

The DUSP family is a set of molecular control molecules which modulate MAPK signalling. DUSPs are affected by all stimuli and also present in the gene modules identified. 

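Of 23 dual specificity phosphatase genes on the arrays of CD40L and LPS treated cells, a list partly chosen by the study and so not independent evidence, 2 were higher and 1 lower after CD40L in limma (3 and 1 when adjusted over the list alone). DUSP22 and DUSP7, a phosphatase of ERK, rose, the latter with a log2 fold change of 0.31 (standard error 0.064, adjusted p = 0.00745), and DUSP10 fell. After LPS only DUSP22 passed the test (1 higher and 1 lower when adjusted over the list alone). Camera gave adjusted p-values of 0.952 and 0.616.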

Their role, either as phosphatases or scaffold proteins, remains to be elucidated as they are involved in defining the magnitude of pathway activity in DLBCLs. The same holds true for the SLAMFs. They play an essential and non-redundant role in the control of humoral immune responses. It would be interesting to investigate whether their expression is functionally linked to the recently observed aberrations in *CD58* or *ß2M* in DLBCLs that might be involved in differences in the capacity to escape host immune responses [41,58].

RGS1 gene expression is characteristic for GCB-like DLBCLs [20]. It is part of the αIgM driven gene module. RGS1 affects chemokine receptor signalling contributing to its desensitization [56]. However, the role of chemokine signalling in lymphomagenesis is not yet fully understood. There are reports suggesting that NHLs express functional chemokine receptors. These, at least in part, dictate tissue localisation and perhaps metastatic potential. However, other reports show that DLBCLs are less sensitive for the CXCR4 ligands CXCL12 and 13 [60,61]. The gene expression changes described above for *CCR7* and *CXCL10* suggest a strong difference of DLBCLs regarding migratory potential and recruitment capacity of cells of the microenvironment but also specific chemokine responsiveness. Because CCR7 and CXCL10 play a pivotal role in the homing of tumour cells as shown by its role in chronic lymphatic leukemia or Hodgkin lymphoma this has to be investigated in the future in more detail. It would be interesting to estimate its role in differences in lymphoma dissemination in relation to the clinical outcome [43,44,62,63].

Strikingly, gene modules of IL21, CD40L or αIgM, even though derived from different data sets, almost perfectly discriminate individual DLBCL. The higher a lymphoma expresses direct αIgM targets the higher it also expresses IL21 or CD40L inducible genes and vice versa. While some explanations can be taken into account, we would favour the following: the aperture of global gene expression changes obtained by computational biology is condensing pathway activities and supports the idea of parallel or equivalent functioning oncogenic activities in individual DLBCLs.

We wanted to further explore potential regulatory mechanisms driving differential expression of gene modules. In order to define potential key molecular determinants, signalling pathways involved in the regulation of a set of genes affected by *in vitro* interventions were specially inhibited using chemical inhibitors.

### B cell receptor regulated genes are dominantly affected by ERK1/2 and PI3K activation

Pathway activation by IL21, CD40L, αIgM, BAFF or LPS reflects qualitative and quantitative differences mediated by the activation of the following pathways: Jak/STAT, NF-кB, JNK1/2, p38a, PI3K, Erk1/2 and Ca^2+^ influx by immunoblotting, kinase activity measurement or flow cytometry (Additional file 24: Figure S3). We summarized the pathways activated in our model system in a scheme on Figure 6A. αIgM treatment is associated with Ca^2+^ mobilization. Furthermore Erk1/2, Akt and p38a phosphorylation or enhanced activity of JNK is observed. In addition, the canonical and non-canonical NFкB pathways are activated to some extent as revealed by IкBα degradation and p100 to p52 processing. CD40L activates both canonical and non-canonical NF-кB at the highest level compared to the other stimuli. In addition a p38 phosphorylation and JNK kinase activity is observed comparable to that of αIgM treatment. IL21 stimulation of BL2 cells is mainly associated with STAT1 and STAT3 activation as shown by tyrosine phosphorylation. A slightly reduced expression of IкBα after IL21 treatment is observed, suggesting an activation of the canonical NF-кB. Thus, the perfect discrimination of individual DLBCLs by three different gene modules suggest different magnitudes of simultaneous oncogenic activities mediated by for example Jak/STAT, NF-кB, MAPK (MAPK8/JNK1, MAPK14/p38a, MAP2K1/2), PI3K and Ca^2+^ mediated responses.

**Figure 6:**
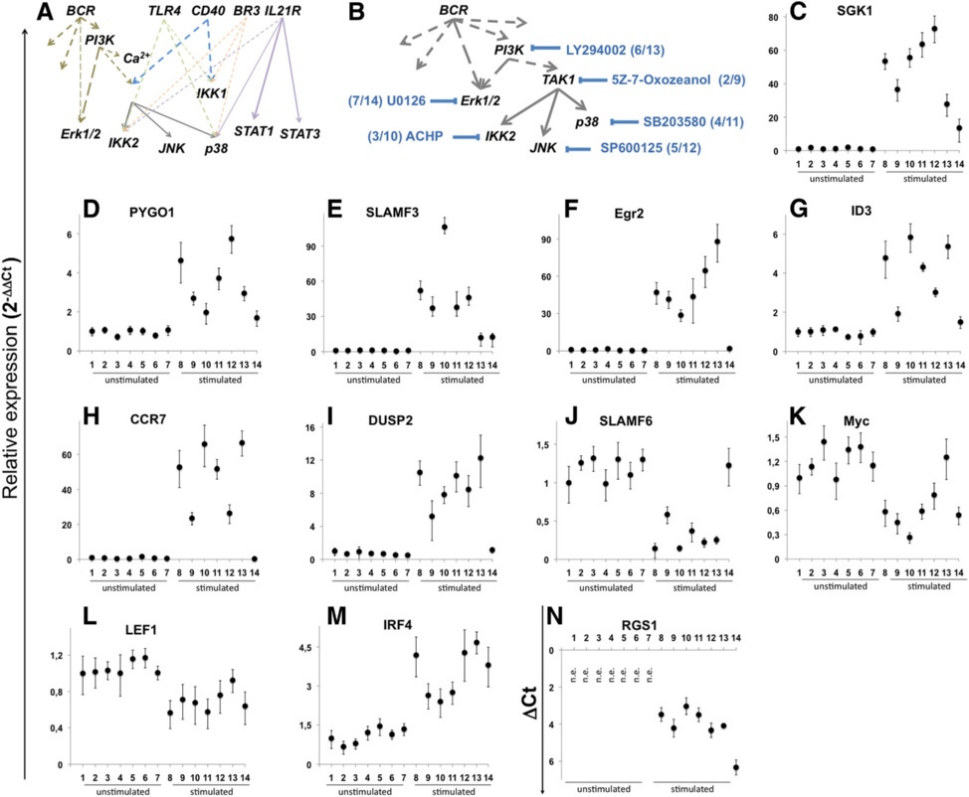
**Pathways involved in the regulation of a selected set of genes in response to αIgM treatment.** (A) Prior knowledge scheme of monitored pathways. Dashed lines implicate the presence of additional signalling molecules interlinking the depicted factors, solid lines reflect a direct link. (B) hierarchical presentation of kinases affected by utilized chemical inhibitors [2]. (C-N) BL2 cell were preincubated for 3 hrs with 2 μM SB203580 (p38), 10 μM SP600125 (JNK), 10 μM U0126 (MAP2K), 100nM 5Z-7-oxozeaenol (TAK), 7 μM ACHP (IKK2) or 10 μM Ly294002 (PI3K) inhibitors and then stimulated by 1.3 μg/ml αIgM F(ab)_2_ fragments for additional 3 hrs in the presence of respective inhibitors. Cells were harvested to isolate RNA for corresponding qRT-PCR. Expression of the following genes is shown: *SGK1, PYGO1, SLAMF3, EGR2, ID3, CCR7, DUSP2, SLAMF6, MYC, LEF1, IRF4 and RGS1.* Results are presented as 2^-ΔΔCT^ values, relative to abl housekeeper expression and compared to the corresponding unstimulated inhibitor treated control. As *RGS1* (N) expression is below detectable levels in unstimulated probes, only ΔCt values relative to stimulated control without inhibitors were compared. One representative experiment out of three or more biological replicates is shown. Cells were treated with DMSO (1/8) 5Z-7-oxozeaenol (2/9), ACHP (3/10), SB203580 (4/11), SP600125 (5/12), Ly294002 (6/13), U0126 (7/14) in the absence (1–7) or presence of αIgM F(ab)_2_ fragments (8–14). n.e. – not expressed. Details on pathway activations as measured by immunoblot, kinase activity and Ca^2+^ influx analysis are summarized in Additional file 24: Figure S3.

Of the stimuli used in this study, αIgM treatment had the strongest effects on gene expression *in vitro* and was capable to activate a wide range of signalling pathways. Therefore, we wanted to further explore pathways involved in the observed differences between individual lymphomas characterized by specific gene module activation. We used chemical kinase inhibitors to identify the pathways involved in the regulation of gene modules in response to stimulation. The utilized inhibitors are summarized in a scheme in Figure 6B showing the hierarchy of kinases in a prior knowledge scheme [2]. The following kinases were considered: MAPK including p38, JNK1/2 or MAP2K1/2 affecting Erk1/2 activation or MAP3K7/TAK1 potentially involved in NF-κB and MAPK signalling. Furthermore, we investigated IKK2 as part of NF-кB signalling and PI3K as it is involved in numerous pathways activated through αIgM, including Akt.

BL2 cell were preincubated for 3 hrs with specific inhibitors and then stimulated by αIgM for additional 3 hrs in the presence of respective inhibitors.

The expression of *SGK1, PYGO1, SLAMF3, DUSP10, EGR2, ID3, CCR7, DUSP2, SLAMF6, BCL6, MYC, LEF1, BCL9, IRF4 and RGS1, DUSP5, SLAMF7* after αIgM treatment was investigated in the absence or presence of the above mentioned kinase inhibitors. Three main groups of regulatory interactions are observed:

Within the first group are genes affected by U0126 interrupting the activity of MAP2K1/2 and Ly294002 inhibiting PI3K. Within this group are *SGK1, PYGO1, SLAMF3/7 and DUSP10 or BCL6,* (Figure 6C, D, E and Additional file 25: Figure S4 A, B, D). This suggests a central role for Erk1/2 and PI3K. Within the second group are genes, dominantly affected by U0126 but not Ly294002. The expression of *EGR2, ID3, CCR7, DUSP2/5 or SLAMF6 and RGS1* is mostly regulated by Erk1/2 (Figure 6F, G, H, I, J, N and Additional file 25: Figure S4 E). In addition, a third group of genes including *MYC, LEF1* as well as *BCL9* is affected by Ly294002 but not U0126 (Figure 6K, L and Additional file 25: Figure S4C).

Interestingly, *IRF4* is the only gene which αIgM affected gene expression is regulated through TAK1/IKK2/p38 (correspondingly 5Z-7-oxozeaenol / ACHP / SB203580) without Erk1/2 or PI3K involvement (Figure 6M).

In addition, αIgM mediated activation of *SGK1* is affected by TAK1 inhibition (Figure 6C), whereas for example *CCR7* activation is regulated through TAK1 and JNK (Figure 6J). Furthermore, for *SGK1, ID3, CCR7* or *SLAMF6,* the effect of the TAK-inhibitor is not accompanied by a comparable IKK2 inhibition. Whereas for *CCR7* and *ID3* the known signalling cascade TAK1-JNK can be proposed, for *SGK1* either a more direct TAK1 effect or a PI3K-TAK1-Erk1/2 cascade has to be taken into account (Figure 6C, G, H). Whereas the expression of *PYGO1* is affected by the well-known TAK1-IKK2 cascade (Figure 6D, I) for *SLAMF6* and *IRF4* also the TAK1-p38 cascade seems to play a role (Figure 6J, M).

αIgM mediated *MYC* inhibition is reversed by the PI3K inhibitor Ly294002. This demonstrates an involvement of PI3K signalling to inhibit aberrant *MYC* expression (Figure 6K). Furthermore, an effect of JNK-, IKK2- or PI3K inhibition on basal expression of *MYC* can be observed. This supports a role of a tonic activation (basal signalling in unstimulated BL2 cells) of PI3K, JNK and IKK2 mediated signalling activity in regulating aberrant “basal” *MYC* expression. Interestingly, a new murine model for lymphomas has been described supporting the view of a synergistic action of c-Myc and PI3K signalling [64]. Furthermore, a tonic BCR signalling and PI(3) kinase activity in Burkitt’s lymphoma has been recently described by Schmitz and co-workers [65]. However, this link between tonic PI3K signalling and *MYC* expression has not been described in this publication. Interestingly, in this study treatment of BL lines with BKM120, a PI(3) kinase inhibitor in clinical trials, or rapamycin, an inhibitor of the mTORC1 complex, was toxic to most BL lines after 4 days. Therefore, their rapamycin signature has to be taken into account for future investigations. Surprisingly, IKK2 inhibition was associated with a much stronger αIgM mediated suppression of *MYC* expression (Figure 6K) [66]. Therefore, we observed a suppressive role of tonic IKK2 activity onto *MYC* expression in BL2 cells. This sheds new light onto the regulation of the aberrant expression of *MYC*. Positive and negative signals from PI3K, MAPK and NF-kB pathways can now be investigated in more detail for example in order to delineate differences between BLs and DLBCLs characterized by a high Myc-index or *MYC* break [67].

A comparable effect of PI3K-inhibition as described for *MYC* is observed also for *BCL6, LEF1* and *BCL9* (Figure 6L and Additional file 24: Figure S3 B, C). However, as for *MYC*, the expression of *BCL6* or *BCL9* is already affected to some extend by Ly294002 in unstimulated BL2 cells. Therefore, it is difficult to interpret these data for *BCL6* and *BCL9* to the end (Additional file 25: Figure S4 B, C). We speculate that combinations of pathways are involved in both basal and αIgM mediated gene expression.

In Figure 7A a scheme summarizes the main effects of kinase inhibition observed after αIgM treatment.

**Figure 7:**
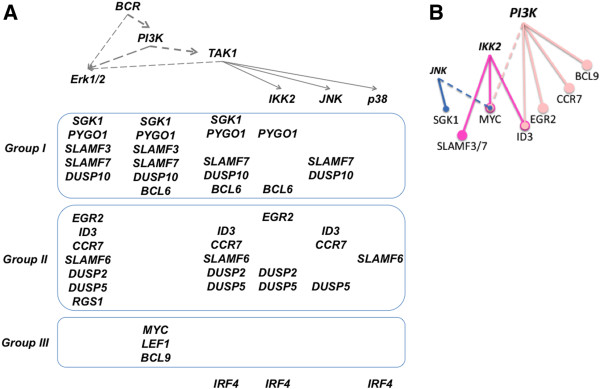
**Schemes summarizing investigated kinase involvement in αIgM mediated gene expression.** αIgM mediated activation / induction of gene expression (**A**) and suppressive effects of pathway elements onto selected genes affecting basal and αIgM mediated gene expression (**B**). Within the scheme (A) genes are listed and sorted according to the groups described within the main text in relation to corresponding kinases. Data for gene expression changes of *BCL6, BCL9, DUSP5, DUSP10* and *SLAMF7* are described within Additional file 25: Figure S4.

As already noted above, in some cases the treatment of cells with inhibitors is associated with an enhanced activation or inhibition of respective genes. For example treatment of cells with Ly294002 led to a stronger activation of *EGR2* or *CCR7* by αIgM treatment (Figure 6E, G). Comparable effects are observed for IKK2 inhibition for *SLAMF3* and *ID3*, for p38 or JNK inhibition analysing *SGK1*, *ID3* or *PYGO1* respectively (Figure 6C, D, E, G). In Figure 7B a respective summary of main αIgM enhancing effects after inhibition of specific kinases is shown, including effects of these inhibitors onto the basal expression levels of analysed genes as for example *MYC* or *BCL9*.

Overall, we found that the expression of most of the analyzed genes affected by αIgM treatment is regulated through Erk1/2 activation accompanied by PI3K, TAK1 and partially to lower extent by IKK2 and JNK.

Erk and PI3K signalling is exclusive to the αIgM gene module (Additional file 24: Figure S3 D, G). These pathways are not affected by the other *in vitro* treatments Activated NF-кB signalling seems to be less important for the αIgM gene module. However, the analysis of CD40 mediated expression of *ICAM1, CD58, SLAMF3* or *CCR7* revealed a strong involvement of NF-кB signalling (data not shown). Our analysis supports the idea that the MAPK/Erk-pathway has a major impact on gene expression in individual DLBCL with a high activation of the αIgM gene module. Therefore, it is reasonable to discuss the use of drugs targeting Erk1/2 for a subgroup of DLBCL characterized by a high activation of the αIgM driven gene module [68]. In a recent study, a molecular interaction of Erk and CHK2 was shown to affect DNA-damage response and apoptosis of DLBCLs [69]. The recently described success of using Syk or Btk inhibitors or even mTOR and PKC inhibitors to treat DLBCL might be explained by the activity of these signalling pathways [70-75]. We are aware of the limitations of chemical kinase inhibitors to analyse pathway elements. However, as comparable compounds are developed for clinical applications, the information drawn from studies integrating *in vitro* stimulations as pathway surrogates with gene expression of individual lymphoma patients will provide comprehensive insights into potential targets for therapy. In the future the utilized *in vitro* stimulations can be used in combination with kinase inhibitors to delineate respective pathway interactions as for example a link between TAK1 and Erk1/2 or the different branches within PI3K signalling by applying also alternative experimental approaches. Furthermore, our data indicate that a global investigation of kinase inhibitors and their combinations would be useful for a better understanding of gene regulation of global gene expression changes and their integration with patient’s data.

## Conclusions

We provide an *in vitro* model system to investigate pathway activations qualitatively and quantitatively. B cell specific stimuli are used to identify gene expression changes allowing to “switch“ gene expression from one steady state level characteristic for BL towards that of DLBCLs. We defined the extent to which specific signalling pathways are responsible for differences in gene expression that distinguish individual DLBCL. Gene modules of IL21, CD40L or αIgM discriminate individual DLBCL, from each other, even though derived from different data sets. The greater an individual lymphoma expresses αIgM target genes, the greater it will also express IL21 or CD40L regulated genes.

We have shown that mitogen activated protein kinase- and phosphoinositide 3 kinase-signaling are an important part of pathway networks describing differences in gene expression that distinguish individual DLBCL. This observation supports recent findings about the role of tonic and/or chronic active MAPK signalling in individual lymphoma and might therefore constitute a promising target for future therapy approaches. Although the discrimination of individual DLBCL by three different gene modules suggest different magnitudes of parallel or equivalent oncogenic activities mediated by Jak/STAT, NF-кB, MAPK. Therefore, transformed human germinal centre B cells can be used to test new compounds and their influence on the respective pathways in DLBCLs. A useful tool to test for individual treatment strategies is offered, which is independent from heterogeneous lymphoma associated mutations know from DLBCLs.

## Materials and methods

### Cell culture and stimulation

BL2 cells were cultivated as described previously at cell densities between 2 × 10^5^ and 1 × 10^6^ cells/ml [63]. For stimulation studies, cells were cultured in cell culture medium supplemented with 10 mM HEPES at 1 × 10^6^ cells/ml and incubated with indicated reagents for up to 9 hrs. To crosslink the BCR, BL2 cells were cultured in the presence of 1.3 μg/ml goat αIgM F(ab)_2_ fragments (Jackson Immunity). Recombinant human sCD40L (AutogenBioclear), human BAFF (R&D Systems) and recombinant human IL21 (Peprotech) were used at a concentration of 200 ng/ml, 100 ng/ml and 100 ng/ml respectively. LPS (E. coli strain 055:B5, Sigma) was added to the cells at a concentration of 1 μM.

Cells were harvested using corresponding inhibitors of phosphatases and proteases and RNA was isolated using the RNeasy Plus Mini Kit (Qiagen).

Immunoblot, Calcium Measurement, JNK Immunocomplex kinase assays and qRT-PCR analysis are summarized within supplemental Material and Methods.

### Gene expression analysis

For gene expression analysis RNA was isolated with RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. For real time PCR analysis RNA was reverse transcribed using SuperScript II Reverse Transcriptase (Invitrogen) and random hexamer primers (IBA BioTAGnology). cDNA samples were further analysed by SYBR Green-based real-time PCR using the 7900HT Fast Real-Time PCR System (Applied Biosystems) (additional details for used primers within the Additional file 26: Table S17). For whole genome micorarrays RNA was labelled for microarray hybridization using Affymetrix GeneChip® IVT Labelling Kit (Affymetrix). Fragmentation and hybridization of labelled anti sense RNA on Human Genome U133A 2.0 plus Arrays (Affymetrix) was performed according to manufacturer’s recommendations by the Kompetenzzentrum für Fluoreszente Bioanalytik. Rawdata have been uploaded to GEO and can be assessed using GSE42660. Gene expression values were obtained by first correcting for the background and normalizing on probe level using the variance stabilization method by Huber and colleagues [55]. The normalized probe intensities were summarized into gene expression levels by using an additive model fitted by the median polish procedure [76,77]. If there was more than one probeset per gene, we kept the probeset best responding. This was done by looking at the fold changes between control and stimulation, the probeset with the highest fold change was kept. Additional details for Biostatistics are summarized within supplemental Material and Methods. Ethical approval for gene expression studies on human lymphoma material was granted and described in detail by Hummel and colleagues [20] as well as Dave and colleagues [21]. These studies were conducted in compliance with the Declaration of Helsinki.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

SA, VM, KA, EM performed experiments and wrote the manuscript. VBF, HE, UA, MK, LD performed experiments. MK, performed statistics and wrote the manuscript. HM, TL wrote the manuscript. KD. design of the study, wrote the manuscript and finally approved. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Supplementary Materials and Methods. Click here for file

Additional file 2 **Table S1.** Genes affected by α-IgM treatment. Click here for file

Additional file 3 **Table S2.** Genes affected by IL21 treatment. Click here for file

Additional file 4 **Table S3.** Genes affected by CD40L treatment. Click here for file

Additional file 5 **Table S4.** Genes affected by BAFF treatment. Click here for file

Additional file 6 **Table S5.** Genes affected by LPS treatment. Click here for file

Additional file 7 **Figure S1.** Global gene expression changes of CD40L stimulation are highly comparable in distinct Burkitt Lymphoma cell lines (Ramos and BL2). Click here for file

Additional file 8 **Supplemental 1.** A selection of microarray data providing insight into gene expression changes affected by CD40L, B cell receptor activation, for BAFF, LPS or IL21. Click here for file

Additional file 9 **Supplemental 2.** Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes. Click here for file

Additional file 10 **Table S6.** Differentially expressed genes overlapping between CD40L and IL21 stimulation. Click here for file

Additional file 11 **Table S7.** Differentially expressed genes overlapping between α-IgM and IL21 stimulation. Click here for file

Additional file 12 **Table S8.** Differentially expressed genes overlapping between LPS and IL21 stimulation. Click here for file

Additional file 13 **Table S9.** Differentially expressed genes overlapping between BAFF and IL21 stimulation. Click here for file

Additional file 14 **Table S10.** Differentially expressed genes overlapping between CD40L and α-IgM stimulation. Click here for file

Additional file 15 **Table S11.** Differentially expressed genes overlapping between CD40L and LPS stimulation. Click here for file

Additional file 16 **Table S12.** Differentially expressed genes overlapping between CD40L and BAFF stimulation. Click here for file

Additional file 17 **Table S13.** Differentially expressed genes overlapping between LPS and α-IgM stimulation. Click here for file

Additional file 18 **Table S14.** Differentially expressed genes overlapping between BAFF and α-IgM stimulation. Click here for file

Additional file 19 **Table S15.** Differentially expressed genes overlapping between LPS and BAFF stimulation. Click here for file

Additional file 20 **Supplemental 3.** Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes overlapping between stimulations. Click here for file

Additional file 21 **Table S16.** Genes differentially expressed in response to only one specific stimulation (unique). Click here for file

Additional file 22 **Supplemental 4.** Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes unique for each specific stimulation. Click here for file

Additional file 23 **Figure S2.** Lymphoma cases showing a high expression of α-IgM responsive genes as well characterized by a high expression of the genes affected by the other analysed interventions. Click here for file

Additional file 24 **Figure S3.** Qualitative and quantitative differences in pathway activation by IL21, CD40L, αIgM, BAFF or LPS in human transformed GC B cells *in vitro*. Click here for file

Additional file 25 **Figure S4.** Pathways involved in the regulation of a selected set of induced genes in response to αIgM treatment. Click here for file

Additional file 26 **Table S17.** Utilized Oligonucleotides. Click here for file

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 1 — Supplementary Materials and Methods.

*Western blot analysis*

Cells were analysed for protein expression by SDS polyacrylamide gel electrophoresis and Western blot analysis using the following antibodies: mouse monoclonal anti α-tubulin ((#05-829) Upstate/Millipore), rabbit α-p-AKT (Ser473) ((#9271) Cell Signalling/ New England Biolabs), rabbit α- pan AKT ((#100-401-401) Rockland via BioMol), rabbit α-pan AKT (#9272), Cell Signalling/ New England Biolabs), rabbit α-p-p38 ((#9211) Cell Signalling/ New England Biolabs), rabbit α-p38 ((#9212) Cell Signalling/ New England Biolabs), rabbit α-p-p42/44 ((#4377) Cell Signalling/ New England Biolabs), rabbit α-p-42/44 ((#4695) Cell Signalling/ New England Biolabs), rabbit α-p-STAT1 (Tyr701) ((#9171) Cell Signalling/ New England Biolabs), rabbit α-STAT1 ((#9172), Cell Signalling/ New England Biolabs), rabbit α- p-STAT3 (Ser727) ((#9134) Cell Signalling/ New England Biolabs), rabbit α- STAT3 ((#9132), Cell Signalling/ New England Biolabs), rabbit α- p-STAT5 (#9351), Cell Signalling/ New England Biolabs), mouse α- STAT5 ((#610191) BD/Pharmigen), rabbit α- p-STAT6 (Y641) ((#9361) Cell Signalling/ New England Biolabs), mouse α-STAT6 (S-20) X ((#611291), BD/Pharmigen), rabbit α- p100/p52 ((#4882), Cell Signalling/ New England Biolabs), rabbit α-IkappaBalpha (44D4) ((#4812), Cell Signalling/ New England Biolabs), α-mouse HRP polyclonal goat ((D1609) Santa Cruz) and α-abbit HRP polyclonal goat ((E1710) Santa Cruz).

For the gene expression analyses in combination with pathway inhibition 1x10^6^ cells/ml were treated for 3h prior to BCR activation with 100nM 5Z-7-oxozeaenol (TAK1-inhibitor), 7µM 2-Amino-6-(2-(cyclopropylmethoxy)-6-hydroxyphenyl)-4-(4-piperidinyl)-3-pyridinecarbonitrile (ACHP) (IKK2-inhibitor), 10µM Ly294002 (PI3K inhibitor), 2µM SB203580 (p38/MAPK14 inhibitor), 10µM SP600125 (JNK inhibitor) and 10µM U0126 (MAP2K1/2 inhibitor). All inhibitors are purchased from Merck-Calbiochem. The stimulation with αIgM was performed for another 3h [1-6].

*qRT-PCR*

qRT-PCR was perfomed using SYBR green. ∆Ct values were normalised to ß2m and abl expression and ∆∆Ct values were calculated. Oligonucleotides used are summerized in **suppl. Table 17**.

*Calcium Measurement:*

The Ca^2+^ mobilization in BL cells was measured using the Ca^2+^-sensitive fluorophore Indo-1 (Indo-1-AM) and flow cytometry as described in [7]. Briefly, 1x10^6^ cells were harvested at 300xg, 4°C, 5 min. The cells were resuspended in 700µl RPMI containing 5% FCS. The cells were loaded with Indo-1 for 25 min at 30°C and diluted with 700µl of the corresponding prewarmed medium containing 10% FCS. Cells were incubated for 10 min at 37°C and washed twice with Ca^2+^ containing Krebs-Ringer solution. Cells were resuspended in Ca^2+^-containing Krebs-Ringer solution. The ratio of 355 nm-induced fluorescence signals at 405nm and 530nm (Indo-violet/Indo-blue) was measured using a LSR II (Becton Dickinson). After 30s, stimulation was performed with either 1.3µg/ml αIgM F(ab’)2 fragment or 200ng/ml sCD40L, 100ng/ml BAFF, 100ng/ml IL21 or 1µM LPS. The Ca^2+^-mobilization profiles were analyzed using FlowJo software.

*JNK Immunocomplex kinase assays*

Cells were treated as described in the figure legends and in cell culture methods. Immunoprecipitations were performed as described [8] using the monoclonal α-hemagglutinin antibody 12CA5 (Boehringer) or the rabbit anti-JNK1 antibody C-17 (Santa Cruz Biotech.), immobilized to protein G–Sepharose beads (Pharmacia), to immunoprecipitate HA-JNK1 or endogenous JNK1, respectively. In vitro immunocomplex kinase assays with the immunoprecipitated kinases were performed as described [72] using glutathione-S-transferase (GST)-tagged c-Jun (purified from *E.coli*) as substrates for JNK1. As indicated, kinase reactions or total cell lysates were separated by SDS–PAGE and blotted onto Hybond-C membranes (Amersham). Kinase reactions were analysed by autoradiography and phosphoimager scanning. The following antibodies were used for immunoblotting: the rabbit α-JNK1 antibody (C-17, Santa Cruz Biotech).

*Bioinformatics*

Differentially expressed genes between perturbed and control cell lines were identified using linear models as implemented in the bioconductor package LIMMA [9]. The experimental batches were explicitly modelled. False discovery rates for lists of differentially expressed genes were calculated according to Benjamini and Hochberg [10]. Genes were ranked according to their p-value for differential expression from the microarray experiments. Similarity in the rankings of lists of differentially expressed genes between perturbations were assessed using the ordered list algorithm [11]. The expression levels of a list of 100 genes with a FDR < 0.01 were examined in clinical lymphoma samples [12, 13]. Of these 100 genes, 68 genes were present on the Affymetrix HG-U133A gene chip used for profiling the lymphomas. Their joint expression was condensed using a standard additive model fitted by Tuckey’s median polish procedure. The primary data are available from GEO (http://www.ncbi.nlm.nih.gov/geo/) under series accession no. GSEXX, GSEXX, GSEXX, GSEXX. Raw data for gene expression changes for LPS stimulated BL2 cells have been used previously but not described in experimental details [14].

1. Vockerodt M, Pinkert D, Smola-Hess S, Michels A, Ransohoff RM, Tesch H, Kube D: **The Epstein-Barr virus oncoprotein latent membrane protein 1 induces expression of the chemokine IP-10: importance of mRNA half-life regulation.** *Int J Cancer* 2005, **114:**598-605.

2. Kutz H, Reisbach G, Schultheiss U, Kieser A: **The c-Jun N-terminal kinase pathway is critical for cell transformation by the latent membrane protein 1 of Epstein-Barr virus.** *Virology* 2008, **371:**246-256.

3. Ear T, Fortin CF, Simard FA, McDonald PP: **Constitutive association of TGF-beta-activated kinase 1 with the IkappaB kinase complex in the nucleus and cytoplasm of human neutrophils and its impact on downstream processes.** *J Immunol* 2010, **184:**3897-3906.

4. de Jong SJ, Albrecht JC, Schmidt M, Muller-Fleckenstein I, Biesinger B: **Activation of noncanonical NF-kappaB signaling by the oncoprotein Tio.** *J Biol Chem* 2010, **285:**16495-16503.

5. Adachi S, Kuwata T, Miyaike M, Iwata M: **Induction of CCR7 expression in thymocytes requires both ERK signal and Ca(2+) signal.** *Biochem Biophys Res Commun* 2001, **288:**1188-1193.

6. Uddin S, Hussain AR, Siraj AK, Manogaran PS, Al-Jomah NA, Moorji A, Atizado V, Al-Dayel F, Belgaumi A, El-Solh H, et al: **Role of phosphatidylinositol 3'-kinase/AKT pathway in diffuse large B-cell lymphoma survival.** *Blood* 2006, **108:**4178-4186.

7. Stork B, Engelke M, Frey J, Horejsi V, Hamm-Baarke A, Schraven B, Kurosaki T, Wienands J: **Grb2 and the non-T cell activation linker NTAL constitute a Ca(2+)-regulating signal circuit in B lymphocytes.** *Immunity* 2004, **21:**681-691.

8. Kieser A, Kilger E, Gires O, Ueffing M, Kolch W, Hammerschmidt W: **Epstein-Barr virus latent membrane protein-1 triggers AP-1 activity via the c-Jun N-terminal kinase cascade.** *EMBO J* 1997, **16:**6478-6485.

9. Smyth GK, Michaud J, Scott HS: **Use of within-array replicate spots for assessing differential expression in microarray experiments.** *Bioinformatics* 2005, **21:**2067-2075.

10. Benjamini Y, Hochberg Y: **Controlling the false discovery rate: a practical and powerful approach to multiple testing.** *J R Statist Soc B* 1995, **57:**289-300.

11. Lottaz C, Yang X, Scheid S, Spang R: **OrderedList--a bioconductor package for detecting similarity in ordered gene lists.** *Bioinformatics* 2006, **22:**2315-2316.

12. Dave SS, Fu K, Wright GW, Lam LT, Kluin P, Boerma EJ, Greiner TC, Weisenburger DD, Rosenwald A, Ott G, et al: **Molecular diagnosis of Burkitt's lymphoma.** *N Engl J Med* 2006, **354:**2431-2442.

13. Hummel M, Bentink S, Berger H, Klapper W, Wessendorf S, Barth TF, Bernd HW, Cogliatti SB, Dierlamm J, Feller AC, et al: **A biologic definition of Burkitt's lymphoma from transcriptional and genomic profiling.** *N Engl J Med* 2006, **354:**2419-2430.

14. Maneck M, Schrader A, Kube D, Spang R: **Genomic data integration using guided clustering.** *Bioinformatics* 2011.

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 7 — Figure S1. Global gene expression changes of CD40L stimulation are highly comparable in distinct Burkitt Lymphoma cell lines (Ramos and BL2).

**Supplementary Figure 1: Global gene expression changes of CD40L stimulation are highly comparable in distinct Burkitt Lymphoma cell lines (Ramos and BL2).** Geneset Enrichment Analyses were utilized to investigate the similarities of the CD40L effects on gene expression profiles of Ramos and BL2 cells. We found that the CD40L affected genes identified by Basso et al. in the BL cell line Ramos (geneset size 121 genes) are highly enriched in the CD40L responsive genes identified in our BL2 cell system. This is visualized by the sharp increase of the Enrichment Score in high positions of the ranked list of genes (highlighted in magenta).

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 8 — Supplemental 1. A selection of microarray data providing insight into gene expression changes affected by CD40L, B cell receptor activation, for BAFF, LPS or IL21.

A selection of microarray data providing insight into gene expression changes affected by CD40L, B cell receptor activation, for BAFF, LPS or IL21.

1. Basso K, Klein U, Niu H, Stolovitzky GA, Tu Y, Califano A *et al.* Tracking CD40 signaling during germinal center development. *Blood* 2004; **104**(13)**:** 4088-96.

2. Dadgostar H, Zarnegar B, Hoffmann A, Qin XF, Truong U, Rao G *et al.* Cooperation of multiple signaling pathways in CD40-regulated gene expression in B lymphocytes. *Proc Natl Acad Sci U S A* 2002; **99**(3)**:** 1497-502.

3. Zhu X, Hart R, Chang MS, Kim JW, Lee SY, Cao YA *et al.* Analysis of the major patterns of B cell gene expression changes in response to short-term stimulation with 33 single ligands. *J Immunol* 2004; **173**(12)**:** 7141-9.

4. Schuh W, Meister S, Herrmann K, Bradl H, Jack HM. Transcriptome analysis in primary B lymphoid precursors following induction of the pre-B cell receptor. *Mol Immunol* 2008; **45**(2)**:** 362-75.

5. Aflakian N, Ravichandran S, Jamal MS, Jarvenpaa H, Lahesmaa R, Rao KV. Integration of signals from the B-cell antigen receptor and the IL-4 receptor leads to a cooperative shift in the cellular response axis. *Mol Biosyst* 2009; **5**(12)**:** 1661-71.

6. Jamal MS, Ravichandran S, Jailkhani N, Chatterjee S, Dua R, Rao KV. Defining the antigen receptor-dependent regulatory network that induces arrest of cycling immature B-lymphocytes. *BMC Syst Biol* 2010; **4:** 169.

7. Natarajan M, Lin KM, Hsueh RC, Sternweis PC, Ranganathan R. A global analysis of cross-talk in a mammalian cellular signalling network. *Nat Cell Biol* 2006; **8**(6)**:** 571-80.

8. Jain S, Chodisetti SB, Agrewala JN. CD40 signaling synergizes with TLR-2 in the BCR independent activation of resting B cells. *PLoS One* 2011; **6**(6)**:** e20651.

9. Gricks CS, Zahrieh D, Zauls AJ, Gorgun G, Drandi D, Mauerer K *et al.* Differential regulation of gene expression following CD40 activation of leukemic compared to healthy B cells. *Blood* 2004; **104**(13)**:** 4002-9.

10. Sarosiek KA, Malumbres R, Nechushtan H, Gentles AJ, Avisar E, Lossos IS. Novel IL-21 signaling pathway up-regulates c-Myc and induces apoptosis of diffuse large B-cell lymphomas. *Blood* 2010; **115**(3)**:** 570-80.

11. Tai YT, Li XF, Breitkreutz I, Song W, Neri P, Catley L *et al.* Role of B-cell-activating factor in adhesion and growth of human multiple myeloma cells in the bone marrow microenvironment. *Cancer Res* 2006; **66**(13)**:** 6675-82.

12. Zarnegar B, He JQ, Oganesyan G, Hoffmann A, Baltimore D, Cheng G. Unique CD40-mediated biological program in B cell activation requires both type 1 and type 2 NF-kappaB activation pathways. *Proc Natl Acad Sci U S A* 2004; **101**(21)**:** 8108-13.

13. Lee JA, Sinkovits RS, Mock D, Rab EL, Cai J, Yang P *et al.* Components of the antigen processing and presentation pathway revealed by gene expression microarray analysis following B cell antigen receptor (BCR) stimulation. *BMC Bioinformatics* 2006; **7:** 237.

14. Murn J, Mlinaric-Rascan I, Vaigot P, Alibert O, Frouin V, Gidrol X. A Myc-regulated transcriptional network controls B-cell fate in response to BCR triggering. *BMC Genomics* 2009; **10:** 323.

15. Shaffer AL, Wright G, Yang L, Powell J, Ngo V, Lamy L *et al.* A library of gene expression signatures to illuminate normal and pathological lymphoid biology. *Immunol Rev* 2006; **210:** 67-85.

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 265 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 245 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.1 and downreg means downregulated in group BAFF\_regulated.1

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 228 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.1 and downreg means downregulated in group BAFF\_regulated.1

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 239 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.1 and downreg means downregulated in group BAFF\_regulated.1

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 144
- Down regulated probes with KEGG annotations in above list: 2
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 03040 | Spliceosome | 7e-09 | 19 | 1 | 0 | 203 |
| 00230 | Purine metabolism | 8e-08 | 18 | 1 | 0 | 211 |
| 03430 | Mismatch repair | 4e-05 | 6 | 1 | 0 | 35 |
| 00670 | One carbon pool by folate | 1e-04 | 5 | 1 | 0 | 27 |
| 03018 | RNA degradation | 2e-04 | 8 | 1 | 0 | 82 |
| 00240 | Pyrimidine metabolism | 2e-04 | 9 | 1 | 0 | 107 |
| 00790 | Folate biosynthesis | 2e-04 | 4 | 1 | 0 | 16 |
| 03020 | RNA polymerase | 3e-04 | 5 | 1 | 0 | 31 |
| 00290 | Valine, leucine and isoleucine biosynthesis | 0.003 | 3 | 1 | 0 | 16 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 123 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 108 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.2 and downreg means downregulated in group BAFF\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0004872 | receptor activity | 1.000 | 0 | 0.010 | 18 | 1046 |
| GO:0005198 | structural molecule activity | 1.000 | 0 | 0.009 | 11 | 507 |
| GO:0004930 | G-protein coupled receptor activity | 1.000 | 0 | 0.008 | 9 | 364 |
| GO:0005200 | structural constituent of cytoskeleton | 1.000 | 0 | 0.005 | 4 | 72 |
| GO:0015280 | amiloride-sensitive sodium channel activity | 1.000 | 0 | 0.002 | 2 | 8 |
| GO:0008083 | growth factor activity | 1.000 | 0 | 0.002 | 6 | 139 |
| GO:0004888 | transmembrane receptor activity | 1.000 | 0 | 0.001 | 16 | 729 |
| GO:0004871 | signal transducer activity | 1.000 | 0 | 7e-04 | 26 | 1416 |
| GO:0060089 | molecular transducer activity | 1.000 | 0 | 7e-04 | 26 | 1416 |

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 104 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.2 and downreg means downregulated in group BAFF\_regulated.2

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 107 of these are in the above list
- upreg means upregulated in group BAFF\_regulated.2 and downreg means downregulated in group BAFF\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0044459 | plasma membrane part | 1.000 | 0 | 0.008 | 25 | 1724 |
| GO:0032589 | neuron projection membrane | 1.000 | 0 | 0.005 | 2 | 12 |
| GO:0044463 | cell projection part | 1.000 | 0 | 0.004 | 8 | 283 |
| GO:0030863 | cortical cytoskeleton | 1.000 | 0 | 0.004 | 3 | 35 |
| GO:0030424 | axon | 1.000 | 0 | 0.003 | 6 | 156 |
| GO:0005886 | plasma membrane | 1.000 | 0 | 1e-04 | 41 | 2680 |

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 3
- Down regulated probes with KEGG annotations in above list: 84
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 04142 | Lysosome | 2e-05 | 3 | 1.000 | 0 | 212 |
| 04010 | MAPK signaling pathway | 1 | 0 | 6e-04 | 14 | 474 |
| 04060 | Cytokine-cytokine receptor interaction | 1 | 0 | 0.003 | 11 | 374 |
| 04512 | ECM-receptor interaction | 1 | 0 | 0.003 | 7 | 177 |
| 04530 | Tight junction | 1 | 0 | 0.003 | 8 | 218 |
| 04742 | Taste transduction | 1 | 0 | 0.003 | 4 | 52 |
| 04950 | Maturity onset diabetes of the young | 1 | 0 | 0.009 | 3 | 39 |
| 04960 | Aldosterone-regulated sodium reabsorption | 1 | 0 | 0.007 | 4 | 69 |
| 05211 | Renal cell carcinoma | 1 | 0 | 2e-04 | 8 | 142 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 303 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 272 of these are in the above list
- upreg means upregulated in group BCR\_regulated.1 and downreg means downregulated in group BCR\_regulated.1

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 259 of these are in the above list
- upreg means upregulated in group BCR\_regulated.1 and downreg means downregulated in group BCR\_regulated.1

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 268 of these are in the above list
- upreg means upregulated in group BCR\_regulated.1 and downreg means downregulated in group BCR\_regulated.1

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 1
- Down regulated probes with KEGG annotations in above list: 165
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 00010 | Glycolysis / Gluconeogenesis | 1 | 0 | 0.005 | 7 | 95 |
| 00020 | Citrate cycle (TCA cycle) | 1 | 0 | 1e-03 | 6 | 53 |
| 00062 | Fatty acid elongation in mitochondria | 1 | 0 | 6e-09 | 7 | 14 |
| 00071 | Fatty acid metabolism | 1 | 0 | 3e-07 | 11 | 71 |
| 00240 | Pyrimidine metabolism | 1 | 0 | 0.009 | 7 | 107 |
| 00280 | Valine, leucine and isoleucine degradation | 1 | 0 | 1e-03 | 7 | 73 |
| 00290 | Valine, leucine and isoleucine biosynthesis | 1 | 0 | 3e-04 | 4 | 16 |
| 00300 | Lysine biosynthesis | 1 | 0 | 0.003 | 2 | 4 |
| 00310 | Lysine degradation | 1 | 0 | 6e-08 | 11 | 61 |
| 00380 | Tryptophan metabolism | 1 | 0 | 5e-06 | 9 | 60 |
| 00410 | beta-Alanine metabolism | 1 | 0 | 0.007 | 4 | 36 |
| 00620 | Pyruvate metabolism | 1 | 0 | 0.008 | 5 | 57 |
| 00640 | Propanoate metabolism | 1 | 0 | 0.005 | 5 | 51 |
| 00650 | Butanoate metabolism | 1 | 0 | 3e-07 | 9 | 44 |
| 00770 | Pantothenate and CoA biosynthesis | 1 | 0 | 0.008 | 3 | 19 |
| 00903 | Limonene and pinene degradation | 1 | 0 | 3e-04 | 4 | 16 |
| 00970 | Aminoacyl-tRNA biosynthesis | 1 | 0 | 0.003 | 5 | 44 |
| 01040 | Biosynthesis of unsaturated fatty acids | 1 | 0 | 0.007 | 4 | 36 |
| 03030 | DNA replication | 1 | 0 | 5e-11 | 13 | 52 |
| 03410 | Base excision repair | 1 | 0 | 4e-06 | 8 | 44 |
| 03420 | Nucleotide excision repair | 1 | 0 | 2e-04 | 7 | 58 |
| 03430 | Mismatch repair | 1 | 0 | 6e-07 | 8 | 35 |
| 03440 | Homologous recombination | 1 | 0 | 0.002 | 5 | 43 |
| 04110 | Cell cycle | 1 | 0 | 4e-12 | 26 | 234 |
| 04114 | Oocyte meiosis | 1 | 0 | 3e-04 | 13 | 196 |
| 04120 | Ubiquitin mediated proteolysis | 1 | 0 | 2e-04 | 15 | 235 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 296 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 265 of these are in the above list
- upreg means upregulated in group BCR\_regulated.2 and downreg means downregulated in group BCR\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0000166 | nucleotide binding | 4e-07 | 75 | 1.00 | 0 | 1776 |
| GO:0003924 | GTPase activity | 6e-07 | 17 | 1.00 | 0 | 167 |
| GO:0004812 | aminoacyl-tRNA ligase activity | 2e-06 | 8 | 1.00 | 0 | 36 |
| GO:0016875 | ligase activity, forming carbon-oxygen bonds | 2e-06 | 8 | 1.00 | 0 | 36 |
| GO:0016876 | ligase activity, forming aminoacyl-tRNA and related compounds | 2e-06 | 8 | 1.00 | 0 | 36 |
| GO:0032553 | ribonucleotide binding | 1e-05 | 61 | 1.00 | 0 | 1460 |
| GO:0032555 | purine ribonucleotide binding | 1e-05 | 61 | 1.00 | 0 | 1460 |
| GO:0017076 | purine nucleotide binding | 1e-05 | 63 | 1.00 | 0 | 1528 |
| GO:0005525 | GTP binding | 1e-05 | 20 | 1.00 | 0 | 277 |
| GO:0019001 | guanyl nucleotide binding | 2e-05 | 20 | 1.00 | 0 | 289 |
| GO:0032561 | guanyl ribonucleotide binding | 2e-05 | 20 | 1.00 | 0 | 289 |
| GO:0016874 | ligase activity | 1e-04 | 20 | 1.00 | 0 | 325 |
| GO:0005515 | protein binding | 1e-04 | 188 | 0.60 | 1 | 6561 |
| GO:0017111 | nucleoside-triphosphatase activity | 2e-04 | 29 | 1.00 | 0 | 584 |
| GO:0016462 | pyrophosphatase activity | 4e-04 | 29 | 1.00 | 0 | 608 |
| GO:0016818 | hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides | 4e-04 | 29 | 1.00 | 0 | 611 |
| GO:0016817 | hydrolase activity, acting on acid anhydrides | 4e-04 | 29 | 1.00 | 0 | 613 |
| GO:0004906 | interferon-gamma receptor activity | 6e-04 | 2 | 1.00 | 0 | 2 |
| GO:0005488 | binding | 0.001 | 239 | 0.84 | 1 | 9129 |
| GO:0008135 | translation factor activity, nucleic acid binding | 0.001 | 7 | 1.00 | 0 | 69 |
| GO:0004067 | asparaginase activity | 0.002 | 2 | 1.00 | 0 | 3 |
| GO:0004828 | serine-tRNA ligase activity | 0.002 | 2 | 1.00 | 0 | 3 |
| GO:0019964 | interferon-gamma binding | 0.002 | 2 | 1.00 | 0 | 3 |
| GO:0004563 | beta-N-acetylhexosaminidase activity | 0.003 | 2 | 1.00 | 0 | 4 |
| GO:0003743 | translation initiation factor activity | 0.004 | 5 | 1.00 | 0 | 44 |
| GO:0030170 | pyridoxal phosphate binding | 0.004 | 5 | 1.00 | 0 | 44 |
| GO:0070279 | vitamin B6 binding | 0.004 | 5 | 1.00 | 0 | 44 |
| GO:0019829 | cation-transporting ATPase activity | 0.004 | 4 | 1.00 | 0 | 28 |
| GO:0004904 | interferon receptor activity | 0.006 | 2 | 1.00 | 0 | 5 |
| GO:0019238 | cyclohydrolase activity | 0.006 | 2 | 1.00 | 0 | 5 |
| GO:0015175 | neutral amino acid transmembrane transporter activity | 0.006 | 3 | 1.00 | 0 | 16 |
| GO:0046961 | proton-transporting ATPase activity, rotational mechanism | 0.006 | 3 | 1.00 | 0 | 16 |
| GO:0004843 | ubiquitin-specific protease activity | 0.006 | 4 | 1.00 | 0 | 31 |
| GO:0046982 | protein heterodimerization activity | 0.006 | 11 | 1.00 | 0 | 189 |
| GO:0046983 | protein dimerization activity | 0.007 | 22 | 1.00 | 0 | 515 |
| GO:0019783 | small conjugating protein-specific protease activity | 0.008 | 4 | 1.00 | 0 | 33 |
| GO:0004372 | glycine hydroxymethyltransferase activity | 0.008 | 2 | 1.00 | 0 | 6 |
| GO:0016308 | 1-phosphatidylinositol-4-phosphate 5-kinase activity | 0.008 | 2 | 1.00 | 0 | 6 |
| GO:0019961 | interferon binding | 0.008 | 2 | 1.00 | 0 | 6 |
| GO:0031996 | thioesterase binding | 0.008 | 2 | 1.00 | 0 | 6 |
| GO:0051787 | misfolded protein binding | 0.008 | 2 | 1.00 | 0 | 6 |
| GO:0001883 | purine nucleoside binding | 0.009 | 45 | 1.00 | 0 | 1301 |
| GO:0001882 | nucleoside binding | 0.010 | 45 | 1.00 | 0 | 1311 |

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 254 of these are in the above list
- upreg means upregulated in group BCR\_regulated.2 and downreg means downregulated in group BCR\_regulated.2

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 275 of these are in the above list
- upreg means upregulated in group BCR\_regulated.2 and downreg means downregulated in group BCR\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0005773 | vacuole | 1e-05 | 18 | 1.000 | 0 | 229 |
| GO:0043231 | intracellular membrane-bounded organelle | 3e-05 | 186 | 0.560 | 1 | 6261 |
| GO:0043227 | membrane-bounded organelle | 3e-05 | 186 | 0.561 | 1 | 6268 |
| GO:0010008 | endosome membrane | 5e-05 | 14 | 1.000 | 0 | 163 |
| GO:0044440 | endosomal part | 5e-05 | 14 | 1.000 | 0 | 163 |
| GO:0005622 | intracellular | 8e-05 | 231 | 0.748 | 1 | 8358 |
| GO:0000323 | lytic vacuole | 8e-05 | 15 | 1.000 | 0 | 193 |
| GO:0005764 | lysosome | 8e-05 | 15 | 1.000 | 0 | 193 |
| GO:0044424 | intracellular part | 1e-04 | 226 | 0.730 | 1 | 8157 |
| GO:0005768 | endosome | 3e-04 | 19 | 1.000 | 0 | 313 |
| GO:0042470 | melanosome | 3e-04 | 9 | 1.000 | 0 | 89 |
| GO:0048770 | pigment granule | 3e-04 | 9 | 1.000 | 0 | 89 |
| GO:0005737 | cytoplasm | 5e-04 | 174 | 0.536 | 1 | 5993 |
| GO:0005774 | vacuolar membrane | 6e-04 | 9 | 1.000 | 0 | 96 |
| GO:0044437 | vacuolar part | 8e-04 | 9 | 1.000 | 0 | 100 |
| GO:0005770 | late endosome | 9e-04 | 8 | 1.000 | 0 | 82 |
| GO:0044444 | cytoplasmic part | 0.001 | 125 | 1.000 | 0 | 4110 |
| GO:0005850 | eukaryotic translation initiation factor 2 complex | 0.002 | 2 | 1.000 | 0 | 3 |
| GO:0031982 | vesicle | 0.002 | 27 | 1.000 | 0 | 616 |
| GO:0031410 | cytoplasmic vesicle | 0.002 | 26 | 1.000 | 0 | 586 |
| GO:0042588 | zymogen granule | 0.003 | 3 | 1.000 | 0 | 12 |
| GO:0043229 | intracellular organelle | 0.003 | 192 | 0.620 | 1 | 6933 |
| GO:0043226 | organelle | 0.003 | 192 | 0.621 | 1 | 6947 |
| GO:0031902 | late endosome membrane | 0.003 | 5 | 1.000 | 0 | 42 |
| GO:0005681 | spliceosomal complex | 0.007 | 8 | 1.000 | 0 | 113 |
| GO:0005765 | lysosomal membrane | 0.007 | 6 | 1.000 | 0 | 70 |
| GO:0030530 | heterogeneous nuclear ribonucleoprotein complex | 0.008 | 3 | 1.000 | 0 | 17 |

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 222
- Down regulated probes with KEGG annotations in above list: 0
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 00970 | Aminoacyl-tRNA biosynthesis | 2e-10 | 13 | 1 | 0 | 44 |
| 04142 | Lysosome | 2e-07 | 22 | 1 | 0 | 212 |
| 04145 | Phagosome | 1e-06 | 24 | 1 | 0 | 272 |
| 00670 | One carbon pool by folate | 9e-06 | 7 | 1 | 0 | 27 |
| 00511 | Other glycan degradation | 1e-05 | 6 | 1 | 0 | 19 |
| 04966 | Collecting duct acid secretion | 8e-05 | 7 | 1 | 0 | 37 |
| 05120 | Epithelial cell signaling in Helicobacter pylori infection | 2e-04 | 12 | 1 | 0 | 121 |
| 04144 | Endocytosis | 4e-04 | 23 | 1 | 0 | 365 |
| 04710 | Circadian rhythm - mammal | 7e-04 | 6 | 1 | 0 | 38 |
| 00750 | Vitamin B6 metabolism | 8e-04 | 3 | 1 | 0 | 7 |
| 04141 | Protein processing in endoplasmic reticulum | 8e-04 | 18 | 1 | 0 | 268 |
| 05130 | Pathogenic Escherichia coli infection | 0.001 | 10 | 1 | 0 | 107 |
| 04340 | Hedgehog signaling pathway | 0.001 | 8 | 1 | 0 | 74 |
| 04120 | Ubiquitin mediated proteolysis | 0.001 | 16 | 1 | 0 | 235 |
| 00900 | Terpenoid backbone biosynthesis | 0.003 | 4 | 1 | 0 | 21 |
| 03040 | Spliceosome | 0.006 | 13 | 1 | 0 | 203 |
| 04612 | Antigen processing and presentation | 0.008 | 10 | 1 | 0 | 141 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 297 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 249 of these are in the above list
- upreg means upregulated in group CD40\_regulated.1 and downreg means downregulated in group CD40\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0003723 | RNA binding | 4e-10 | 38 | 1.000 | 0 | 574 |
| GO:0000166 | nucleotide binding | 9e-09 | 73 | 0.454 | 3 | 1776 |
| GO:0017076 | purine nucleotide binding | 7e-06 | 58 | 0.354 | 3 | 1528 |
| GO:0032393 | MHC class I receptor activity | 8e-06 | 5 | 0.019 | 1 | 14 |
| GO:0030554 | adenyl nucleotide binding | 3e-05 | 49 | 0.536 | 2 | 1268 |
| GO:0032553 | ribonucleotide binding | 3e-05 | 54 | 0.327 | 3 | 1460 |
| GO:0032555 | purine ribonucleotide binding | 3e-05 | 54 | 0.327 | 3 | 1460 |
| GO:0001883 | purine nucleoside binding | 6e-05 | 49 | 0.551 | 2 | 1301 |
| GO:0001882 | nucleoside binding | 7e-05 | 49 | 0.555 | 2 | 1311 |
| GO:0005524 | ATP binding | 1e-04 | 45 | 0.497 | 2 | 1183 |
| GO:0032559 | adenyl ribonucleotide binding | 1e-04 | 45 | 0.506 | 2 | 1202 |
| GO:0008026 | ATP-dependent helicase activity | 4e-04 | 8 | 1.000 | 0 | 84 |
| GO:0070035 | purine NTP-dependent helicase activity | 4e-04 | 8 | 1.000 | 0 | 84 |
| GO:0017111 | nucleoside-triphosphatase activity | 8e-04 | 25 | 0.191 | 2 | 584 |
| GO:0004386 | helicase activity | 9e-04 | 9 | 1.000 | 0 | 116 |
| GO:0004812 | aminoacyl-tRNA ligase activity | 1e-03 | 5 | 1.000 | 0 | 36 |
| GO:0016875 | ligase activity, forming carbon-oxygen bonds | 1e-03 | 5 | 1.000 | 0 | 36 |
| GO:0016876 | ligase activity, forming aminoacyl-tRNA and related compounds | 1e-03 | 5 | 1.000 | 0 | 36 |
| GO:0003676 | nucleic acid binding | 0.001 | 64 | 0.810 | 2 | 2069 |
| GO:0008094 | DNA-dependent ATPase activity | 0.001 | 6 | 1.000 | 0 | 55 |
| GO:0016887 | ATPase activity | 0.001 | 15 | 0.328 | 1 | 284 |
| GO:0016462 | pyrophosphatase activity | 0.001 | 25 | 0.203 | 2 | 608 |
| GO:0016818 | hydrolase activity, acting on acid anhydrides, in phosphorus-containing anhydrides | 0.001 | 25 | 0.205 | 2 | 611 |
| GO:0016817 | hydrolase activity, acting on acid anhydrides | 0.002 | 25 | 0.206 | 2 | 613 |
| GO:0008320 | protein transmembrane transporter activity | 0.002 | 3 | 1.000 | 0 | 13 |
| GO:0022884 | macromolecule transmembrane transporter activity | 0.002 | 3 | 1.000 | 0 | 13 |
| GO:0016889 | endodeoxyribonuclease activity, producing 3'-phosphomonoesters | 0.003 | 2 | 1.000 | 0 | 4 |
| GO:0000049 | tRNA binding | 0.004 | 3 | 1.000 | 0 | 15 |
| GO:0004518 | nuclease activity | 0.004 | 8 | 1.000 | 0 | 119 |
| GO:0042623 | ATPase activity, coupled | 0.004 | 12 | 0.277 | 1 | 232 |
| GO:0046934 | phosphatidylinositol-4,5-bisphosphate 3-kinase activity | 0.004 | 2 | 1.000 | 0 | 5 |
| GO:0048256 | flap endonuclease activity | 0.004 | 2 | 1.000 | 0 | 5 |
| GO:0003730 | mRNA 3'-UTR binding | 0.004 | 3 | 1.000 | 0 | 16 |
| GO:0016874 | ligase activity | 0.005 | 15 | 1.000 | 0 | 325 |
| GO:0004519 | endonuclease activity | 0.005 | 6 | 1.000 | 0 | 73 |
| GO:0008409 | 5'-3' exonuclease activity | 0.007 | 2 | 1.000 | 0 | 6 |
| GO:0004520 | endodeoxyribonuclease activity | 0.009 | 3 | 1.000 | 0 | 20 |
| GO:0003678 | DNA helicase activity | 0.010 | 4 | 1.000 | 0 | 39 |
| GO:0022891 | substrate-specific transmembrane transporter activity | 0.998 | 5 | 0.009 | 4 | 629 |
| GO:0004871 | signal transducer activity | 1.000 | 9 | 0.008 | 6 | 1416 |
| GO:0060089 | molecular transducer activity | 1.000 | 9 | 0.008 | 6 | 1416 |
| GO:0015267 | channel activity | 1.000 | 0 | 0.008 | 3 | 308 |
| GO:0022803 | passive transmembrane transporter activity | 1.000 | 0 | 0.008 | 3 | 308 |
| GO:0022838 | substrate-specific channel activity | 1.000 | 0 | 0.007 | 3 | 295 |
| GO:0005216 | ion channel activity | 1.000 | 0 | 0.006 | 3 | 285 |
| GO:0015075 | ion transmembrane transporter activity | 1.000 | 1 | 0.006 | 4 | 546 |

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 240 of these are in the above list
- upreg means upregulated in group CD40\_regulated.1 and downreg means downregulated in group CD40\_regulated.1

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 261 of these are in the above list
- upreg means upregulated in group CD40\_regulated.1 and downreg means downregulated in group CD40\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0070013 | intracellular organelle lumen | 3e-12 | 76 | 1.000 | 0 | 1555 |
| GO:0043231 | intracellular membrane-bounded organelle | 5e-12 | 189 | 0.979 | 5 | 6261 |
| GO:0043227 | membrane-bounded organelle | 6e-12 | 189 | 0.979 | 5 | 6268 |
| GO:0031974 | membrane-enclosed lumen | 1e-11 | 77 | 1.000 | 0 | 1622 |
| GO:0043233 | organelle lumen | 1e-11 | 76 | 1.000 | 0 | 1591 |
| GO:0005622 | intracellular | 2e-09 | 221 | 1.000 | 5 | 8358 |
| GO:0005730 | nucleolus | 4e-09 | 38 | 1.000 | 0 | 604 |
| GO:0044428 | nuclear part | 4e-09 | 71 | 1.000 | 0 | 1625 |
| GO:0031981 | nuclear lumen | 7e-09 | 60 | 1.000 | 0 | 1280 |
| GO:0044424 | intracellular part | 2e-08 | 215 | 1.000 | 5 | 8157 |
| GO:0043229 | intracellular organelle | 4e-08 | 192 | 0.994 | 5 | 6933 |
| GO:0043226 | organelle | 5e-08 | 192 | 0.994 | 5 | 6947 |
| GO:0005634 | nucleus | 2e-07 | 124 | 0.985 | 2 | 3864 |
| GO:0044446 | intracellular organelle part | 6e-07 | 124 | 0.999 | 1 | 3939 |
| GO:0044422 | organelle part | 7e-07 | 125 | 0.999 | 1 | 3992 |
| GO:0044429 | mitochondrial part | 2e-06 | 28 | 1.000 | 0 | 479 |
| GO:0005739 | mitochondrion | 4e-06 | 43 | 0.739 | 1 | 956 |
| GO:0016607 | nuclear speck | 1e-05 | 11 | 1.000 | 0 | 99 |
| GO:0042611 | MHC protein complex | 2e-05 | 6 | 1.000 | 0 | 26 |
| GO:0042612 | MHC class I protein complex | 2e-05 | 5 | 1.000 | 0 | 17 |
| GO:0030529 | ribonucleoprotein complex | 3e-05 | 23 | 1.000 | 0 | 409 |
| GO:0005759 | mitochondrial matrix | 7e-05 | 14 | 1.000 | 0 | 188 |
| GO:0031980 | mitochondrial lumen | 7e-05 | 14 | 1.000 | 0 | 188 |
| GO:0005737 | cytoplasm | 2e-04 | 160 | 0.998 | 3 | 5993 |
| GO:0016604 | nuclear body | 4e-04 | 12 | 1.000 | 0 | 173 |
| GO:0032991 | macromolecular complex | 7e-04 | 79 | 0.893 | 2 | 2584 |
| GO:0005681 | spliceosomal complex | 9e-04 | 9 | 1.000 | 0 | 113 |
| GO:0031967 | organelle envelope | 0.001 | 23 | 1.000 | 0 | 529 |
| GO:0000315 | organellar large ribosomal subunit | 0.002 | 3 | 1.000 | 0 | 11 |
| GO:0005762 | mitochondrial large ribosomal subunit | 0.002 | 3 | 1.000 | 0 | 11 |
| GO:0031966 | mitochondrial membrane | 0.002 | 16 | 1.000 | 0 | 317 |
| GO:0031975 | envelope | 0.002 | 23 | 1.000 | 0 | 539 |
| GO:0000502 | proteasome complex | 0.002 | 6 | 1.000 | 0 | 59 |
| GO:0005654 | nucleoplasm | 0.002 | 31 | 1.000 | 0 | 821 |
| GO:0005740 | mitochondrial envelope | 0.003 | 16 | 1.000 | 0 | 337 |
| GO:0044444 | cytoplasmic part | 0.004 | 111 | 0.953 | 3 | 4110 |
| GO:0000145 | exocyst | 0.005 | 2 | 1.000 | 0 | 5 |
| GO:0000313 | organellar ribosome | 0.005 | 4 | 1.000 | 0 | 32 |
| GO:0005761 | mitochondrial ribosome | 0.005 | 4 | 1.000 | 0 | 32 |
| GO:0031901 | early endosome membrane | 0.006 | 4 | 1.000 | 0 | 33 |
| GO:0030530 | heterogeneous nuclear ribonucleoprotein complex | 0.006 | 3 | 1.000 | 0 | 17 |
| GO:0044455 | mitochondrial membrane part | 0.007 | 7 | 1.000 | 0 | 101 |
| GO:0044464 | cell part | 0.007 | 238 | 0.913 | 13 | 10383 |
| GO:0005623 | cell | 0.007 | 238 | 0.914 | 13 | 10384 |
| GO:0043228 | non-membrane-bounded organelle | 0.010 | 61 | 1.000 | 0 | 2087 |
| GO:0043232 | intracellular non-membrane-bounded organelle | 0.010 | 61 | 1.000 | 0 | 2087 |

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 189
- Down regulated probes with KEGG annotations in above list: 15
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 04612 | Antigen processing and presentation | <2e-16 | 27 | 1.000 | 0 | 141 |
| 05330 | Allograft rejection | 1e-12 | 17 | 1.000 | 0 | 73 |
| 05332 | Graft-versus-host disease | 3e-12 | 17 | 1.000 | 0 | 76 |
| 03040 | Spliceosome | 2e-11 | 25 | 1.000 | 0 | 203 |
| 04940 | Type I diabetes mellitus | 4e-11 | 17 | 1.000 | 0 | 89 |
| 05320 | Autoimmune thyroid disease | 4e-11 | 17 | 1.000 | 0 | 89 |
| 05416 | Viral myocarditis | 4e-11 | 21 | 1.000 | 0 | 144 |
| 04650 | Natural killer cell mediated cytotoxicity | 7e-10 | 24 | 1.000 | 0 | 218 |
| 03050 | Proteasome | 3e-06 | 10 | 1.000 | 0 | 64 |
| 04514 | Cell adhesion molecules (CAMs) | 8e-06 | 19 | 1.000 | 0 | 241 |
| 04145 | Phagosome | 1e-05 | 20 | 1.000 | 0 | 272 |
| 03440 | Homologous recombination | 8e-05 | 7 | 1.000 | 0 | 43 |
| 04150 | mTOR signaling pathway | 8e-05 | 10 | 1.000 | 0 | 91 |
| 00970 | Aminoacyl-tRNA biosynthesis | 9e-05 | 7 | 1.000 | 0 | 44 |
| 04144 | Endocytosis | 1e-04 | 22 | 1.000 | 0 | 365 |
| 00240 | Pyrimidine metabolism | 0.001 | 9 | 1.000 | 0 | 107 |
| 04662 | B cell receptor signaling pathway | 0.001 | 10 | 1.000 | 0 | 130 |
| 04910 | Insulin signaling pathway | 0.003 | 14 | 1.000 | 0 | 243 |
| 04370 | VEGF signaling pathway | 0.006 | 9 | 1.000 | 0 | 132 |
| 04210 | Apoptosis | 0.007 | 10 | 1.000 | 0 | 163 |
| 03030 | DNA replication | 0.009 | 5 | 1.000 | 0 | 52 |
| 02010 | ABC transporters | 1.000 | 0 | 0.006 | 2 | 60 |
| 04080 | Neuroactive ligand-receptor interaction | 1.000 | 0 | 6e-05 | 6 | 388 |
| 04060 | Cytokine-cytokine receptor interaction | 1.000 | 1 | 0.005 | 4 | 374 |
| 04360 | Axon guidance | 0.609 | 5 | 0.008 | 3 | 211 |
| 04630 | Jak-STAT signaling pathway | 0.267 | 8 | 0.001 | 4 | 245 |
| 04960 | Aldosterone-regulated sodium reabsorption | 0.093 | 4 | 0.008 | 2 | 69 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 32 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- no worthwhile MF annotations found

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- of these are in the above list
- upreg means upregulated in group CD40\_regulated.2 and downreg means downregulated in group CD40\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0006813 | potassium ion transport | 0.003 | 3 | 1 | 0 | 111 |
| GO:0007588 | excretion | 0.008 | 2 | 1 | 0 | 54 |

### Cellular Component

- no worthwhile CC annotations found

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 5
- Down regulated probes with KEGG annotations in above list: 0
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 02010 | ABC transporters | 6e-04 | 2 | 1 | 0 | 60 |
| 04146 | Peroxisome | 0.002 | 2 | 1 | 0 | 113 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 149 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- Entrez Gene IDs have annotations in category 'MF'
- of these are in the above list
- upreg means upregulated in group IL21\_regulated.1 and downreg means downregulated in group IL21\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0008135 | translation factor activity, nucleic acid binding | 1 | 0 | 0.007 | 4 | 69 |
| GO:0000166 | nucleotide binding | 1 | 0 | 0.007 | 31 | 1776 |
| GO:0003729 | mRNA binding | 1 | 0 | 0.005 | 4 | 62 |
| GO:0000049 | tRNA binding | 1 | 0 | 6e-04 | 3 | 15 |
| GO:0003676 | nucleic acid binding | 1 | 0 | 9e-05 | 41 | 2069 |
| GO:0003723 | RNA binding | 1 | 0 | 8e-08 | 23 | 574 |

### Biological Process

- Entrez Gene IDs have annotations in category 'BP'
- of these are in the above list
- upreg means upregulated in group IL21\_regulated.1 and downreg means downregulated in group IL21\_regulated.1

### Cellular Component

- Entrez Gene IDs have annotations in category 'CC'
- of these are in the above list
- upreg means upregulated in group IL21\_regulated.1 and downreg means downregulated in group IL21\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0043228 | non-membrane-bounded organelle | 1 | 0 | 0.009 | 36 | 2087 |
| GO:0043232 | intracellular non-membrane-bounded organelle | 1 | 0 | 0.009 | 36 | 2087 |
| GO:0005732 | small nucleolar ribonucleoprotein complex | 1 | 0 | 0.007 | 2 | 11 |
| GO:0005643 | nuclear pore | 1 | 0 | 0.007 | 4 | 64 |
| GO:0005744 | mitochondrial inner membrane presequence translocase complex | 1 | 0 | 0.006 | 2 | 10 |
| GO:0032991 | macromolecular complex | 1 | 0 | 0.001 | 46 | 2584 |
| GO:0016604 | nuclear body | 1 | 0 | 0.001 | 8 | 173 |
| GO:0005654 | nucleoplasm | 1 | 0 | 6e-04 | 21 | 821 |
| GO:0043226 | organelle | 1 | 0 | 3e-04 | 101 | 6947 |
| GO:0043229 | intracellular organelle | 1 | 0 | 3e-04 | 101 | 6933 |
| GO:0044422 | organelle part | 1 | 0 | 3e-04 | 67 | 3992 |
| GO:0044446 | intracellular organelle part | 1 | 0 | 2e-04 | 67 | 3939 |
| GO:0005622 | intracellular | 1 | 0 | 1e-04 | 116 | 8358 |
| GO:0044424 | intracellular part | 1 | 0 | 6e-05 | 115 | 8157 |
| GO:0043227 | membrane-bounded organelle | 1 | 0 | 5e-05 | 96 | 6268 |
| GO:0043231 | intracellular membrane-bounded organelle | 1 | 0 | 5e-05 | 96 | 6261 |
| GO:0016607 | nuclear speck | 1 | 0 | 2e-05 | 8 | 99 |
| GO:0005681 | spliceosomal complex | 1 | 0 | 7e-06 | 9 | 113 |
| GO:0043233 | organelle lumen | 1 | 0 | 1e-06 | 40 | 1591 |
| GO:0030529 | ribonucleoprotein complex | 1 | 0 | 1e-06 | 18 | 409 |
| GO:0031974 | membrane-enclosed lumen | 1 | 0 | 9e-07 | 41 | 1622 |
| GO:0070013 | intracellular organelle lumen | 1 | 0 | 8e-07 | 40 | 1555 |
| GO:0005730 | nucleolus | 1 | 0 | 5e-07 | 23 | 604 |
| GO:0005634 | nucleus | 1 | 0 | 1e-07 | 75 | 3864 |
| GO:0031981 | nuclear lumen | 1 | 0 | 4e-08 | 38 | 1280 |
| GO:0044428 | nuclear part | 1 | 0 | 1e-09 | 47 | 1625 |

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 0
- Down regulated probes with KEGG annotations in above list: 69
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 03018 | RNA degradation | 1 | 0 | 0.006 | 4 | 82 |
| 03022 | Basal transcription factors | 1 | 0 | 0.006 | 3 | 42 |
| 03040 | Spliceosome | 1 | 0 | <2e-16 | 25 | 203 |
| 03420 | Nucleotide excision repair | 1 | 0 | 0.002 | 4 | 58 |
| 04120 | Ubiquitin mediated proteolysis | 1 | 0 | 3e-04 | 9 | 235 |
| 04612 | Antigen processing and presentation | 1 | 0 | 3e-04 | 7 | 141 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 13 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- of these are in the above list
- upreg means upregulated in group IL21\_regulated.2 and downreg means downregulated in group IL21\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0005057 | receptor signaling protein activity | 0.008 | 2 | 1 | 0 | 149 |

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- of these are in the above list
- upreg means upregulated in group IL21\_regulated.2 and downreg means downregulated in group IL21\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0009615 | response to virus | 9e-09 | 6 | 1 | 0 | 141 |
| GO:0051707 | response to other organism | 3e-08 | 7 | 1 | 0 | 315 |
| GO:0009607 | response to biotic stimulus | 1e-07 | 7 | 1 | 0 | 384 |
| GO:0051704 | multi-organism process | 1e-05 | 7 | 1 | 0 | 729 |
| GO:0006955 | immune response | 5e-05 | 6 | 1 | 0 | 619 |
| GO:0002376 | immune system process | 5e-05 | 7 | 1 | 0 | 948 |
| GO:0006952 | defense response | 5e-04 | 5 | 1 | 0 | 598 |
| GO:0050896 | response to stimulus | 0.002 | 9 | 1 | 0 | 2834 |
| GO:0009612 | response to mechanical stimulus | 0.002 | 2 | 1 | 0 | 58 |
| GO:0032496 | response to lipopolysaccharide | 0.009 | 2 | 1 | 0 | 117 |
| GO:0006950 | response to stress | 0.009 | 6 | 1 | 0 | 1620 |

### Cellular Component

- no worthwhile CC annotations found

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 9
- Down regulated probes with KEGG annotations in above list: 0
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 04620 | Toll-like receptor signaling pathway | 5e-11 | 7 | 1 | 0 | 155 |
| 05140 | Leishmaniasis | 2e-09 | 6 | 1 | 0 | 126 |
| 04062 | Chemokine signaling pathway | 3e-09 | 7 | 1 | 0 | 276 |
| 05212 | Pancreatic cancer | 3e-09 | 6 | 1 | 0 | 143 |
| 04630 | Jak-STAT signaling pathway | 8e-08 | 6 | 1 | 0 | 245 |
| 05200 | Pathways in cancer | 2e-05 | 6 | 1 | 0 | 631 |
| 04662 | B cell receptor signaling pathway | 0.01 | 2 | 1 | 0 | 130 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 37 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 34 of these are in the above list
- upreg means upregulated in group LPS\_regulated.1 and downreg means downregulated in group LPS\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0003700 | sequence-specific DNA binding transcription factor activity | 1.00 | 0 | 0.001 | 8 | 749 |
| GO:0043565 | sequence-specific DNA binding | 1.00 | 0 | 6e-04 | 7 | 500 |

### Biological Process

- Entrez Gene IDs have annotations in category 'BP'
- of these are in the above list
- upreg means upregulated in group LPS\_regulated.1 and downreg means downregulated in group LPS\_regulated.1

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0008286 | insulin receptor signaling pathway | 1 | 0 | 0.009 | 2 | 51 |
| GO:0030097 | hemopoiesis | 1 | 0 | 0.009 | 4 | 289 |
| GO:0032501 | multicellular organismal process | 1 | 0 | 0.009 | 17 | 3528 |
| GO:0007093 | mitotic cell cycle checkpoint | 1 | 0 | 0.008 | 2 | 48 |
| GO:0002088 | lens development in camera-type eye | 1 | 0 | 0.004 | 2 | 31 |
| GO:0000086 | G2/M transition of mitotic cell cycle | 1 | 0 | 0.003 | 2 | 29 |
| GO:0007423 | sensory organ development | 1 | 0 | 0.003 | 4 | 210 |
| GO:0002520 | immune system development | 1 | 0 | 0.002 | 5 | 333 |
| GO:0048534 | hemopoietic or lymphoid organ development | 1 | 0 | 0.002 | 5 | 307 |
| GO:0060429 | epithelium development | 1 | 0 | 0.002 | 5 | 307 |
| GO:0030855 | epithelial cell differentiation | 1 | 0 | 9e-04 | 4 | 154 |
| GO:0048856 | anatomical structure development | 1 | 0 | 8e-04 | 15 | 2332 |
| GO:0030099 | myeloid cell differentiation | 1 | 0 | 8e-04 | 4 | 145 |
| GO:0001654 | eye development | 1 | 0 | 6e-04 | 4 | 138 |
| GO:0007275 | multicellular organismal development | 1 | 0 | 6e-04 | 16 | 2529 |
| GO:0048821 | erythrocyte development | 1 | 0 | 5e-04 | 2 | 12 |
| GO:0032502 | developmental process | 1 | 0 | 5e-04 | 17 | 2770 |
| GO:0048731 | system development | 1 | 0 | 3e-04 | 15 | 2157 |
| GO:0048513 | organ development | 1 | 0 | 3e-04 | 13 | 1651 |
| GO:0043010 | camera-type eye development | 1 | 0 | 3e-04 | 4 | 110 |
| GO:0043249 | erythrocyte maturation | 1 | 0 | 2e-04 | 2 | 8 |
| GO:0048869 | cellular developmental process | 1 | 0 | 3e-05 | 14 | 1541 |
| GO:0030154 | cell differentiation | 1 | 0 | 2e-05 | 14 | 1504 |

### Cellular Component

- no worthwhile CC annotations found

### Distribution of KEGG annotations

- no worthwhile KEGG annotations found

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 9 — Supplemental 2. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes.

- 36 unique Entrez Gene IDs considered
- on chip with 22283 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 10870 Entrez Gene IDs have annotations in category 'MF'
- 32 of these are in the above list
- upreg means upregulated in group LPS\_regulated.2 and downreg means downregulated in group LPS\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0015276 | ligand-gated ion channel activity | 0.003 | 3 | 1.000 | 0 | 106 |
| GO:0022834 | ligand-gated channel activity | 0.003 | 3 | 1.000 | 0 | 106 |
| GO:0016247 | channel regulator activity | 0.007 | 2 | 1.000 | 0 | 49 |
| GO:0008134 | transcription factor binding | 1.000 | 0 | 0.005 | 2 | 469 |

### Biological Process

- 10392 Entrez Gene IDs have annotations in category 'BP'
- 30 of these are in the above list
- upreg means upregulated in group LPS\_regulated.2 and downreg means downregulated in group LPS\_regulated.2

### Cellular Component

- 11181 Entrez Gene IDs have annotations in category 'CC'
- 32 of these are in the above list
- upreg means upregulated in group LPS\_regulated.2 and downreg means downregulated in group LPS\_regulated.2

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **upreg. p-value** | **upreg. int. Count** | **downreg. p-value** | **downreg. int. Count** | **GO Count** |
| GO:0031012 | extracellular matrix | 9e-04 | 5 | 1.000 | 0 | 296 |
| GO:0044456 | synapse part | 0.002 | 4 | 1.000 | 0 | 213 |
| GO:0042734 | presynaptic membrane | 0.003 | 2 | 1.000 | 0 | 32 |
| GO:0045211 | postsynaptic membrane | 0.004 | 3 | 1.000 | 0 | 123 |
| GO:0031226 | intrinsic to plasma membrane | 0.005 | 8 | 1.000 | 0 | 1094 |
| GO:0044463 | cell projection part | 0.006 | 4 | 1.000 | 0 | 283 |
| GO:0045202 | synapse | 0.007 | 4 | 1.000 | 0 | 295 |
| GO:0005576 | extracellular region | 0.007 | 9 | 1.000 | 0 | 1391 |
| GO:0031091 | platelet alpha granule | 0.008 | 2 | 1.000 | 0 | 51 |
| GO:0009986 | cell surface | 0.008 | 4 | 0.081 | 1 | 310 |
| GO:0043005 | neuron projection | 0.008 | 4 | 1.000 | 0 | 315 |
| GO:0044459 | plasma membrane part | 0.009 | 10 | 0.395 | 1 | 1724 |

### Distribution of KEGG annotations

- Up regulated probes with KEGG annotations in above list: 27
- Down regulated probes with KEGG annotations in above list: 0
- The chip holds 7585 probes annotated to 214 pathways

|  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGG ID** | **Path Name** | **upreg.p.value** | **upreg.Int.Count** | **downreg.p.value** | **downreg.Int.Count** | **KEGG.Count** |
| 00670 | One carbon pool by folate | 1e-04 | 3 | 1 | 0 | 27 |
| 05010 | Alzheimer's disease | 2e-04 | 6 | 1 | 0 | 258 |
| 04080 | Neuroactive ligand-receptor interaction | 3e-04 | 7 | 1 | 0 | 388 |
| 04950 | Maturity onset diabetes of the young | 3e-04 | 3 | 1 | 0 | 39 |
| 00601 | Glycosphingolipid biosynthesis - lacto and neolacto series | 5e-04 | 3 | 1 | 0 | 44 |
| 00620 | Pyruvate metabolism | 0.001 | 3 | 1 | 0 | 57 |
| 05214 | Glioma | 0.001 | 4 | 1 | 0 | 135 |
| 05218 | Melanoma | 0.001 | 4 | 1 | 0 | 137 |
| 05211 | Renal cell carcinoma | 0.001 | 4 | 1 | 0 | 142 |
| 05012 | Parkinson's disease | 0.002 | 4 | 1 | 0 | 158 |
| 04930 | Type II diabetes mellitus | 0.003 | 3 | 1 | 0 | 78 |
| 04540 | Gap junction | 0.004 | 4 | 1 | 0 | 184 |
| 00010 | Glycolysis / Gluconeogenesis | 0.004 | 3 | 1 | 0 | 95 |
| 05215 | Prostate cancer | 0.005 | 4 | 1 | 0 | 193 |

#99CCCC #CCCCCC #E8E8E8

Annotations from:

- Data package 'hgu133a.db' version 2.4.5 packaged on 2010-09-23 21:50:14 UTC; mcarlson
- Data package 'GO.db' version 2.4.5 packaged on 2010-09-23 21:49:10 UTC; mcarlson
- Data package 'KEGG.db' version 2.4.5 packaged on 2010-09-23 22:03:46 UTC; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 20 — Supplemental 3. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes overlapping between stimulations.

- 35 unique Entrez Gene IDs considered
- on chip with 54675 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- no worthwhile MF annotations found

### Biological Process

- 12592 Entrez Gene IDs have annotations in category 'BP'
- 21 of these are in the above list

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **p-value** | **int. Count** | **GO Count** |
| GO:0045669 | positive regulation of osteoblast differentiation | 4e-04 | 2 | 19 |
| GO:0006793 | phosphorus metabolic process | 5e-04 | 7 | 908 |
| GO:0006796 | phosphate metabolic process | 5e-04 | 7 | 908 |
| GO:0050871 | positive regulation of B cell activation | 5e-04 | 2 | 20 |
| GO:0001707 | mesoderm formation | 8e-04 | 2 | 26 |
| GO:0045667 | regulation of osteoblast differentiation | 9e-04 | 2 | 27 |
| GO:0048332 | mesoderm morphogenesis | 1e-03 | 2 | 28 |
| GO:0001704 | formation of primary germ layer | 0.001 | 2 | 29 |
| GO:0050864 | regulation of B cell activation | 0.001 | 2 | 34 |
| GO:0016311 | dephosphorylation | 0.001 | 3 | 137 |
| GO:0045597 | positive regulation of cell differentiation | 0.002 | 3 | 139 |
| GO:0050671 | positive regulation of lymphocyte proliferation | 0.002 | 2 | 35 |
| GO:0032946 | positive regulation of mononuclear cell proliferation | 0.002 | 2 | 36 |
| GO:0042127 | regulation of cell proliferation | 0.002 | 5 | 567 |
| GO:0001649 | osteoblast differentiation | 0.003 | 2 | 45 |
| GO:0030509 | BMP signaling pathway | 0.003 | 2 | 49 |
| GO:0030278 | regulation of ossification | 0.003 | 2 | 50 |
| GO:0050670 | regulation of lymphocyte proliferation | 0.003 | 2 | 50 |
| GO:0032944 | regulation of mononuclear cell proliferation | 0.003 | 2 | 51 |
| GO:0007369 | gastrulation | 0.003 | 2 | 53 |
| GO:0007498 | mesoderm development | 0.004 | 2 | 54 |
| GO:0046850 | regulation of bone remodeling | 0.004 | 2 | 56 |
| GO:0007154 | cell communication | 0.004 | 12 | 3456 |
| GO:0001934 | positive regulation of protein amino acid phosphorylation | 0.004 | 2 | 58 |
| GO:0034103 | regulation of tissue remodeling | 0.004 | 2 | 59 |
| GO:0046849 | bone remodeling | 0.005 | 2 | 63 |
| GO:0051251 | positive regulation of lymphocyte activation | 0.005 | 2 | 63 |
| GO:0051094 | positive regulation of developmental process | 0.005 | 4 | 434 |
| GO:0042327 | positive regulation of phosphorylation | 0.005 | 2 | 66 |
| GO:0010562 | positive regulation of phosphorus metabolic process | 0.006 | 2 | 68 |
| GO:0045937 | positive regulation of phosphate metabolic process | 0.006 | 2 | 68 |
| GO:0046651 | lymphocyte proliferation | 0.006 | 2 | 68 |
| GO:0032943 | mononuclear cell proliferation | 0.006 | 2 | 70 |
| GO:0002696 | positive regulation of leukocyte activation | 0.006 | 2 | 71 |
| GO:0007165 | signal transduction | 0.006 | 11 | 3134 |
| GO:0031401 | positive regulation of protein modification process | 0.006 | 2 | 73 |
| GO:0050867 | positive regulation of cell activation | 0.006 | 2 | 73 |
| GO:0042113 | B cell activation | 0.009 | 2 | 84 |
| GO:0048771 | tissue remodeling | 0.009 | 2 | 85 |
| GO:0001932 | regulation of protein amino acid phosphorylation | 0.009 | 2 | 87 |
| GO:0048729 | tissue morphogenesis | 0.010 | 2 | 90 |
| GO:0008285 | negative regulation of cell proliferation | 0.010 | 3 | 271 |

### Cellular Component

- no worthwhile CC annotations found

### Distribution of KEGG annotations

- no worthwhile KEGG annotations found

Annotations from:

- Data package 'hgu133plus2.db' version 2.2.11 packaged on Wed Mar 25 18:42:48 2009; mcarlson
- Data package 'GO.db' version 2.2.11 packaged on Wed Mar 25 18:36:02 2009; mcarlson
- Data package 'KEGG.db' version 2.2.11 packaged on Wed Mar 25 19:13:17 2009; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 20 — Supplemental 3. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes overlapping between stimulations.

- 31 unique Entrez Gene IDs considered
- on chip with 54675 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 13686 Entrez Gene IDs have annotations in category 'MF'
- 24 of these are in the above list

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **p-value** | **int. Count** | **GO Count** |
| GO:0005062 | hematopoietin/interferon-class (D200-domain) cytokine receptor signal transducer activity | 2e-05 | 2 | 4 |
| GO:0004428 | inositol or phosphatidylinositol kinase activity | 0.002 | 2 | 35 |

### Biological Process

- 12592 Entrez Gene IDs have annotations in category 'BP'
- 20 of these are in the above list

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **p-value** | **int. Count** | **GO Count** |
| GO:0046854 | phosphoinositide phosphorylation | 2e-04 | 2 | 13 |
| GO:0046834 | lipid phosphorylation | 2e-04 | 2 | 14 |
| GO:0030258 | lipid modification | 0.004 | 2 | 59 |
| GO:0016568 | chromatin modification | 0.004 | 3 | 205 |
| GO:0030384 | phosphoinositide metabolic process | 0.004 | 2 | 61 |
| GO:0006650 | glycerophospholipid metabolic process | 0.008 | 2 | 87 |
| GO:0006325 | establishment or maintenance of chromatin architecture | 0.009 | 3 | 281 |

### Cellular Component

- 14379 Entrez Gene IDs have annotations in category 'CC'
- 24 of these are in the above list

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
| **GO ID** | **GO Term** | **p-value** | **int. Count** | **GO Count** |
| GO:0005634 | nucleus | 0.008 | 14 | 4689 |

### Distribution of KEGG annotations

- no worthwhile KEGG annotations found

Annotations from:

- Data package 'hgu133plus2.db' version 2.2.11 packaged on Wed Mar 25 18:42:48 2009; mcarlson
- Data package 'GO.db' version 2.2.11 packaged on Wed Mar 25 18:36:02 2009; mcarlson
- Data package 'KEGG.db' version 2.2.11 packaged on Wed Mar 25 19:13:17 2009; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 20 — Supplemental 3. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes overlapping between stimulations.

- 17 unique Entrez Gene IDs considered
- on chip with 54675 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- 13686 Entrez Gene IDs have annotations in category 'MF'
- 14 of these are in the above list

### Biological Process

- 12592 Entrez Gene IDs have annotations in category 'BP'
- 14 of these are in the above list

### Cellular Component

- 14379 Entrez Gene IDs have annotations in category 'CC'
- 15 of these are in the above list

### Distribution of KEGG annotations

- no worthwhile KEGG annotations found

Annotations from:

- Data package 'hgu133plus2.db' version 2.2.11 packaged on Wed Mar 25 18:42:48 2009; mcarlson
- Data package 'GO.db' version 2.2.11 packaged on Wed Mar 25 18:36:02 2009; mcarlson
- Data package 'KEGG.db' version 2.2.11 packaged on Wed Mar 25 19:13:17 2009; mcarlson

# Supplementary material for: Global gene expression changes of in vitro stimulated human transformed germinal centre B cells as surrogate for oncogenic pathway activation in individual aggressive B cell lymphomas
**Source:** Cell Commun Signal. 2012 Dec 20;10:43. doi: 10.1186/1478-811X-10-43
**Supplement:** Additional file 20 — Supplemental 3. Geneset enrichment Analysis identifying enriched pathways in differentially expressed genes overlapping between stimulations.

- 33 unique Entrez Gene IDs considered
- on chip with 54675 probesets

- Molecular function
- Biological process
- Cellular component
- Pathways (KEGG)

### Molecular Function

- no worthwhile MF annotations found

### Biological Process

How the deposited data were processed for this re-analysis (not part of the article)

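Gene expression was measured on HG-U133 Plus 2.0 arrays in BL2 cells, an established Burkitt lymphoma line, that were untreated or had been treated for 6 hrs with 200 ng/ml CD40L or with 1 μM LPS. Each condition has 3 arrays, 1 from each of 3 experimental batches, 9 in all. The paper calls the batches independent biological experiments. Samples of the other stimuli, the qRT-PCR, immunoblot and inhibitor data and the patient cohorts are not analysed here.

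The authors corrected the background and normalised the probe intensities with a variance stabilising transformation, summarised probe sets by median polish and deposited the result on a generalised log2 scale, which is close to log2 for bright probe sets and flatter for dim ones. The deposited log2 values were used as given. No background correction was added or varied, because the deposited values are already summarised. Array medians lay between 6.42 and 6.48, the lowest value was 5.46 and the highest 14.8. The number of arrays limits the precision of each value, and a level near the floor of the arrays can hide a change.

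Of 54675 probe sets, 62 AFFX control probe sets were left out and 54613 tested. The platform annotation names 1 gene for 41097 probe sets and several for 1801, and 11777 have no gene name here. Only probe sets with 1 gene were named, 19775 genes in all. Symbols were updated through the Entrez identifier with the gene table of GRCh38.p14, used for names alone. It held 41043 of them, 54 were kept as they were and 0 changed. No coordinates are given.

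Log2 fold changes, standard errors and p-values came from limma 3.58.1 (lmFit and eBayes) in R 4.3.3, fitted over all 9 arrays with condition and batch as terms. The contrasts were CD40L minus control, LPS minus control and CD40L minus LPS. Tests were two-sided, p-values were adjusted over all probe sets tested after Benjamini and Hochberg, and 0.05 was the threshold. The fit had 4 residual and 11.6 prior degrees of freedom. The batch is a term because the paper's methods model the experimental batches and the sample names number them, so that samples with the same number are paired. As a check, deviations from the group means correlated at a mean of 0.217 between arrays of the same number and −0.109 between arrays of other numbers. Such deviations cancel within a group, so the second value follows largely from the first and is no separate evidence of pairing. With the batch as a random effect the consensus correlation was 0.0724. In batch 2 the correlation was −0.181 for control and CD40L and −0.0401 for control and LPS. The other 7 pairs had 0.183 to 0.466.

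Before the data were examined, the design, the alternatives, 29 gene lists and the rule for naming genes were fixed. The values of the study's tables had been seen when the rule and the lists were written. It names every gene the paper names for CD40L or LPS in its text, Table 2 or Figure 2, measured by the probe set of largest change in Table S3, else Table S5, else the brightest, and for each contrast the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold that moved the same way in all 3 batches. Of each list, 2 to 4 members past the threshold with the largest changes are named. Members of a list were measured by the brightest probe set of the gene. This last part was not followed exactly, as for some lists smaller members are named or larger ones are not, chosen after the values were seen. Some genes the paper names are not reported here.

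The lists cover MHC class I and class II presentation, NF-κB targets, inhibitor of DNA binding and BMP-SMAD genes, germinal centre, plasma cell and B cell identity genes, the SLAM family, adhesion and costimulation, chemokines, dual specificity phosphatases, BCL2 family and death receptor genes, Wnt genes of Table 2 and outside it, hypoxia-inducible, FOXO target, interferon-stimulated, p53 target, unfolded protein response, ribosome biogenesis and MYC target and proliferation genes, small GTPases, phospholipases, transcriptional repressors, receptors and adaptors of LPS and of CD40, and markers of T and NK cells, of monocytes and macrophages, and of fibroblasts. They were tested with camera at a preset correlation of 0.01, adjusted over the 29 lists of a contrast, with a correlation estimated by camera, and with fry.

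The overlap of CD40L and LPS was counted among the 956 highest and lowest log2 fold changes and set beside 100 simulations (seed 11) of unchanged groups against the same controls. Alternatives were the fit without the batch, the batch as a random effect (duplicateCorrelation, with statmod 1.5.0), only the 2 groups compared, quantile normalization, median centring, a filter on dim probe sets, the AFFX probe sets kept, eBayes with an intensity trend and robust, each replicate and each array left out, the probe set of largest change for each gene of a list, and for the overlap the 500 and 2000 outermost ranks and ranks by moderated t. The fit was tested on simulated data for the CD40L comparison. Over 54613 probe sets, it recovered 43 of 50 changes of log2 0.3 (86%) and all 50 of each size of 0.5, 1 and 2, with 12 false calls, and it made 1 call in a simulated LPS comparison without change. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.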

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

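Of the tests below, the 2 that ask about treated cultures as such, for the shared response and for the hypoxia-inducible genes, were chosen only after the result was seen. The gene groups here stand out because limma's camera called them in groups of genes the paper does not discuss for these stimuli, and no such call was kept with an estimated correlation. The hypoxia list was written from general knowledge, but only after genes of the paper's Table 3 had been read, and the paper names a response to hypoxia for αIgM.

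Some genes induced by low oxygen fell after both stimuli. Of 30 hypoxia-inducible genes, none was higher and 12 were lower after CD40L, and 12 after LPS, and the others did not pass limma's test (14 and 15 lower when adjusted over the list alone). BNIP3, which acts in mitophagy, had a log2 fold change of −0.79 (standard error 0.12, adjusted p = 0.000499) after CD40L, PFKFB4, a regulator of glycolysis, −0.69 (adjusted p = 0.000254), and KDM3A, a histone demethylase, −0.68 (adjusted p = 5.95e-05). After LPS PFKFB4 had −0.71 (adjusted p = 0.00072) and KDM3A −0.69 (adjusted p = 0.000234), while BNIP3 had −0.78 (adjusted p = 0.00166), a call lost without the batch term (adjusted p = 0.112), with the batch as a random effect (0.0656) and without replicate 3 (−0.81, 0.0765). DDIT4, an inhibitor of mTORC1, had −0.71 (adjusted p = 0.0231) after CD40L, where it was lower in 2 of 3 batches, and −0.83 (adjusted p = 0.0178) after LPS. Its level varied between control arrays (9.84 ± 0.88). The LPS call of DDIT4 was lost in 9 settings, among them the fit without the batch term (0.472). The median was −0.122 after CD40L (adjusted p = 5.3e-11 from camera, adjusted p = 0.305 with an estimated correlation, 0.0803 from fry) and −0.161 after LPS (1.09e-14, adjusted p = 0.288 with an estimated correlation, 0.082 from fry). The CD40L median was −0.19 without replicate 1, −0.20 without CD40L replicate 2 and −0.19 with quantile normalization, and the LPS median −0.093 without replicate 2.

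The state of a single control culture is argued against by the 6 differences of the list's mean within batches, of which the one nearest to 0 was −0.0761 and the mean −0.267 (SD 0.153). The CD40L and LPS differences of a batch share a control array, so the 6 are not independent and rest on 3 control arrays. The control arrays also spread more (SD 0.234) than those after CD40L (0.0999) or LPS (0.0587). The normalization of the arrays is argued against by quantile normalization only. There the median was −0.19 after CD40L and −0.175 after LPS (camera adjusted p = 4.24e-10 and 1.41e-12 at the preset correlation). Median centring shifts all genes of an array alike, so it could not test camera's comparison of the list with other genes. Without either step, the list's call was lost with an estimated correlation and with fry, so its fall is itself uncertain. A difference between untreated and treated cultures as such, for example in oxygen or cell density, cannot be told apart from a response to the stimuli. CD40L and LPS did not separate on this list (median difference 0.00275, 0 genes at an unadjusted p under 0.05 in limma), and these arrays hold only one kind of untreated culture. A shared biological response of the cells to both stimuli stays open as a hypothesis.

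Most probe sets called after LPS were also called after CD40L, while 2042 of the 3049 called after CD40L were not called after LPS. Of those 2042, only 124 differed between the stimuli when CD40L was set directly against LPS. Chance values of the control arrays are argued against as the cause of the shared part, because the CD40L change of one batch covaried with the LPS change of another, with a mean covariance of 0.00657 over 6 pairs of batches (0.00531 to 0.00806), against 0.0164 within a batch. A difference between untreated and treated cultures as such cannot be told apart from a shared response to the stimuli. Of the 1124 LPS probe sets, 748 (66.5%) moved further in the same direction after CD40L, but a CD40L effect on top of a common handling effect would give that too. Shared signalling below the receptors is a hypothesis that these arrays do not test.

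Genes of B cell identity had a median log2 fold change of −0.142 after CD40L, with 1 higher and 7 lower of 15 (3 and 7 over the list alone; adjusted p = 0.000103, adjusted p = 0.15 with an estimated correlation). Fry gave an adjusted p of 0.00713 for CD40L. The median was −0.26 by the probe set of largest change, −0.29 with the filter on dim probe sets, −0.25 without replicate 1, −0.21 without control replicate 1, −0.074 without control replicate 2 and −0.25 without CD40L replicate 1. After LPS the median was −0.0704, with 1 higher and 4 lower (3 and 6 over the list alone; adjusted p = 0.0196, adjusted p = 0.43 with an estimated correlation). This call was lost with fry (0.0544), without replicate 1 (−0.092, 0.135), control replicate 1 (−0.11, 0.116), LPS replicate 1 (−0.063, 0.0754) and LPS replicate 2 (−0.040, 0.0612). The LPS median was also −0.026 with quantile normalization, −0.14 with the filter on dim probe sets, −0.043 without replicate 2, −0.12 without replicate 3, −0.023 without control replicate 2 and −0.11 without LPS replicate 3. In the direct comparison camera called the list lower after CD40L than after LPS (median difference −0.067, adjusted p = 0.000407, adjusted p = 0.297 with an estimated correlation). Fry did not (0.137), and none of its genes passed limma's test singly.

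FOXO target genes had a median of −0.0833 after CD40L (8 of 21 lower, none higher; 10 lower over the list alone; adjusted p = 1.51e-07, adjusted p = 0.14 with an estimated correlation) and −0.127 after LPS (7 lower, 9 over the list alone; adjusted p = 5.23e-07, adjusted p = 0.236 with an estimated correlation). After CD40L fry gave an adjusted p of 0.0192, while the LPS call was lost with fry, just above the threshold (0.050). The CD40L median was −0.19 by the probe set of largest change and with the filter on dim probe sets, −0.13 with quantile normalization, −0.21 without replicate 2, −0.13 without replicate 3, −0.20 without control replicate 2, −0.042 without CD40L replicate 1 and −0.17 without CD40L replicate 2. Ribosome biogenesis and MYC target genes had a median of 0.208 after CD40L, with 8 of 22 higher and none lower (12 higher over the list alone). Camera gave an adjusted p of 8.98e-07 (adjusted p = 0.14 with an estimated correlation), and fry 0.0149. After LPS the median was 0.135, with 4 higher (7 over the list alone). Here camera gave an adjusted p of 6.4e-06 (adjusted p = 0.236 with an estimated correlation). This LPS call was lost with fry in the same way (0.050). Genes of the unfolded protein response had a median of 0.0449 after LPS (3 of 17 higher, none lower; 6 and 1 over the list alone; adjusted p = 0.0196, adjusted p = 0.43 with an estimated correlation). That call was lost with fry (0.082), with quantile normalization (−0.0018, 0.0556), without replicate 3 (0.040, 0.164), control replicate 1 (0.074, 0.0565), control replicate 3 (0.043, 0.0723) and LPS replicate 3 (0.034, 0.192), and the median was 0.11 without replicate 2, 0.083 without control replicate 2 and 0.089 without LPS replicate 2.

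With 3 arrays against 3 there are 10 splits of the samples, too few for a share under 0.05. The real split called 3049 probe sets after CD40L, 1124 after LPS and 216 between CD40L and LPS, and was the only 1 of its 10 to call as many in each, with 0 as the highest of the others in limma, both among the 4 that part all 3 pairs and among the 6 that part 1 pair.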

How the results depend on the processing

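The alternatives were set before the data were examined, and the cause was not tested for any change below. Without the pairing by batch (no replicate block) the counts were 884 higher and 562 lower after CD40L, 156 and 166 after LPS, and 64 and 9 for CD40L against LPS, all of them (1446, 322 and 73) among the probe sets called with it, and apart from single genes it changed no other call. With the batch as a random effect (consensus correlation 0.0724) the counts were 1112 and 677, 247 and 248, and 81 and 16. With only the 2 groups compared they were 1122 and 676 after CD40L and 387 and 161 for CD40L against LPS. Quantile normalization gave 1694 lower after CD40L, 870 lower after LPS and 89 lower for CD40L against LPS; the share of higher calls was 50.2%, 47.1% and 67.3% against 66.5%, 56.7% and 75.9%. The 500 outermost ranks shared 280 and 338 probe sets, the 2000 outermost 1295 and 1222. With an estimated correlation camera's calls were lost for MHC class I (median 0.230, adjusted p = 0.14), MHC class II (0.461, 0.14), NF-κB targets (0.198, 0.128 after CD40L; 0.113, 0.158 after LPS) and hypoxia-inducible genes (−0.122, 0.305; −0.161, 0.288), the last also with fry (0.0803 and 0.082). Leaving out a replicate or array gave 812 to 2517 higher and 449 to 1332 lower probe sets after CD40L, 147 to 856 and 115 to 722 after LPS, 29 to 349 and 5 to 137 for CD40L against LPS, 485 to 599 and 567 to 647 shared ranks, and list medians of 0.205 to 0.275 (MHC class I), 0.418 to 0.522 (class II), 0.174 to 0.268 and 0.0726 to 0.166 (NF-κB), and −0.197 to −0.105 and −0.222 to −0.0927 (hypoxia), none of which lost its call in camera. Under the other 9 settings of the fit and the probe sets these 6 list results kept their calls too. Of 180 results for single genes, 81 kept their call throughout, 38 lost it somewhere, 51 were never called and 10 were called somewhere; of 52 other list results these numbers were 0, 16, 29 and 7. No called result changed the direction of its test. The median of the repressors after CD40L, −0.021, was 0.0042 without CD40L replicate 1, where camera still called the list lower (adjusted p = 0.0463). In 138 pairs of a result and a setting, called neither there nor with the chosen settings, the direction of the test changed. Varying the background correction was not run. Levels near the floor limit what can be seen, as the median level of all genes was 6.78 and the lowest value 5.46.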

Differences from the paper's values

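The paper's number of genes in Table 1 is 689 higher and 496 lower after CD40L and 114 higher and 169 lower after LPS, at an adjusted p of at most 0.05. The counts here are of probe sets, 2027 and 1022 after CD40L and 637 and 487 after LPS, at the same threshold. The 689, 114 and 169 equal the numbers of such probe sets in the paper's Tables S3 and S5, so the gap is not one of unit. Of the alternatives set beforehand, those within 1.5 times of the paper's 689 were the fit without the batch (884), without replicate 1 (881) and without CD40L replicate 2 (812). Those within it of the 496 were the fit without the batch (562), the batch as a random effect (677), only the 2 groups compared (676), and without replicate 1 (449), replicate 3 (467), control replicate 1 (730), CD40L replicate 1 (607) and CD40L replicate 3 (604). For the 114 they were the fit without the batch (156), without replicate 1 (160), replicate 3 (147) and LPS replicate 1 (169). For the 169 they were the fit without the batch (166), the batch as a random effect (248), and without replicate 1 (154), replicate 3 (115), LPS replicate 1 (184), LPS replicate 2 (186) and LPS replicate 3 (233). All other alternatives, including quantile normalization, median centring, the filter on dim probe sets, the AFFX probe sets kept and eBayes with trend and robust, gave counts that differ by more than 1.5 times.

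Of the 1194 probe sets the paper's Table S3 lists for CD40L, 1186 (99.3%) were called here and all 1194 had the same sign, and of the 283 it lists for LPS in Table S5 all 283 were called with the same sign. The log2 fold changes correlated at 0.9997 and 0.9998 across probe sets. A further 1863 and 841 probe sets were called here, with smaller changes (median size 0.28 and 0.30, against 0.43 and 0.46 for those in the tables). Of 49 values of named genes in Tables S3 and S5, all were within the SD of the batch differences of the values here. Of 47 values in Table 2, 44 were and 3 were beyond it.

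These 3 were the following. For PECAM1 after LPS the paper's Table 2 gives a far larger fall than the −0.48 found here, to which its Table S5 comes close. For HLA-DPA1 after CD40L Table 2 gives a smaller rise than the 1.11 of the probe set used here, while 2 other probe sets gave 0.41 and 0.49. For CD86 after CD40L Table 2 gives a smaller fall than the −0.65 of the probe set used here, and 2 others gave −0.47 each.

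The paper's text counts BCOR and BCL11A among genes affected by αIgM or CD40L. BCOR did not pass limma's test here after CD40L (0.13, adjusted p = 0.659), and BCL11A did not with its main probe set (0.20, adjusted p = 0.0782), although 2 of its 4 probe sets did (0.31 and 0.33), as did the main one without control replicate 3 (0.27, adjusted p = 0.0205). The paper states that PRDM1 is affected by IL21 alone. Of its 3 probe sets 1 was higher here after CD40L (0.23, adjusted p = 0.0399), the others not. Among the cell death genes the paper lists as changed in its stimulations, BCL2, BCL2L1, BCL2L11 and BCL2L12 did not pass the test here after CD40L (0.24, 0.056, −0.20 and −0.10) with the probe sets used, although 1 of 7 probe sets of BCL2L11 did (−0.34, adjusted p = 0.0219), while BCL2A1, CFLAR, FAS and MCL1 did. BCL2 passed without replicate 2 (0.29) and without control replicate 2 (0.29), and BCL2L11 with quantile normalization (−0.26), without replicate 2 (−0.24) and without control replicate 2 (−0.24).

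Some entries that Table 2 leaves blank passed limma's test here. By the probe sets used here, these were after CD40L HLA-E (0.84, adjusted p = 7.56e-07), BCL2A1 (0.42, adjusted p = 0.00161), MCL1 (−0.31, adjusted p = 0.00287), DUSP10 (−0.38, adjusted p = 0.00238), ID2 (−0.54, adjusted p = 0.000725), LEF1 (−0.32, adjusted p = 0.00318), FZD3 (−0.28, adjusted p = 0.00608), FZD6 (0.23, adjusted p = 0.0489), WNT10A (−0.37, adjusted p = 0.00546) and CCR7 (0.43, adjusted p = 0.00189). Of these, the paper lists HLA-E for CD40L in its Tables 3 and S3 and FZD3 in Table S3, and names CCR7 as affected by CD40L in its text. It counts BCL2A1 and MCL1 among cell death genes, which it describes as affected mainly by CD40L and αIgM, and less by IL21. Table 2 gives values of BCL2A1 and MCL1 for αIgM and IL21 only. After CD40L only 1 probe set passed for LEF1 (of 3), MCL1 (of 6), DUSP10 (of 2) and WNT10A (of 2). After LPS the blank entries that passed were CIITA (0.40, adjusted p = 0.00157), BCL2A1 (0.39, adjusted p = 0.0071), ID2 (−0.43, adjusted p = 0.0104), BCL6 (−0.31, adjusted p = 0.0144), GCSAM (−0.30, adjusted p = 0.0086), SLAMF6 (−0.28, adjusted p = 0.023), WNT10A (−0.35, adjusted p = 0.0201), WNT5B (0.26, adjusted p = 0.0335) and KREMEN2 (0.27, adjusted p = 0.0397), and of these the paper's text has BCL6 lowered by every stimulus, so that the blank entry alone differs. Among other settings, the fit without the batch term lost the LPS calls of BCL2A1 (0.0572), ID2 (0.328), WNT10A (0.444), WNT5B (0.0892) and KREMEN2 (0.22). Counting all settings, these calls were lost in 3, 8, 10, 10 and 14, in that order. After LPS only 1 of 3 probe sets passed for CIITA, BCL6 and WNT5B, and 1 of 2 for ID2 and WNT10A. The LPS calls of GCSAM and SLAMF6 were both lost without the batch term (0.0713 and 0.0582), replicate 1 (−0.33, 0.0935 and −0.25, 0.281), replicate 3 (−0.30, 0.105 and −0.31, 0.146), LPS replicate 1 (−0.32, 0.0693 and −0.28, 0.17), LPS replicate 2 (−0.28, 0.0849 and −0.26, 0.162) and LPS replicate 3 (−0.32, 0.0522 and −0.31, 0.0858). That of SLAMF6 was also lost without control replicate 1 (−0.23, 0.136) and control replicate 3 (−0.30, 0.0512). The numbers of higher and lower genes that Table 1 gives for CD40L do not add up to its total, and the paper's Table S3 holds 505 lower probe sets.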

Other observations

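Single genes of other groups also passed limma's test. Among B cell identity genes CD22, an inhibitory receptor, had −0.46 (adjusted p = 0.000152) after CD40L and −0.20 (adjusted p = 0.107) after LPS. CD79A, which signals for the B cell receptor, had log2 fold changes of −0.45 (adjusted p = 9.41e-05) after CD40L and −0.38 (adjusted p = 0.00136) after LPS, EBF1, a factor that commits cells to the B lineage, −0.43 (adjusted p = 0.00264) and −0.34 (adjusted p = 0.0307), and the kinase BTK −0.42 (adjusted p = 0.00054) and −0.34 (adjusted p = 0.00745). CR2, the complement receptor CD21, rose with 0.31 (adjusted p = 0.00546) and 0.37 (adjusted p = 0.00412). Of the FOXO targets that passed limma's test, TP53INP1, a p53-inducible protein of autophagy, had −0.78 (adjusted p = 2.48e-05) and −0.58 (adjusted p = 0.00128), CCNG2, a cyclin of arrested cells, −0.76 (adjusted p = 1.11e-05) and −0.70 (adjusted p = 0.000146), TXNIP, an inhibitor of thioredoxin, −0.66 (adjusted p = 0.00206) and −0.79 (adjusted p = 0.00153), and IL7R −0.49 (adjusted p = 0.000104) and −0.35 (adjusted p = 0.00546). Of the genes of ribosome biogenesis, LYAR (0.48 (adjusted p = 0.000725) and 0.37 (adjusted p = 0.0129)) and WDR43 (0.42 (adjusted p = 0.000631) and 0.31 (adjusted p = 0.016)) rose, and so did 2 chaperones of the endoplasmic reticulum, HSP90B1 (0.60 (adjusted p = 0.000164) and 0.45 (adjusted p = 0.00577)) and HSPA5 (0.40 (adjusted p = 0.00117) and 0.40 (adjusted p = 0.00345)). After CD40L, 5 of 17 unfolded protein response genes were higher and 1 lower (5 and 2 over the list alone; adjusted p = 0.173 from camera).

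Interferon-stimulated genes went both ways. Of 32, 3 were higher and 6 lower after CD40L, and 4 and 5 after LPS (5 and 6, and 6 and 5, over the list alone; adjusted p = 0.949 and 0.44 from camera). The median after CD40L was 0.033, while camera's direction was down. IFIH1, a sensor of viral RNA, rose with 0.99 (adjusted p = 4.42e-08) after CD40L and 0.33 (adjusted p = 0.00405) after LPS, whereas TRIM22, an antiviral factor, had −0.61 (adjusted p = 4.75e-05) and −0.57 (adjusted p = 0.000363). IFIT1 had 0.023 (adjusted p = 0.934) after CD40L and 0.47 (adjusted p = 0.000857) after LPS.

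Among genes of the receptors themselves, 1 of 10 CD40 receptor and adaptor genes was higher and 2 were lower after CD40L (3 and 2 over the list alone; adjusted p = 0.556 from camera). MAP3K14, the kinase of the noncanonical NF-κB pathway, was the higher one (0.64, adjusted p = 5.09e-05), with 0.030 (adjusted p = 0.951) after LPS. Of 11 LPS receptor and adaptor genes, 2 were lower after CD40L and none was higher (1 and 2 over the list alone; adjusted p = 0.199), namely TLR4 (−0.26, adjusted p = 0.0423) and CD180 (−0.24, adjusted p = 0.0165). After LPS limma called none of either list, with 1 gene higher and 1 lower in each at an unadjusted p under 0.05 (over the list alone, 1 CD40 receptor gene was higher; camera adjusted p = 0.592 for the LPS receptor list and 0.769 for the CD40 receptor list).

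Of 20 p53 targets, 1 was higher and 4 lower after CD40L and 1 and 3 after LPS (2 and 5, and 2 and 4, over the list alone; adjusted p = 0.173 and 0.0849 from camera). The list passed the threshold with quantile normalization (0.0269 after CD40L, 0.0226 after LPS), without replicate 2 (0.0188 and 0.0491), without CD40L replicate 2 (0.0212 after CD40L), and without control replicate 2 (0.00848) or LPS replicate 1 (0.0466) after LPS. Of 26 proliferation genes, 2 were higher and 1 lower after CD40L and 2 and 0 after LPS (4 and 2, and 2 and 1, over the list alone; adjusted p = 0.274 and 0.386). It passed without replicate 3 (0.0251) or CD40L replicate 3 (0.0205) after CD40L, and without replicate 2 (0.0109), control replicate 2 (0.0489) or LPS replicate 2 (0.0151) after LPS. After LPS, small GTPases and their regulators had 7 higher and 2 lower genes (11 and 3 over the list alone; adjusted p = 0.676), phospholipases 1 and 1, also over the list alone (adjusted p = 0.331), and the SLAM family 0 and 1, also over the list alone (adjusted p = 0.31). Repressors and corepressors had 2 and 9 after LPS (3 and 10 over the list alone; adjusted p = 0.00291, adjusted p = 0.44 with an estimated correlation), a call lost with fry (0.082), with the probe set of largest change (0.204), without replicate 3 (0.157) and without control replicate 3 (0.0834).

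Genes that the fixed rule names and that have not been given yet follow here. After CD40L, DENND4A had 1.10 (adjusted p = 1.8e-08), CUX2 1.09 (adjusted p = 9.87e-08), ENPP3 −0.94 (adjusted p = 5.67e-07) and ANKRD36BP2 −0.98 (adjusted p = 2.99e-07), and after LPS MAN1A1 had 0.78 (adjusted p = 0.000281). Between CD40L and LPS, BMP2K differed by 0.71 (adjusted p = 9.06e-05), IFIT2 by −0.51 (adjusted p = 0.00136), and NFKBIZ by −0.51 (adjusted p = 0.00136). The call of IFIT2 was lost without the batch term (0.068) and without replicate 1 (0.0572). That of NFKBIZ was lost without the batch term (0.535), with the batch as a random effect (0.303), without replicate 3 (0.119) and without CD40L replicate 3 (0.0507). Of the Wnt genes of Table 2, AXIN1 (0.17, adjusted p = 0.0879), BCL9 (0.052, adjusted p = 0.788), DVL1 (0.082, adjusted p = 0.638), FLI1 (−0.033, adjusted p = 0.909), FRAT1 (−0.19, adjusted p = 0.116), FRAT2 (0.046, adjusted p = 0.876) and PYGO1 (0.19, adjusted p = 0.101) did not pass the test after CD40L, nor did RAG2 (−0.083, adjusted p = 0.724). FRAT1 passed it without replicate 2 (−0.27, adjusted p = 0.0195) and without control replicate 2 (−0.26, adjusted p = 0.0152). FZD2 (−0.26, adjusted p = 0.0208), FZD3 (−0.28, adjusted p = 0.00608), FZD6 (0.23, adjusted p = 0.0489) and WNT10A (−0.37, adjusted p = 0.00546) passed it, and their calls were lost in 7, 4, 16 and 5 settings, among them the fit without the batch term (0.119, 0.0848, 0.167 and 0.231).

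Limma called none of 13 T and NK cell, 12 monocyte and macrophage and 9 fibroblast markers after either stimulus, also over the list alone. At an unadjusted p under 0.05, CD40L had 2 T and NK cell markers higher and 1 lower and 1 fibroblast marker higher and 1 lower, and LPS had 0 (camera adjusted p = 0.949, 0.823 and 0.949 after CD40L, and 0.818, 0.616 and 0.515 after LPS). Their median levels of 6.37, 6.24 and 6.39 lay below the 6.78 of all genes. The list takes the brightest probe set of each gene, and 2 dimmer ones of COL1A1, a fibroblast marker, did rise after CD40L, the one named above with 1.00 (adjusted p = 2.68e-07).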
